# Gene expression in whole lung and pulmonary macrophages reflects the dynamic pathology associated with airway surface dehydration

**DOI:** 10.1186/1471-2164-15-726

**Published:** 2014-09-10

**Authors:** Yogesh Saini, Hong Dang, Alessandra Livraghi-Butrico, Elizabeth J Kelly, Lisa C Jones, Wanda K O’Neal, Richard C Boucher

**Keywords:** *Scnn1b*-Tg mice, Pulmonary macrophage activation, Inflammation, Mucus clearance defect, Gene expression profiling, Lung development, Airway surface liquid dehydration

## Abstract

**Background:**

Defects in airway mucosal defense, including decreased mucus clearance, contribute to the pathogenesis of human chronic obstructive pulmonary diseases. *Scnn1b*-Tg mice, which exhibit chronic airway surface dehydration from birth, can be used as a model to study the pathogenesis of muco-obstructive lung disease across developmental stages. To identify molecular signatures associated with obstructive lung disease in this model, gene expression analyses were performed on whole lung and purified lung macrophages collected from *Scnn1b*-Tg and wild-type (WT) littermates at four pathologically relevant time points. Macrophage gene expression at 6 weeks was evaluated in mice from a germ-free environment to understand the contribution of microbes to disease development.

**Results:**

Development- and disease-specific shifts in gene expression related to *Scnn1b* over-expression were revealed in longitudinal analyses. While the total number of transgene-related differentially expressed genes producing robust signals was relatively small in whole lung (n = 84), Gene Set Enrichment Analysis (GSEA) revealed significantly perturbed biological pathways and interactions between normal lung development and disease initiation/progression. Purified lung macrophages from *Scnn1b*-Tg mice exhibited numerous robust and dynamic gene expression changes. The expression levels of Classically-activated (M1) macrophage signatures were significantly altered at post-natal day (PND) 3 when *Scnn1b*-Tg mice lung exhibit spontaneous bacterial infections, while alternatively-activated (M2) macrophage signatures were more prominent by PND 42, producing a mixed M1-M2 activation profile. While differentially-regulated, inflammation-related genes were consistently identified in both tissues in *Scnn1b*-Tg mice, there was little overlap between tissues or across time, highlighting time- and tissue-specific responses. Macrophages purified from adult germ-free *Scnn1b*-Tg mice exhibited signatures remarkably similar to non-germ-free counterparts, indicating that the late-phase macrophage activation profile was not microbe-dependent.

**Conclusions:**

Whole lung and pulmonary macrophages respond independently and dynamically to local stresses associated with airway mucus stasis. Disease-specific responses interact with normal developmental processes, influencing the final state of disease in this model. The robust signatures observed in *Scnn1b*-Tg lung macrophages highlight their critical role in disease pathogenesis. These studies emphasize the importance of region-, cell-type-, and time-dependent analyses to fully dissect the natural history of disease and the consequences of disease on normal lung development.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-726) contains supplementary material, which is available to authorized users.

## Background

Defects in mucus clearance are characteristic of muco-obstructive pulmonary diseases of genetic or environmental origins, e.g., cystic fibrosis (CF), primary ciliary dyskinesia (PCD), and the chronic bronchitic (CB) form of chronic obstructive pulmonary disease (COPD) [1]. Airway mucus clearance is a multifactorial process, integrating epithelial mucin secretion and airway surface hydration with ciliary beat, cough, and/or gas–liquid pumping [2, 3]. While airway remodeling and inflammation often accompany defective mucus clearance [1, 4], the mechanisms linking defective mucus clearance to obstructive lung disease are poorly understood. One paradigm is that defects in mucus clearance produce static mucus that provide a nidus for microbial colonization and resultant inflammatory responses [5]. While this concept is supported by the presence of pathogens in lungs of patients exhibiting defects in mucus clearance [6–8], the roles of the primary defects (airway surface liquid dehydration, dehydrated/concentrated mucus, lack of ciliary beat, decreased mucus clearance) in establishment of chronic inflammation are not fully appreciated. Additional complexity arises when the consequences of mucus obstruction are considered in the context of normal lung development and aging, i.e.*,* mucus obstruction early in life (CF, PCD) may generate long-term effects that would not occur if the obstruction occurs later (CB, COPD).

To model defective airway mucus clearance *in vivo,* transgenic mice over-expressing the epithelial sodium channel beta subunit [βENaC, encoded by the *Scnn1b (Sodium channel non-voltage-gated 1, beta subunit)* gene] in airway club cells (previously referred to as Clara cells, or known as CC10-expressing secretory cells) were generated [9]. The initiating pathophysiological defect in these mice, i.e.*,* airway surface liquid (ASL) depletion, produces mucus dehydration, reduced mucus clearance, and overt pulmonary disease characterized by airway mucus obstruction, inflammation, and spontaneous bacterial infection [9–13]. At birth, the lungs of *Scnn1b* transgenic (*Scnn1b*-Tg) mice are histologically normal. During the early neonatal period, i.e., post-natal day (PND) 3–10, significant tracheal mucus plugs develop that are associated with neonatal mortality and distal airway hypoxia [10–12]. Transient necrotic degeneration of intrapulmonary club cells is also observed around PND 3 [12]. Macrophage activation, neutrophilia, and bacterial infection are detected as early as PND 5 [13]. Importantly, because murine lungs continue to mature during early post-natal life [14], the disease processes from PND 3–10 are occurring during periods of active lung development, which has relevance for lung diseases such as bronchopulmonary dysplasia (BPD) and early childhood exposures to toxic or infectious agents, i.e.*,* smoke or viral infections, where inflammatory processes and development intersect to produce long-term, negative consequences for lung function [15–18]. After PND 10, mucus obstruction becomes more prominent in the main stem bronchi of the *Scnn1b*-Tg mice, airway inflammation becomes more modest, bacterial infection is intermittent, yet bronchoalveolar lavage (BAL) mucin content and mucin gene transcription remain elevated [12, 19]. Further, alveolar air space enlargement becomes clearly evident, and the incidence of bronchus associated lymphoid tissue (BALT) increases [10, 13].

Pulmonary macrophages carry out important gate-keeping roles in host defense [20]. As resident innate immune cells, they must remain quiescent in the healthy state, yet they must be able to respond when lung homeostasis is threatened. In health and disease, crosstalk occurs between the airway epithelium and macrophages via either receptor-mediated cellular interactions [21] or through humoral signals released by either cell types [22]. The airway epithelium is the epicenter of disease initiation in the *Scnn1b*-Tg mice, and macrophages are strategically positioned to respond to defects in airway clearance. A consistent feature of disease in the *Scnn1b*-Tg mice is the presence of morphologically activated pulmonary macrophages [13]. Macrophages are morphologically activated early (by 3 days of age), and previous work identified up-regulation of genes associated with macrophage activation, including chitinases, IL-13, and other cytokines [12]. Macrophage-derived protease, Mmp12, is critical for the development of the emphysema in *Scnn1b*-Tg mice [23]. Germ-free *Scnn1b*-Tg mice exhibit lung pathology, including morphological activation of macrophages, very similar to *Scnn1b*-Tg mice raised in specific pathogen free (SPF) conditions, indicating that the macrophages respond directly to the primary defect of airway surface dehydration and mucus stasis [13].

Genetic and pharmacologic studies suggest activation of multiple signaling pathways in response to defective mucus clearance in the *Scnn1b*-Tg mice. For example, genetic disruption of major pathways conventionally associated with airway inflammation and remodeling, e.g.*,* MyD88 and IL-4Rα, did not dramatically alter disease development [13, 24], highlighting the need to explore additional disease-promoting pathways. In the present study, we hypothesized that disease-associated molecular signatures linked to key host response, e.g.*,* airway inflammation and mucus cell metaplasia, could be identified by evaluating gene expression in selected tissues from *Scnn1b*-Tg mice at critical time points. Accordingly, we selected the following time points: 1) immediately after birth (PND 0, i.e., <24 hours), when the transgene is overexpressed but disease is not yet manifested histologically; 2) at PND 3, when tracheal mucus obstruction is prominent; 3) at PND 10, when chronic lower respiratory disease is being initiated; and 4) at PND 42, after establishment of chronic pulmonary disease. Gene-level and pathways analyses were used to generate a picture of differential gene expression in whole lung and macrophages. The results highlight a highly dynamic interplay of tissue-specific and time-dependent responses and set the stage for future studies to explore these complex interactions.

## Methods

### Mice and animal husbandry

Congenic C57BL/6N *Scnn1b*-Tg mice and WT littermates were maintained in a specific pathogen free (SPF) animal facility [10]. Germ-free (GF) mice were maintained in the National Gnotobiotic Rodent Resource Center at UNC [13]. Animals used in this study were maintained and studied under protocols approved by the University of North Carolina Institutional Animal Care and Use Committee.

### Lung RNA isolation

Tissues were collected from male mice at a designated time (1:00 pm). The lung left lobe was removed by cutting the extrapulmonary bronchus at the level of the hilum. Dissected tissue was stored in RNAzol (QIAzol lysis reagent, Qiagen Sciences, Valencia, CA) at -20°C. RNA was prepared using Qiagen RNeasy Mini Kit (Qiagen Sciences, Valencia, CA; following protocol recommended for animal tissue) followed by ammonium acetate precipitation. To minimize the effect of biological variation between individual animals, total RNA from three age- and genotype-matched mice were pooled to constitute each sample. A total of three RNA samples were analyzed at each time point for WT and *Scnn1b*-Tg mice.

### Macrophage RNA preparation

Male *Scnn1b*-Tg mice and WT littermates were anesthetized with an intraperitoneal administration of 2,2,2 tribromoethanol (T48402, Sigma, St. Louis, MO). The lungs were lavaged at least 4 times with calcium- and magnesium-free DPBS supplemented with 0.5 mM EDTA with the volume determined on weight-based formula [13]. Magnetic-activated cell sorting (MACS) was used to purify macrophages using Anti-Ly-6G MicroBead Kit (130-092-332, Miltenyi Biotech, MA). This approach selectively deplete granulocytes that predominantly express Ly-6G as a surface marker [25]. Since BAL cells include granulocytes, macrophages, lymphocytes and occasional dendritic and epithelial cells, the Ly-6G negative fraction, in addition to macrophages, is expected to include lymphocytes, dendritic cells and epithelial cells, but these cells are rare in these preparations. BALs cell pellets were suspended in 200 μl of MACS buffer. 50 μl of anti-Ly-6G-Biotin solution was added followed by incubation at 4°C for 10 min. Subsequently, 100 μl of anti-biotin microbeads and 150 μl of MACS buffer were added followed by incubation at 4°C for 15 minutes. Cell pellets washed with 10 ml MACS buffer were dissolved in 500 μl of MACS buffer. Thereafter, macrophage isolation through negative selection was carried out according to manufacturer’s recommendations. Ly-6G negative cells (predominantly macrophages) were pelleted, snap-frozen, and stored at -80°C. At PND 0, PND 3 and PND 10 time points, total macrophages collected from three genotype-matched pups were pooled to generate each sample. Each sample at PND 42 time point represents macrophages collected from individual mice. Frozen macrophage pellets were lysed and homogenized in lysis buffer and QIAshredder (Qiagen, Valencia, CA). Genomic DNA was eliminated using gDNA eliminator spin columns (Qiagen, Valencia, CA). The RNA was isolated using Purelink RNA mini kit (Invitrogen, NY).

### cDNA generation and microarray

12 ng RNA was used to generate cDNA using Ovation Pico WTA system V2 kit (NuGEN Technologies, CA). Total RNA or cDNA samples were submitted to the UNC Functional Genomics Core for cDNA preparation and hybridized to Affymetrix Mouse Gene 1.0 ST arrays according to the manufacturer’s instructions (Affymetrix Inc., Santa Clara, CA).

### Microarray data analysis

Probe level intensities from Affymetrix GeneChip Scanner 3000 in .CEL files were evaluated for quality by whole array statistics using Affymetrix Expression Console software. Gene expression analyses were performed using Partek Genomics Suite v6.6 (Partek Inc., St. Louis, MO). Briefly, probeset intensities were extracted from .CEL files by RMA background correction following GC content and sequence adjustments, normalized using quantile normalization, and gene level intensities were summarized through median polish, based on a modified meta-probeset mapping (.mps) derived from Affymetrix latest transcript annotation (release na33.2 mm9). The meta-probeset mapping consolidated all probesets to unique gene identifiers parsed from Affymetrix transcript annotation with the following precedence: ENSEMBL gene, Refseq mRNA, and Genbank nucleotide identifiers. Data quality, batch effect, and sample groupings were assessed by Principle Component Analysis (PCA) with correlation dispersion matrices. Differential gene expression was analyzed using ANOVA and linear contrast between experimental groups. The resultant differential expression (DE) p-values were adjusted for Multiple Test Correction using the False Discovery Rate (FDR) by Benjamini-Hochberg method [26].

Differentially expressed genes (DEG) were obtained through the combination of selected p-value and fold change filters (as indicated in figure legends), and normalized log2 intensities from individual arrays of DEGs were extracted for hierarchical clustering. Normalized log2 intensities were used in Gene Set Enrichment Analyses (GSEA) against gene sets derived from Biological Processes of the current Gene Ontology (GO) annotation database and custom gene sets relevant to lung disease and cellular physiology. Visual representations of GSEA enrichment FDR q-values from multiple sample groups were generated by hierarchical clustering of the transformed q-values using Cluster3 [27] and Java TreeView [28]. Detailed data mining of GSEA results from related GO vocabulary terms was performed by extracting relationships between functional terms from the current GO flat file download, and visualizing the resultant networks decorated by specific enrichment FDR q-values with Cytoscape [29]. The complete expression dataset has been submitted to the Gene Expression Omnibus (GEO) database with the accession number of GSE47551. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47551.

### Protein extraction and western blotting

Total protein was extracted from BAL macrophages after lysing with Radioimmuno Precipitation Assay buffer supplemented with 0.5 mM EDTA, 0.1 mM DDT and Halt protease inhibitors (Thermoscientific, Rockford, IL). Proteins were separated by SDS-PAGE (NuPage 4-12% Bis-Tris gradient gel) using MES buffer (Invitrogen, CA) and transferred to PVDF membranes. Rabbit antibodies against FIZZ-1 (39626, ABCAM), YM1/2 (a kind gift from Dr. Shioko Kimura, NCI, Maryland), and α-tubulin (T5168, Sigma) were used for the westerns. Protein bands were analyzed using Alexa fluor 680 Goat anti-rabbit IgG (A21109, Invitrogen) or IRdye800 anti-mouse IgG (610-132-121, Rockland). Quantification was performed using Odyssey and the data was normalized to α-tubulin. The data analysis was performed using unpaired two-tailed *t*-test on Graph-Pad Prism (La Jolla, CA).

## Results and discussion

### Whole lung gene expression patterns are altered by developmental age and *Scnn1b*-Tg expression

Principal Components Analysis (PCA) revealed that age was the primary factor affecting global gene expression in lung specimens (Figure 1a). 

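Age set most of the spread of the 24 whole-lung arrays. Of their variance, 72.9% lay between ages, 7.32% between genotypes within an age and 19.8% between arrays of the same group. In WT lungs *Tnc*, the gene of the matrix protein tenascin C, fell by 4.59 log2 (SE 0.29, adjusted p = 3.26e-10) from PND 10 to PND 42, limma with Benjamini-Hochberg adjustment. *Inmt*, which encodes a methyltransferase of mature lung, rose by 4.44 log2 (SE 0.34, adjusted p = 6.06e-09) in the same lungs and interval, limma with Benjamini-Hochberg adjustment.

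RNA was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, 1 array per pool of animals, with n = 3 pools of WT and n = 3 pools of *Scnn1b*-Tg lungs at each of PND 0, 3, 10 and 42. The number of pools, rather than of mice, limits the precision of every value. The authors summarized the probes by RMA and deposited log2 values for 35,556 transcript clusters. From there, the 21,789 clusters that name exactly 1 gene (19,938 genes) were tested in limma with 8 group means and 16 residual degrees of freedom. A gene counts as higher or lower at a Benjamini-Hochberg adjusted p of at most 0.05 within its comparison and a change of at least 2-fold. Where a gene has several probe sets, the brightest over all arrays gives its value. Fixed gene lists were tested with limma camera at a preset correlation of 0.01 between genes, adjusted over 48 lists. The paper joined probe sets of the same gene before testing, so single fold changes can differ by that choice. *Clca3*, *Chi3l3*, *Chi3l4*, *Chia* and *Ear11* of the paper are *Clca1*, *Chil3*, *Chil4*, *Chia1* and *Rnase2a* in current names.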

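On the first principal component the PND 0 lungs of both genotypes lay far from all others: WT scores were -58.6 ± 1.24 and *Scnn1b*-Tg scores -64.6 ± 2.43, against 14.2 ± 5.43 or more in every older group (mean ± SD, n = 3 pools). *Meg3*, a maternally expressed long non-coding RNA, fell by 4.63 log2 (SE 0.27, adjusted p = 1.12e-09) between PND 0 and PND 3 in WT lungs, limma with Benjamini-Hochberg adjustment. On the second component the PND 42 lungs stood apart, at 45.2 ± 8.19 in WT and 46.8 ± 9.61 in *Scnn1b*-Tg. The PND 3 and PND 10 groups lay between -31.3 ± 5.38 and -21.5 ± 5.13. *C4b*, a complement gene, rose by 3.82 log2 (SE 0.19, adjusted p = 1.09e-11) from PND 10 to PND 42 in WT lungs, limma with Benjamini-Hochberg adjustment. The first 2 components held 40.9% and 27.4% of the variance. Age explained 97.9% of the scores on the first and 96.5% on the second. Scaling every probe set to the same variance lowers the share of the second component to 20.9%.

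**Figure D1:**
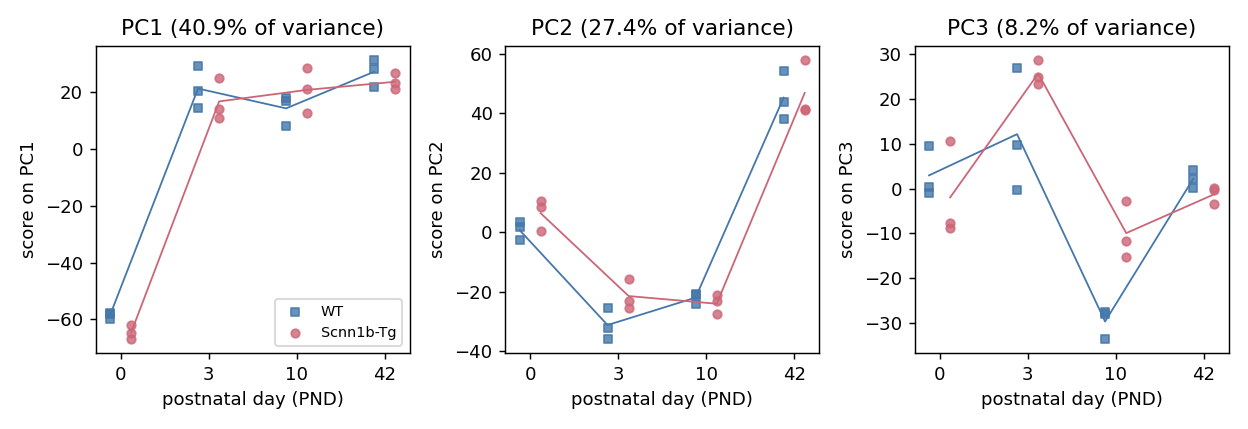
Scores of the 24 arrays on the first 3 principal components of the tested probe sets. Ages are equally spaced along the x axis of each panel, squares are WT pools, circles are *Scnn1b*-Tg pools, and lines join group means. The first component separates PND 0 from all later ages and the second separates PND 42, while on component 3 the genotypes part at PND 10.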

PC1 (36.5% of over all variance) separated PND 0 mice from older animals, while PC2 (19.9% of overall variance) separated PND 3 and 10 from PND 42. 

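Lungs of the same age resembled each other whatever their genotype. The mean distance (log2, root mean square over genes) between WT and *Scnn1b*-Tg arrays was 0.272 at PND 0, 0.307 at PND 3, 0.299 at PND 10 and 0.368 at PND 42, against 0.529 to 0.668 to the arrays of other ages. Arrays of the same genotype lay 0.272, 0.312, 0.223 and 0.299 apart in WT and 0.266, 0.273, 0.273 and 0.385 apart in *Scnn1b*-Tg at the same ages. Between genotypes the distance was therefore 1.21 times the distance within them at PND 10 and 1.01 to 1.07 times at the other ages. The closest array of another age lay 0.292 away at PND 3 and at PND 10, below the mean between genotypes at each of these ages. At PND 0 and PND 42 it lay 0.556 and 0.504 away. For all 6 arrays of every age the nearest other array was of the same age, and for 4, 5, 5 and 4 of the 6 it was of the same genotype. Single genes did part the genotypes within these groups. *Thbs2*, the gene of the matrix protein thrombospondin 2, was lower in *Scnn1b*-Tg than in WT lungs at PND 10 by 1.38 log2 (SE 0.13, adjusted p = 6.72e-06), and *Sncg*, a synuclein gene, was higher by 1.24 log2 (SE 0.14, adjusted p = 6.46e-05), limma with Benjamini-Hochberg adjustment.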

*Scnn1b*-Tg mice clustered tightly with their WT littermates at all ages. By extending the analysis to evaluate PC4 and PC5, the WT mice began to separate from *Scnn1b*-Tg mice, but only at PND 10 and PND 42, respectively (Additional file 1: Figure S1a). This pattern was also observed upon hierarchical clustering of a combined set of 4514 differentially expressed genes (DEGs; FDR ≤ 0.05, FC ≥ 2) comparing PND 0 expression values to all other time points for each genotype (Figure 1b; Additional file 2: Results file S1). 

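At PND 10 the genotypes parted on principal components 3, 5 and 6. On component 3, WT pools scored -29.6 ± 3.44 and *Scnn1b*-Tg pools -9.93 ± 6.44 (n = 3 each, exact permutation p = 0.1, the smallest that 3 against 3 arrays allow). On component 5 they scored 2.48 ± 1.19 and -8.94 ± 4.56. On component 4 the PND 10 pools scored -0.40 ± 0.796 in WT and 2.92 ± 4.93 in *Scnn1b*-Tg, and those of PND 42 -9.21 ± 11.4 and 10.6 ± 27.0. At PND 42 component 5 gave 12.0 ± 5.52 and -10.8 ± 17.9, with overlapping ranges, while components 3 and 6 parted the genotypes narrowly (gaps of 0.0942 and 0.281). Components 3, 4 and 5 hold 8.15%, 3.65% and 2.79% of the variance. Among the genes that part the PND 10 pools, *Anxa8*, an annexin gene of squamous epithelium, was higher in *Scnn1b*-Tg by 1.19 log2 (SE 0.18, adjusted p = 0.0021). *Bst1*, which encodes an ectoenzyme on myeloid cells, was higher by 1.59 log2 (SE 0.25, adjusted p = 0.0033), both in limma with Benjamini-Hochberg adjustment.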

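Against PND 0, 4801 probe sets (4236 genes) changed in at least 1 genotype at PND 3, 10 or 42. Cut into 4 clusters, the 24 arrays gave 3 clusters of a single age: all 6 PND 0 lungs formed one of them, whatever their genotype. The mixed cluster held WT lungs of PND 3 (replicates 1 and 3) together with PND 10 lungs, while WT replicate 2 of PND 3 joined the *Scnn1b*-Tg lungs of that age. Cut into 8, 4 clusters were of one age and genotype. Among the 8, *Scnn1b*-Tg replicate 2 of PND 10 lay with the 3 WT arrays of that age. When the 6 arrays of an age were clustered by themselves, the first split set WT against *Scnn1b*-Tg at PND 10 and not at the other 3 ages. Genes that set PND 0 apart include *Tead1*, a transcription factor gene of the Hippo pathway, which fell by 3.07 log2 (SE 0.22, adjusted p = 3.17e-09) from PND 0 to PND 3 in WT lungs. *Nfat5*, the gene of a transcription factor of osmotic stress, fell by 2.94 log2 (SE 0.15, adjusted p = 4.52e-11) in *Scnn1b*-Tg lungs. *H4c6*, a histone gene read in dividing cells, rose by 2.71 log2 (SE 0.36, adjusted p = 3.39e-06) in WT lungs. These are limma values with Benjamini-Hochberg adjustment.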

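From PND 0 to PND 3, 2124 probe sets changed in WT lungs, of which 1697 (79.9%) fell, and 2236 in *Scnn1b*-Tg lungs, of which 1743 (77.9%) fell. From PND 3 to PND 10 the counts were 281 (18.5% lower) in WT and 237 (24.9% lower) in *Scnn1b*-Tg. Of the 229 rises in WT, 77 were probe sets of *Hmcn1*. With 1 row per gene 173 changed in WT, 124 upward and 49 downward, and 155 in *Scnn1b*-Tg. From PND 10 to PND 42 the probe set counts were 1208 (69.3% lower) in WT and 1127 (65.3% lower) in *Scnn1b*-Tg. The chromatin modifiers list shows the early fall by name: 43 of its 58 measured members fell in WT and 37 in *Scnn1b*-Tg, and none rose (43 and 37 also when adjusted over the list alone). The median member moved by -1.28 log2 in WT (limma camera, Benjamini-Hochberg adjusted p = 3.01e-26, adjusted p = 0.103 with an estimated correlation) and by -1.31 log2 in *Scnn1b*-Tg (adjusted p = 8.12e-29, adjusted p = 0.0705 with an estimated correlation). *Kmt2a*, a histone methyltransferase gene, fell by 2.03 log2 (SE 0.17, adjusted p = 1.1e-08) in WT, and *Chd7*, a remodelling gene, by 2.60 log2 (SE 0.25, adjusted p = 6.65e-08), limma with Benjamini-Hochberg adjustment. Genes of the mitochondrial respiratory chain moved the other way in WT: 13 of 48 rose and none fell, with a median of 0.73 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.73e-13, adjusted p = 0.186 with an estimated correlation). *Ndufb8*, which encodes a complex I subunit, rose by 1.59 log2 (SE 0.16, adjusted p = 9.26e-08). Quantile normalization repeated on the values gives 696 rises and 1038 falls in WT, and 851 and 1119 in *Scnn1b*-Tg, so the size of the excess of falls depends on the scaling.

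**Figure D2:**
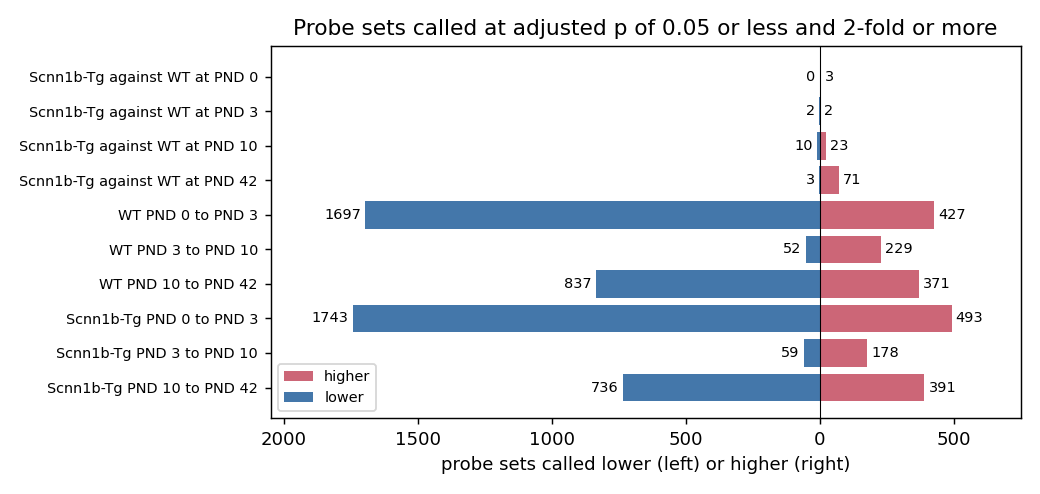
Probe sets called between the genotypes at each age and in each interval in WT and *Scnn1b*-Tg (adjusted p of at most 0.05 and at least 2-fold, limma). Bars to the right count higher probe sets and bars to the left lower ones. Both genotypes show their longest bars to the left from PND 0 to PND 3.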

The heat-map demonstrates that a majority of changes in global gene expression (mainly down-regulation) occurred between PND 0 and PND 3, regardless of genotype.

**Figure 1:**
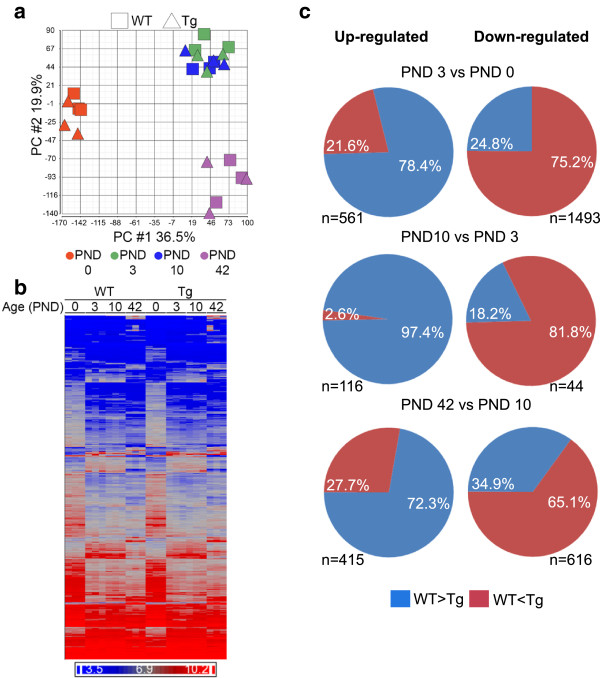
**Gene expression patterns in WT and** ***Scnn1b*** **-Tg whole lung. (a)** Principal component analysis (PCA) of gene expression from WT and *Scnn1b*-Tg whole lungs at PND 0, 3, 10, and 42 plotted in two-dimensional space using the first two principal components, which together constitute 55.4% of the overall variance in this study. Squares = WT; Triangles = *Scnn1b*-Tg. Each symbol represents the results of a single microarray. Each symbol represents a pool of animals as described in the methods. N = 3 pools for each age and genotype. Age is designated by color: PND 0 (red), PND 3 (green), PND 10 (blue), and PND 42 (purple). **(b)** Unsupervised hierarchical clustering of the combined set of differentially expressed genes (DEGs) that survive the filtering criteria (FDR ≤ 0.05, fold-change ≥ 2) across development (comparing PND 0 to all other time points for each genotype, i.e., WT and *Scnn1b*-Tg; total genes represented = 4514; Additional file 2: Results file S1). Dark blue indicates lower expression levels and bright red indicates higher expression levels, and each column represents the results of one microarray N = 3 for each genotype at each age). **(c)** Pie charts highlighting the shift in expression of developmentally regulated genes due to *Scnn1b*-Tg expression. Each row represents a different developmental interval and each pie chart represents the pattern for the genes that are differentially regulated (fold-change >2.0; FDR < 0.05) in WT mice. Genes normally up-regulated in WT mice are represented in the left column and genes normally down-regulated are represented in the right column, with the number of gene shown for each piechart. The percentages represent the genes that are either higher or lower (blue and red, respectively) in WT vs *Scnn1b*-Tg at the later developmental stage represented by the interval.

As predicted from the PCA and the hierarchical clustering heat maps, robust differences in gene expression were present in both WT (Table 1) and *Scnn1b*-Tg (Table 2) mice across development, and the DEGs were qualitatively different among time intervals, consistent with the published reports highlighting the continual postnatal lung development [14] and gene expression profiling of developing murine lungs [30]. 

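Small non-coding RNAs, many of them small nucleolar, led the rises from PND 0 to PND 3. *Vaultrc5*, a vault RNA, rose by 4.89 log2 (SE 0.53, adjusted p = 2.82e-07) in WT and by 4.86 log2 (SE 0.53, adjusted p = 2.38e-07) in *Scnn1b*-Tg lungs. *Snora16a*, which guides the modification of ribosomal RNA, rose by 4.37 log2 (SE 0.46, adjusted p = 2.06e-07) in WT, from 6.08 ± 0.18 to 10.45 ± 0.30 log2 (n = 3 pools), and by 4.49 log2 (SE 0.46, adjusted p = 1.14e-07) in *Scnn1b*-Tg, limma with Benjamini-Hochberg adjustment. Of the 15 largest rises, 15 in either genotype were genes of non-coding RNA. Among all rises the share was 34 of 427 in WT (7.96%, Fisher exact p = 0.0145) and 40 of 493 in *Scnn1b*-Tg (8.11%, Fisher exact p = 0.00517), against 1127 of the 21,789 tested probe sets (5.17%). In the small nucleolar RNA list 21 of 55 members rose and 2 fell in WT, and 25 rose and 3 fell in *Scnn1b*-Tg. The median member moved by 0.89 log2 in WT (limma camera, Benjamini-Hochberg adjusted p = 2.13e-05, adjusted p = 0.616 with an estimated correlation) and 0.90 log2 in *Scnn1b*-Tg (adjusted p = 7.31e-05, adjusted p = 0.681 with an estimated correlation). Long non-coding RNAs moved the other way: 6 of 12 fell and none rose in each genotype. *Malat1*, a nuclear transcript of splicing bodies, fell by 3.14 log2 (SE 0.30, adjusted p = 6.39e-08) in WT and *Firre*, which shapes nuclear structure, by 3.62 log2 (SE 0.23, adjusted p = 5.37e-10) in *Scnn1b*-Tg, limma with Benjamini-Hochberg adjustment. Of 300 microRNA genes, 2 rose and 12 fell in WT, and 4 rose and 17 fell in *Scnn1b*-Tg.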

The top DEGs up-regulated from PND 0 to PND 3 in WT (Table 1) as well as *Scnn1b*-Tg (Table 2) mice were largely non-coding RNA species including long, non-coding RNAs and miRNAs. Non-coding RNAs tended to be robustly down-regulated between PND 3 to PND 10. 

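A few small nucleolar RNAs fell between PND 3 and PND 10. *Snora69*, a guide of ribosomal RNA modification, fell by 3.35 log2 (SE 0.34, adjusted p = 5.06e-06) in WT and by 3.31 log2 (SE 0.34, adjusted p = 4.97e-06) in *Scnn1b*-Tg lungs. *Snord118*, the U8 RNA of ribosome assembly, fell by 3.00 log2 (SE 0.50, adjusted p = 0.000588) in WT, limma with Benjamini-Hochberg adjustment. Of the 15 largest falls, 4 in WT and 5 in *Scnn1b*-Tg were non-coding. Among all falls the share was 4 of 52 in WT (7.69%, Fisher exact p = 0.345) and 8 of 59 in *Scnn1b*-Tg (13.6%, Fisher exact p = 0.0106), and among the rises 3 of 229 and 0 of 178. As a list, small nucleolar RNA genes moved by a median of -0.54 log2 in *Scnn1b*-Tg, 5 of 55 fell and none rose (7 fell when adjusted over the list alone; limma camera, Benjamini-Hochberg adjusted p = 5.26e-11, adjusted p = 0.376 with an estimated correlation). In WT the median was -0.06 log2, with 3 falls and 1 rise (adjusted p = 0.315). MicroRNA genes moved little: of 300, 1 rose in WT and 0 changed in *Scnn1b*-Tg, where the median was -0.03 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.243).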

While the specific functions of non-coding RNAs are only now being evaluated, their hypothesized role as master regulators of cell development controlling transcriptional regulatory circuitry is consistent with this finding [31, 32].

**Table 1:** **Developmentally regulated genes in whole lung from WT mice**

Gene Name	Fold change: PND 3 vs 0		Gene Name	Fold change: PND 10 vs 3		Gene Name	Fold change: PND 42 vs 10	
	WT	***Scnn1b*** -Tg		WT	***Scnn1b*** -Tg		WT	***Scnn1b*** -Tg
**UP-REGULATED**								
Vaultrc5*	28.5	27.7	*Clca3*	71.5	12.0	Snord116*	26.2	19.6
Gm22866*	24.4	26.8	*Chi3l4*	12.9	4.6	*Gm10722*	25.7	43.9
Snora16a*	20.3	22.0	*Chi3l3*	10.1	5.2	*Bpifa1*	23.0	7.3
Rnu3a*	18.4	16.6	*Crabp1*	8.9	5.6	*Inmt*	17.8	10.8
*Gm26493*	17.3	13.2	*Tff2*	8.0	7.9	*Cyp2b10*	17.6	10.1
Rnu3b1*	15.7	14.7	*Ltbp2*	6.8	3.9	*Gm10800*	17.6	67.7
*Gm23444*	13.8	13.3	*Hmcn1*	5.4	3.3	*Fmo3*	14.9	6.6
Snord22*	13.7	13.4	*C7*	5.4	7.4	*Lrat*	14.7	14.7
Snora69*	13.3	11.9	*Bpifb1*	4.2	3.1	*Cfd*	13.9	14.4
Rny1*	13.1	15.6	*Enpp1*	4.0	1.9	*Nr1d1*	13.7	14.4
n-R5s25*	12.4	13.7	*Muc5ac*	4.0	1.5	*C4b*	13.2	13.8
Snora23*	12.4	10.5	*Tnc*	3.9	3.0	Gm25089*	11.8	9.5
Snord118*	11.1	7.2	*A2m*	3.7	2.1	*Prelp*	11.6	11.6
*Gm24616*	10.9	8.4	*Muc5b*	3.7	2.0	*Serpina3n*	11.3	6.3
*Gm23927*	10.0	13.5	Mir27b*	3.6	1.7	Mir680-2*	11.2	9.0
**DOWN-REGULATED**								
Meg3*	-32.1	-34.3	*Gm26493*	-12.9	-16	*Tnc*	-25.1	-10
*C530030P08Rik*	-10.3	-19	Snora69*	-9.8	-9.6	*Egfem1*	-24	-18
*Zbtb16*	-8.8	-3.3	*Gm24616*	-8.8	-12.2	*Prss35*	-18.4	-9.2
Malat1*	-8.8	-9.7	Snord118*	-7.6	-4.7	*Agt*	-14.8	-9.3
6720401G13Rik*	-7.9	-11.7	Snora34*	-5.1	-6	*Vcan*	-14.4	-7.5
*Mir145*	-6.2	-11.9	*Olfm4*	-4.8	-3.9	*Spon2*	-12.7	-7.6
*Atp6v0a4*	-6.2	-2.2	*Asprv1*	-4.6	-1.8	*Slc27a6*	-12.7	-12.6
*Adamtsl2*	-6	-3	*Cldn4*	-4.5	-3.5	*Frem1*	-12.3	-6.4
*Wnk1*	-5.8	-9	*Stfa3*	-4.2	-3.4	*Clca3*	-11	11.6
*Dlk1*	-5.8	-4.1	H19*	-4.1	-1.5	6330403K07Rik*	-10.1	-4.8
*Tead1*	-5.7	-5.6	*Igf2*	-4	-3.1	*Ccna2*	-9.9	-7.8
*Nfat5*	-5.6	-7.6	*Agtr2*	-3.6	-3.2	*Crabp1*	-9.7	-4.8
*Cox20*	-5.5	-7.9	*S100a14*	-3.4	-3.9	*Stfa2l1*	-9.5	-8.7
*Tfcp2l1*	-5.3	-3.9	*Gdpd2*	-3.2	-2.6	*Phex*	-9.2	-5.5
*Leng8*	-5.2	-7.1	*Smpx*	-3.2	-1.3	*Chi3l4*	-8.9	10.5

Listing of the top 15 developmentally up- and down-regulated genes from whole lung of WT mice between three separate age intervals. The fold-changes for these top 15 genes are shown for both the WT and the *Scnn1b*-Tg mice.

* Non-coding RNA species.

**Table 2:** **Developmentally regulated genes in whole lung from** ***Scnn1b*** **-Tg mice**

Gene Name	Fold change: PND 3 vs 0		Gene Name	Fold change: PND 10 vs 3		Gene Name	Fold change: PND 42 vs 10	
	***Scnn1b*** -Tg	WT		***Scnn1b*** -Tg	WT		***Scnn1b*** -Tg	WT
**UP-REGULATED**								
Vaultrc5*	27.7	28.4	*Clca3*	12.0	71.4	*Gm10800*	67.8	17.6
Gm22866*	26.8	24.4	*Mmp12*	11.5	1.9	*Gm10722*	43.9	25.8
Snora16a*	22.0	20.3	*Tff2*	7.9	8.0	Snord116*	19.6	26.2
Rnu3a*	16.6	18.4	*C7*	7.4	5.4	*Lrat*	14.7	14.8
Rny1*	15.6	13.1	*Crabp1*	5.7	8.9	*Nr1d1*	14.4	13.8
Rnu3b1*	14.7	15.7	*Chi3l3*	5.2	10.1	*Cfd*	14.4	13.9
n-R5s25*	13.6	12.4	*Chi3l4*	4.6	13.0	*C4b*	13.8	13.2
Gm23927*	13.5	10.0	*H2-Aa*	4.6	2.6	*Chi3l3*	12.2	1.4
Snord22*	13.4	13.7	*H2-Ab1*	4.3	2.8	*Car3*	11.9	10.6
*Gm23444*	13.3	13.9	*Ltbp2*	3.9	6.8	*Prelp*	11.6	11.6
*Gm26493*	13.2	17.3	*4833424O15Rik*	3.8	2.7	*Clca3*	11.6	-10.9
Snora69*	11.9	13.3	*Cd74*	3.7	2.3	*Inmt*	10.8	17.8
Snora23*	10.5	12.4	*H2-Eb1*	3.7	2.6	*Chi3l4*	10.5	-8.9
Snord35b*	9.6	7.9	*Aard*	3.6	1.9	*Cxcl14*	10.2	8.0
Snora34*	9.3	9.6	*Cdkn2c*	3.4	3.3	*Speer8-ps1*	10.2	8.7
**DOWN-REGULATED**								
Meg3*	-34.3	-32.1	Gm26493*	-16.0	-12.3	*Egfem1*	-18.0	-24.0
*C530030P08Rik*	-19.0	-10.3	Gm24616*	-12.2	-8.8	H19*	-13.9	-5.5
Mir145*	-11.9	-6.2	Snora69*	-9.6	-9.8	*Slc27a6*	-12.6	-12.7
*6720401G13Rik*	-11.7	-7.9	Snora23*	-9.4	-5.5	*Tnc*	-10.0	-25.1
Malat1*	-9.7	-8.8	Snora34*	-6.0	-5.1	*Capn6*	-9.8	-7.6
*Gm7265*	-9.5	-4.5	*Gm10722*	-4.7	-1.7	*Agt*	-9.3	-14.8
*Wnk1*	-9.0	-5.8	*S100a14*	-3.9	-3.4	*Prss35*	-9.2	-18.4
Mir23b*	-8.6	-5.1	Gm22806*	-3.6	-3.1	*Pbk*	-8.8	-3.7
*Cox20*	-7.9	-5.5	Rnu1b1*	-3.6	-2.4	*Stfa2l1*	-8.7	-9.5
*Nfat5*	-7.6	-5.6	*Cldn4*	-3.5	-4.5	*Hist1h2ab*	-8.6	-7.3
Gm25831*	-7.2	-2.6	*Agtr2*	-3.2	-3.6	*Nuf2*	-8.3	-5.6
*Leng8*	-7.1	-5.2	*Igf2*	-3.1	-4.0	*Ccnb2*	-7.9	-5.6
*Fbxl7*	-5.9	-3.4	*Upk3a*	-3.1	-2.4	*Ccna2*	-7.8	-9.9
*B930095G15Rik*	-5.7	-3.7	*Cst8*	-2.8	-2.3	*Spon2*	-7.6	-12.7
*Srrm2*	-5.7	-4.2	*Liph*	-2.7	-1.9	*Vcan*	-7.5	-14.4

Top 15 developmentally up- and down-regulated genes from whole lung of *Scnn1b*-Tg mice between three separate age intervals. The fold-changes for these top 15 genes are shown for both *Scnn1b*-Tg and the WT mice.

* Non-coding RNA species.

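From PND 3 to PND 10 genes of mucus and of chitinase-like proteins were among the largest rises in WT lungs. *Clca1*, which encodes a secreted goblet cell protein, rose from 4.30 ± 0.23 to 10.17 ± 0.37 log2 (n = 3 pools), a change of 5.86 log2 (SE 0.22, adjusted p = 1.3e-13). *Chil4* and *Chil3*, chitinase-like genes of epithelium and macrophages, rose by 3.73 log2 (SE 0.32, adjusted p = 4.41e-07) and 3.36 log2 (SE 0.37, adjusted p = 1.54e-05). *Tff2*, a trefoil factor gene, rose by 2.99 log2 (SE 0.32, adjusted p = 1.37e-05), *Muc5b* by 1.87 log2 (SE 0.37, adjusted p = 0.00271) and *Muc5ac* by 1.79 log2 (SE 0.20, adjusted p = 2.08e-05), the last 2 encoding the gel-forming mucins. All are limma values with Benjamini-Hochberg adjustment. *Scnn1b*-Tg lungs also rose, in *Clca1* by 3.33 log2 (SE 0.22, adjusted p = 1.29e-08), *Tff2* by 3.20 log2 (SE 0.32, adjusted p = 4.54e-06), *Chil3* by 2.49 log2 (SE 0.37, adjusted p = 0.000827) and *Chil4* by 1.91 log2 (SE 0.32, adjusted p = 0.00203), limma with Benjamini-Hochberg adjustment. *Muc5b* and *Muc5ac* moved by 0.97 (adjusted p = 0.182) and 0.58 (adjusted p = 0.137) there, without passing. These 6 genes were named by the study from these samples and are no independent evidence of direction. The goblet cell list has 17 measured members, of which 7 rose and none fell in WT (7 adjusted over the list alone), and 3 rose in *Scnn1b*-Tg (3 adjusted over the list alone). It was drawn separately but also holds *Clca1*, *Muc5ac*, *Muc5b* and *Tff2*, all among its 7 rises in WT. It is therefore not independent of the genes named by the study. Its median moved by 0.14 log2 in WT (limma camera, Benjamini-Hochberg adjusted p = 4.19e-10) and by 0.33 log2 in *Scnn1b*-Tg (adjusted p = 9.93e-06). Without WT replicate 3 of PND 10 the rise of *Chil4* in WT is 4.34 log2.

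**Figure D3:**
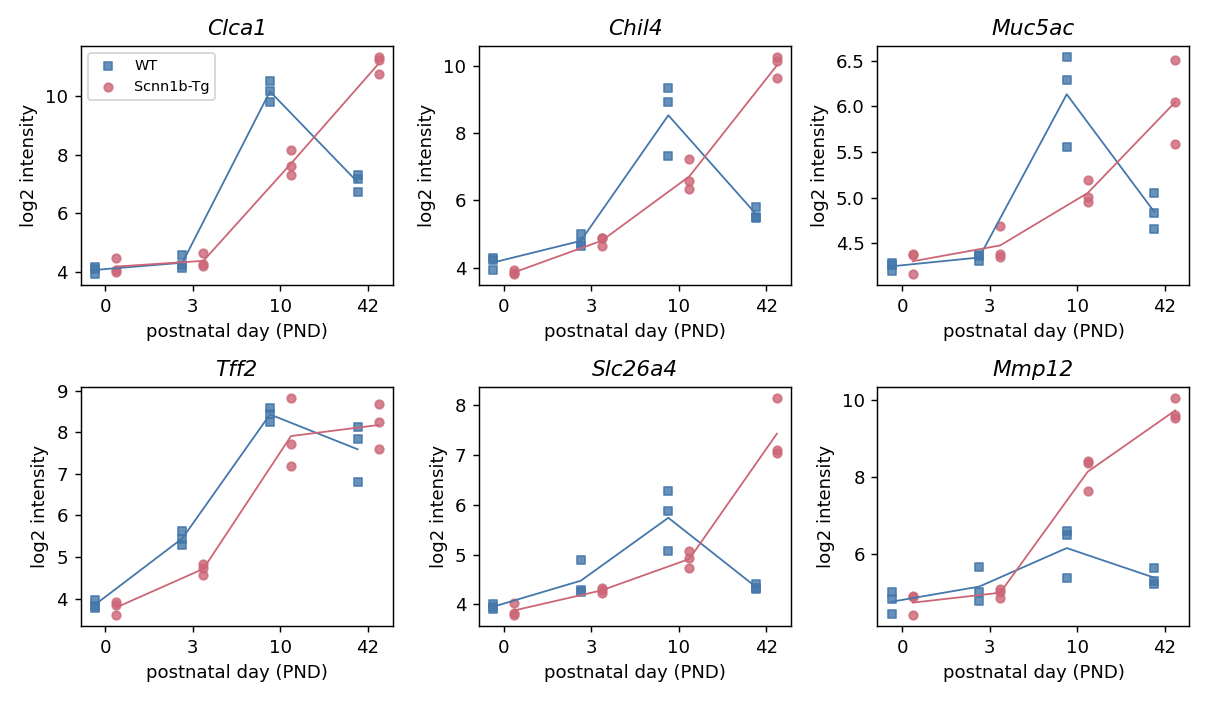
Levels (log2) of *Clca1*, *Chil4*, *Muc5ac*, *Tff2*, *Slc26a4* and *Mmp12* by age. Ages are equally spaced, squares are WT pools, circles are *Scnn1b*-Tg pools, and lines join the means of n = 3. *Clca1* and *Chil4* have their highest WT mean at PND 10 and their highest *Scnn1b*-Tg mean at PND 42.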

Interestingly, many of the top up-regulated genes from PND 3 to PND 10 in both WT and *Scnn1b*-Tg mice are related to goblet cell (mucous cell) function and are frequently associated with Th2 inflammation in mice (*Clca3, Chi3l4, Chi3l3, Muc5ac, Muc5b, Tff2*) (Tables 1 and 2) [9, 33, 34]. This finding is consistent with the overall Th2 polarization characteristic of early postnatal immunity [35, 36] and parallels the wave of goblet cell appearance observed histologically during this time frame [10]. We speculate that these under-appreciated responses observed in developing lung are related to innate defense functions of mucus/mucus clearance during the early neonatal period. The fold-increase for this group of genes was always less in *Scnn1b*-Tg compared to WT during the PND 3–10 interval. 

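The difference between the rises of the 2 genotypes passed for 1 of these 6 genes. *Clca1*, the goblet cell gene, rose less in *Scnn1b*-Tg by 2.54 log2 (SE 0.31, adjusted p = 0.00103), limma interaction of genotype and interval with Benjamini-Hochberg adjustment. The other differences (*Scnn1b*-Tg rise minus WT rise) were -1.82 (adjusted p = 0.406) for *Chil4*, -1.21 (adjusted p = 0.406) for *Muc5ac*, -0.91 (adjusted p = 0.804) for *Muc5b* and -0.87 (adjusted p = 0.822) for *Chil3* in log2. For *Tff2*, a trefoil factor gene of mucous epithelium, the value was 0.21 (adjusted p = 0.975), with a fold increase of 9.18 in *Scnn1b*-Tg and 7.92 in WT. The 6 genes taken as a list lay lower in 5 and higher in 1, with a median of -1.06 log2 (limma camera, Benjamini-Hochberg adjusted p = 6.72e-08). They were chosen on these samples and are no independent evidence of direction. Over all genes the interaction passed for 2 probe sets, *Clca1* and *Thbs2*. The second, which encodes thrombospondin 2, moved by -1.23 log2 (SE 0.19, adjusted p = 0.0199), and its call is lost when single arrays are left out (highest adjusted p = 0.112). Without WT replicate 2 of PND 3 the count is 21.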

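From PND 10 to PND 42 some goblet cell and Th2 genes fell in WT lungs, while the goblet cell list as a whole did not pass. *Clca1* fell by 3.10 log2 (SE 0.22, adjusted p = 1.45e-09), *Chil4* by 2.94 log2 (SE 0.32, adjusted p = 7.66e-07), *Slc26a4*, the gene of the anion exchanger pendrin, by 1.39 log2 (SE 0.25, adjusted p = 0.000215) and *Muc5ac* by 1.29 log2 (SE 0.20, adjusted p = 4.89e-05), limma with Benjamini-Hochberg adjustment. *Agr2*, which helps mucins fold, fell by 1.22 log2 (SE 0.11, adjusted p = 8.9e-08). *Chil3*, *Muc5b* and *Tff2* did not pass in WT, with 0.44 (adjusted p = 0.416), 0.57 (adjusted p = 0.264) and -0.84 (adjusted p = 0.0535) log2, limma with Benjamini-Hochberg adjustment. *Scnn1b*-Tg lungs rose further over the same interval: *Chil3* by 3.67 log2 (SE 0.37, adjusted p = 3.83e-07), *Clca1* by 3.42 log2 (SE 0.22, adjusted p = 5.46e-10), *Chil4* by 3.30 log2 (SE 0.32, adjusted p = 2.39e-07), *Slc26a4* by 2.51 log2 (SE 0.25, adjusted p = 3.29e-07) and *Muc5b* by 1.98 log2 (SE 0.37, adjusted p = 0.000281), limma with Benjamini-Hochberg adjustment. *Muc5ac* moved by 1.00 log2 (SE 0.20, adjusted p = 0.00068), just under 2-fold, and *Tff2* by 0.27 log2 (SE 0.32, adjusted p = 0.594). In the goblet cell list 4 of 17 fell and none rose in WT (median -0.11 log2, limma camera, Benjamini-Hochberg adjusted p = 0.155), while 5 rose and none fell in *Scnn1b*-Tg (median 0.20 log2, adjusted p = 0.000654, adjusted p = 0.0966 with an estimated correlation). Without WT replicate 3 of PND 10 the fall of *Chil4* in WT is -3.54 log2.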

Interestingly, while these genes were later down-regulated in WT mice during the PND 10–42 interval, they continued to be up-regulated further at the later interval in *Scnn1b*-Tg mice (Tables 1 and 2 and data not shown). Thus, failure to down-regulate these Th2 response-associated genes, e.g.*, Clca3, Chi3l3,* and *Chi3l4,* in the PND 10–42 interval is a key developmental shift that occurs as a consequence of *Scnn1b*-Tg expression. Also notable during the PND 3 to PND 10 interval was a large up-regulation of *Mmp12* in *Scnn1b*-Tg mice as compared to WT (Table 2), consistent with the role of *Mmp12* as a contributor to the airspace enlargement in this model [23].

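The change from PND 10 to PND 42 differed between the genotypes by 6.52 log2 (SE 0.31, adjusted p = 1.85e-11) for *Clca1*, by 6.23 log2 (SE 0.45, adjusted p = 4.75e-08) for *Chil4* and by 3.23 log2 (SE 0.52, adjusted p = 0.00521) for *Chil3* (*Scnn1b*-Tg minus WT, n = 3 pools per group, limma interaction with Benjamini-Hochberg adjustment). *Slc26a4*, the pendrin gene, differed by 3.90 log2 (SE 0.35, adjusted p = 1.56e-06), *Rnase2a*, which encodes an eosinophil-type ribonuclease, by 3.43 log2 (SE 0.29, adjusted p = 6.32e-07), and *Muc5ac*, a gel-forming mucin gene, by 2.29 log2 (SE 0.29, adjusted p = 0.000192). *Muc5b* and *Tff2* did not pass, at 1.41 (adjusted p = 0.329) and 1.11 (adjusted p = 0.407) log2, limma with Benjamini-Hochberg adjustment. In all, 49 probe sets passed this test, 42 with the higher change in *Scnn1b*-Tg. Goblet cell genes changed more in *Scnn1b*-Tg in 4 of 17 members, with a median of 0.32 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.24e-11), and Th2 cytokine response genes in 5 of 23, with a median of 0.42 log2 (adjusted p = 3.85e-09). Without WT replicate 3 of PND 10 the difference in *Chil4* is 6.84 log2, and the test of *Chil3* is lost without moderation of the variances. Leaving out single arrays gives 20 to 90 probe sets.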

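*Mmp12*, the macrophage elastase gene, rose in *Scnn1b*-Tg lungs from 5.01 ± 0.12 log2 at PND 3 to 8.15 ± 0.43 at PND 10 (n = 3 pools), a change of 3.14 log2 (SE 0.28, adjusted p = 8.56e-07). In WT lungs it moved by 1.00 log2 (SE 0.28, adjusted p = 0.0362), just under 2-fold, limma with Benjamini-Hochberg adjustment. The difference between the 2 changes was 2.14 log2 (SE 0.39, adjusted p = 0.132) and did not pass in the limma interaction with Benjamini-Hochberg adjustment. The macrophage marker list, which holds *Mmp12* itself, moved up in *Scnn1b*-Tg: 4 of 30, *Mmp12* among them, rose and none fell from PND 3 to PND 10, with a median of 0.19 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.000143, adjusted p = 0.376 with an estimated correlation). Genes of antigen presentation by MHC class II rose in the same lungs, 4 of 12 with a median of 0.36 log2 (adjusted p = 2.71e-10). *H2-Ab1*, an MHC class II gene, rose by 2.02 log2 (SE 0.20, adjusted p = 3.37e-06) there and by 1.46 log2 (SE 0.20, adjusted p = 0.000112) in WT, limma with Benjamini-Hochberg adjustment. Whole-lung RNA does not separate a higher level per macrophage from a larger share of macrophages.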

While evaluation of individual gene-level differences was informative, interpretation of collective expression patterns was aided by Gene Set Enrichment Analysis (GSEA), which identified the top Gene Ontology groups that differed across developmental intervals (Table 3). 

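Olfactory and vomeronasal receptor genes, which encode G protein-coupled receptors of sensory neurons, shifted upward together from PND 0 to PND 3, each by a small amount. Of 1027 olfactory receptor genes 982 lay higher at PND 3 in WT lungs and 971 in *Scnn1b*-Tg lungs, with medians of 0.24 and 0.30 log2. The test passed for 0 of them in WT and 2 in *Scnn1b*-Tg. As a list they passed in limma camera with Benjamini-Hochberg adjusted p = 2.85e-11 in WT (adjusted p = 0.344 with an estimated correlation) and adjusted p = 7.12e-14 in *Scnn1b*-Tg (adjusted p = 0.367 with an estimated correlation). Of 165 vomeronasal receptor genes 158 lay higher in WT and 159 in *Scnn1b*-Tg, and 1 rose in each. The medians were 0.29 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.41e-08, adjusted p = 0.4 with an estimated correlation) and 0.37 log2 (adjusted p = 5.91e-12, adjusted p = 0.371 with an estimated correlation). *Olfr1082* moved by 0.89 log2 (SE 0.16, adjusted p = 0.000112) in WT, under 2-fold, limma with Benjamini-Hochberg adjustment. Such receptor genes are dim on these arrays, where values shift together at low brightness.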

GSEA analysis revealed that G-protein regulated signaling pathways capable of responding to various stimuli are established early in post-natal development (PND 3 versus PND 0) for both WT and *Scnn1b*-Tg mice (Table 3). Up- and down-regulated pathways were more similar between the two genotypes at the early (PND 3 versus PND 0) and late (PND 42 versus PND 10) intervals compared to the intermediate PND 10 versus PND 3 interval. 

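The changes of single genes resembled each other most in the first interval. The correlation between the WT and *Scnn1b*-Tg log2 changes over all tested probe sets was 0.922 from PND 0 to PND 3, 0.614 from PND 3 to PND 10 and 0.816 from PND 10 to PND 42. Changes passing in both genotypes and in the same direction numbered 1581, 151 and 730, and those in opposite directions 0, 0 and 3. Over 48 gene lists, 22, 15 and 19 passed in the same direction in both genotypes in the 3 intervals (limma camera). Lists passing in WT alone numbered 5, 8 and 4, and those in *Scnn1b*-Tg alone 3, 9 and 13. Lists passing in opposite directions numbered 0, 1 and 1. The rank correlation of the list medians was 0.832, 0.581 and 0.684, and the linear correlation 0.917, 0.832 and 0.463, so which interval is least alike depends on the measure. The difference between genotypes passed for 21, 30 and 23 lists in the limma camera interaction. In the middle interval all 67 mitosis genes changed more in *Scnn1b*-Tg, with a median difference of 0.76 log2 (Benjamini-Hochberg adjusted p = 4.97e-33, adjusted p = 0.241 with an estimated correlation). DNA replication genes did so in 41 of 41, with a median of 0.71 log2 (adjusted p = 2.02e-25, adjusted p = 0.241 with an estimated correlation). No single mitosis gene passed. With estimated correlations the interaction calls of 0, 1 and 9 lists remain.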

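Matrix genes rose in WT lungs from PND 3 to PND 10. *Ltbp2*, which encodes a protein of elastic fibres, rose by 2.68 log2 (SE 0.23, adjusted p = 3.56e-07), *Tnc*, the tenascin C gene, by 2.08 log2 (SE 0.29, adjusted p = 0.000112), *Col12a1*, a fibril-associated collagen gene, by 1.76 log2 (SE 0.22, adjusted p = 5.32e-05) and *Hspg2*, the gene of the basement membrane proteoglycan perlecan, by 1.72 log2 (SE 0.20, adjusted p = 2.48e-05), limma with Benjamini-Hochberg adjustment. Of 56 extracellular matrix genes 18 rose and none fell (18 adjusted over the list alone), with a median of 0.69 log2 (limma camera, Benjamini-Hochberg adjusted p = 2.23e-33). In *Scnn1b*-Tg lungs 5 rose and none fell (6 adjusted over the list alone), with a median of 0.34 log2 (adjusted p = 7.16e-14, adjusted p = 0.0802 with an estimated correlation). The difference had a median of -0.32 log2 (adjusted p = 2.58e-09, adjusted p = 0.241 with an estimated correlation). Fibroblast and septation genes rose in 7 of 23 in WT, with a median of 0.73 log2 (adjusted p = 7.48e-16), limma camera with Benjamini-Hochberg adjustment. *Itga8*, an integrin gene of fibroblasts, rose by 1.36 log2 (SE 0.17, adjusted p = 6.12e-05) and *Pdgfrb*, a receptor gene of pericytes, by 1.35 log2 (SE 0.13, adjusted p = 3.38e-06). Endothelial cell genes rose in 2 of 27 in WT and in none in *Scnn1b*-Tg, where 1 fell. Their WT median was 0.35 log2 (limma camera, Benjamini-Hochberg adjusted p = 9.5e-09, adjusted p = 0.135 with an estimated correlation). *Ptprb*, a phosphatase gene of vessel walls, rose by 1.18 log2 (SE 0.19, adjusted p = 0.000375), while *Cdh5*, the gene of vascular cadherin, moved by 0.94 log2 (SE 0.17, adjusted p = 0.00168), under 2-fold.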

The patterns observed in WT mice for the PND 3 to PND 10 interval suggest continued lung development based upon the up-regulation of pathways involved with reorganization of the extracellular matrix, epithelial cell migration, and continued maturation of vessels. During the same interval, down-regulation of pathways involved in defense and killing of pathogens suggests the establishment of immune homeostasis in WT mice. 

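Neutrophil genes moved down in WT lungs from PND 3 to PND 10: 4 of 24 fell, none rose, and 22 lay lower (9 fell when adjusted over the list alone). Their median was -0.71 log2 (limma camera, Benjamini-Hochberg adjusted p = 5.05e-08, adjusted p = 0.29 with an estimated correlation). *Stfa3*, which encodes a protease inhibitor of neutrophils, fell by 1.77 log2 (SE 0.36, adjusted p = 0.00455). *Camp*, the gene of the antimicrobial peptide cathelicidin, fell by 1.29 log2 (SE 0.34, adjusted p = 0.0245), and this call is lost when single arrays are left out (highest adjusted p = 0.137). Inflammatory cytokine and chemokine genes lay lower in 31 of 35, with 1 fall, that of *Csf2*, and a median of -0.50 log2 (limma camera, Benjamini-Hochberg adjusted p = 4.81e-07, adjusted p = 0.398 with an estimated correlation). Outside that list *Ccl11*, the eotaxin gene of type 2 responses, fell by 2.00 log2 (SE 0.39, adjusted p = 0.0027), limma with Benjamini-Hochberg adjustment. The 31 secreted antimicrobial genes split, with 1 rise and 1 fall (1 and 4 adjusted over the list alone) and a median of -0.02 log2 (limma camera, adjusted p = 0.454). *Bpifb1*, a secreted defence gene of mucous cells, rose by 2.15 log2 (SE 0.35, adjusted p = 0.000518). Genes of keratinization lay lower in 24 of 30 without any passing at 2-fold (median -0.21 log2, limma camera, Benjamini-Hochberg adjusted p = 0.00634, adjusted p = 0.523 with an estimated correlation).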

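Complement and antigen presentation genes rose in both genotypes from PND 10 to PND 42. *C4b*, an early complement component, rose by 3.71 log2 (SE 0.19, adjusted p = 4.09e-11) in *Scnn1b*-Tg, and *C2*, the gene of its protease partner, by 2.65 log2 (SE 0.17, adjusted p = 5.76e-10) in WT, limma with Benjamini-Hochberg adjustment. Of 23 complement genes 6 rose and none fell in each genotype (6 adjusted over the list alone in each). Their medians were 0.47 log2 in WT (limma camera, Benjamini-Hochberg adjusted p = 7.21e-10) and 0.38 log2 in *Scnn1b*-Tg (adjusted p = 1.3e-07). MHC class II genes rose in 2 of 12 in WT and 6 of 12 in *Scnn1b*-Tg (2 and 6 adjusted over the list alone), with medians of 0.62 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.18e-06) and 0.94 log2 (adjusted p = 1.46e-11). *H2-Eb1*, an MHC class II gene, rose by 1.09 log2 (SE 0.17, adjusted p = 4.67e-05) in WT and by 1.49 log2 (SE 0.17, adjusted p = 1.47e-06) in *Scnn1b*-Tg, limma with Benjamini-Hochberg adjustment.

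B and plasma cell genes rose in 0 of 18 in WT and 5 of 18 in *Scnn1b*-Tg (5 adjusted over the list alone), with medians of 0.35 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.00223, adjusted p = 0.352 with an estimated correlation) and 0.72 log2 (adjusted p = 4.03e-07, adjusted p = 0.103 with an estimated correlation). *Igha*, the heavy chain gene of IgA, rose by 2.24 log2 (SE 0.13, adjusted p = 3.25e-10) in *Scnn1b*-Tg and moved by 0.75 log2 (SE 0.13, adjusted p = 0.000186) in WT, under 2-fold, limma with Benjamini-Hochberg adjustment. T and NK cell genes rose in 2 of 27 in WT and 5 in *Scnn1b*-Tg, with medians of 0.36 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.27e-06, adjusted p = 0.0923 with an estimated correlation) and 0.29 log2 (adjusted p = 9.37e-07, adjusted p = 0.092 with an estimated correlation). *Ccl5*, a chemokine gene of T cells, rose by 2.16 log2 (SE 0.27, adjusted p = 3.12e-06) and 1.72 log2 (SE 0.27, adjusted p = 4.28e-05), limma with Benjamini-Hochberg adjustment. MHC class I genes rose in 4 and 2 of 19.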

Significant development of an adaptive immune response signature occurred during the PND 10 and PND 42 interval in both lines of mice as indicated by up-regulation of GO pathways involving humoral immune responses, lymphocyte immunity, antigen processing, and complement activation.

**Table 3:** **Developmentally regulated Gene Ontology groups for whole lung in WT and** ***Scnn1b-*** **Tg mice**

PND 3 versus PND 0		PND 10 versus PND3		PND 42 versus PND 10	
WT	***Scnn1b*** -Tg	WT	***Scnn1b*** -Tg	WT	***Scnn1b*** -Tg
**UP-REGULATED**					
***GO:0007608***	***GO:0007608***	GO:0030198	GO:0007067	***GO:0006959***	***GO:0006959***
***Sensory perception of smell***	***Sensory perception of smell***	Extracellular matrix organization	Mitosis	***Humoral immune response***	***Humoral immune response***
***GO:0007606***	***GO:0007606***	GO:0043062	GO:0000280	***GO:0048002***	***GO:0019882***
***Sensory perception of chemical stimulus***	***Sensory perception of chemical stimulus***	Extracellular structure organization	Nuclear division	***Antigen processing and presentation of peptide antigen***	***Antigen processing and presentation***
***GO:0007600***	***GO:0007600***	GO:0021988	GO:0007059	***GO:0002455***	GO:0002253
***Sensory perception***	***Sensory perception***	Olfactory lobe development	Chromosome segregation	***Humoral immune response mediated by circulating immunoglobulin***	Activation of immune response
***GO:0019236***	***GO:0019236***	GO:0030199	GO:0048285	***GO:0072376***	GO:0050778
***Response to pheromone***	***Response to pheromone***	Collagen fibril organization	Organelle fission	***Protein activation cascade***	Positive regulation of immune response
GO:0009263	***GO:0007186***	GO:0031589	GO:0051301	GO:0006956	***GO:0048002***
Deoxyribonucleotide biosynthetic process	***G-protein coupled receptor signaling pathway***	Cell-substrate adhesion	Cell division	Complement activation	***Antigen processing and presentation of peptide antigen***
***GO:0007186***	GO:0002861	GO:0071526	GO:0000278	GO:0002474	***GO:0072376***
***G-protein coupled receptor signaling pathway***	Regulation of inflammatory response to antigenic stimulus	Semaphorin-plexin signaling pathway	Mitotic cell cycle	Antigen processing and presentation of peptide antigen via MCH class I	***Protein activation cascade***
GO:0033108	GO:0002675	GO:0007155	GO:0007051	***GO:0019882***	***GO:0006956***
Mitochondrial respiratory chain complex assembly	Positive regulation of acute inflammatory response	Cell adhesion	Spindle organization	***Antigen processing and presentation***	***Complement activation***
GO:0009262	GO:0050877	GO:0002040	GO:0031023	GO:0006958	***GO:0002455***
Deoxyribonucleotide metabolic process	Neurological system process	Sprouting angiogenesis	Microtubule organizing center organization	Complement activation classical pathway	***Humoral immune response mediated by circulating immunoglobulin***
GO:0006270	GO:0050715	GO:0090132	GO:0007052	GO:0002449	GO:0002684
DNA replication initiation	Positive regulation of cytokine secretion	Epithelial migration	Mitotic spindle organization	Lymphocyte mediated immunity	Positive regulation of immune system process
GO:0032981	GO:0046146	GO:0021772	GO:0051297	GO:0017144	GO:0002478
Mitochondrial respiratory chain complex I assembly	Tetrahydrobiopterin metabolic process	Olfactory bulb development	Centrosome organization	Drug metabolic processes	Antigen processing and presentation of exogenous peptide antigen
**DOWN-REGULATED**					
***GO:0007265***	***GO:0051056***	GO:0044364	GO:0008299	***GO:0007067***	***GO:0007067***
***Ras protein signal transduction***	***Regulation of small GTPase mediated signal transduction***	Disruption of cells of other organism	Isoprenoid biosynthetic process	***Mitosis***	***Mitosis***
***GO:0051056***	***GO:0007265***	GO:0031640	NONE*	***GO:0000280***	***GO:0000280***
***Regulation of small GTPase mediated signal transduction***	***Ras protein signal transduction***	Killing of cells of other organism		***Nuclear division***	***Nuclear division***
***GO:0046578***	***GO:0046578***	GO:0051818		***GO:0048285***	***GO:0048285***
***Regulation of Ras protein signal transduction***	***Regulation of Ras protein signal transduction***	Disruption of cells of other organism involved in symbiotic interaction		***Organelle fission***	***Organelle fission***
***GO:0007266***	***GO:0007266***	GO:0051883		***GO:0007059***	***GO:0007059***
***Rho protein signal transduction***	***Rho protein signal transduction***	Killing of cells in other organism involved in symbiotic interaction		***Chromosome segregation***	***Chromosome segregation***
GO:0035295	GO:0016568	GO:0006953		***GO:0051301***	***GO:0051301***
Tube development	Chromatin modification	Acute phase response		***Cell division***	***Cell division***
GO:0010631	GO:0016569	GO:0050829		***GO:0006323***	***GO:0000278***
Epithelial cell migration	Covalent chromatin modification	Defense response to Gram-negative bacterium		***DNA packaging***	***Mitotic cell cycle***
GO:0090130	GO:0016570	GO:0002886		***GO:0000278***	***GO:0006323***
Tissue migration	Histone modification	Regulation of myeloid leukocyte mediated immunity		***Mitotic cell cycle***	***DNA packaging***
GO:0090132	GO:0007507	GO:0051873		GO:0000819	***GO:0071103***
Epithelium migration	Heart development	Killing by host of symbiont cells		Sister chromatid segregation	***DNA conformation change***
GO:0060562	GO:0046777	GO:0051852		GO:0000070	GO:0022402
Epithelial tube morphogenesis	Protein autophosphorylation	Disruption by host of symbiont cells		Mitotic sister chromatid segregation	Cell cycle process
GO:0035239	GO:0072358	GO:0031424		***GO:0071103***	GO:0034470
Tube morphogenesis	Cardiovascular system development	Keratinization		***DNA conformation change***	ncRNA processing

Top ten developmentally up- and down-regulated Gene Ontology groups for whole lung in WT and *Scnn1b-*Tg mice between the specified developmental intervals. Gene Ontology groups in common between the WT and *Scnn1b*-Tg line are highlighted by bolded and italicized text. Groups are only listed if FDR <0.1.

*NONE indicates that no additional groups met the significance threshold FDR<0.1.

*Scnn1b*-Tg mice showed early evidence of inflammatory signaling during the PND 0 to PND 3 interval as indicated by up-regulation of GO inflammatory response and cytokine signaling pathways (Table 3). 

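Cytokine genes rose in *Scnn1b*-Tg lungs from PND 0 to PND 3 in 6 of the 35 measured inflammatory cytokine and chemokine genes, and none fell (5 adjusted over the list alone). *Ccl20*, a chemokine gene of epithelium, rose from 4.58 ± 0.51 to 6.93 ± 0.53 log2 (n = 3 pools), by 2.36 log2 (SE 0.50, adjusted p = 0.000628), and *Csf2*, the gene of GM-CSF, by 1.28 log2 (SE 0.22, adjusted p = 7.28e-05), limma with Benjamini-Hochberg adjustment. The list moved by a median of 0.58 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.00549, adjusted p = 0.681 with an estimated correlation). WT lungs moved in the same interval too: 3 of 35 rose and none fell, with a median of 0.63 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.00246, adjusted p = 0.605 with an estimated correlation). *Il18*, a cytokine gene of macrophages and epithelium, rose by 1.20 log2 (SE 0.16, adjusted p = 2.7e-06). The limma interaction passed for 0 probe sets (1034 at unadjusted p under 0.05, lowest adjusted p = 0.147), and the list difference had a median of -0.06 log2 (limma camera, adjusted p = 0.849). The list difference turns upward without WT replicate 2 of PND 3 (limma camera, Benjamini-Hochberg adjusted p = 6.32e-07). *Ccl20* differed by 1.93 log2 (SE 0.71, adjusted p = 0.998). Neutrophil genes rose in 4 of 24 in *Scnn1b*-Tg, among them *Pglyrp1*, a peptidoglycan recognition gene, by 1.63 log2 (SE 0.30, adjusted p = 0.000142), and *Cfb*, the complement factor B gene, rose by 2.68 log2 (SE 0.44, adjusted p = 3.41e-05), limma with Benjamini-Hochberg adjustment. The rise of *Pglyrp1* differed between genotypes by 0.95 log2 (SE 0.43, adjusted p = 0.998) in the limma interaction and did not pass. The cytokine production genes of the paper, chosen on these samples and no independent evidence of direction, rose in 10 of 88 and fell in 8 (limma camera, Benjamini-Hochberg adjusted p = 0.394).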

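Mitosis genes rose in *Scnn1b*-Tg lungs from PND 3 to PND 10. *Aurka*, a kinase gene of the spindle, rose by 1.32 log2 (SE 0.25, adjusted p = 0.00487), *Pbk*, a mitotic kinase gene, by 1.25 log2 (SE 0.27, adjusted p = 0.0113) and *Sgo2a*, which guards chromosome cohesion, by 1.07 log2 (SE 0.19, adjusted p = 0.00264), limma with Benjamini-Hochberg adjustment. The last 2 calls are lost when single arrays are left out. Of 67 mitosis and cell cycle genes 14 rose and none fell (15 adjusted over the list alone), with a median of 0.78 log2 and all 67 positive (limma camera, Benjamini-Hochberg adjusted p = 2.99e-42, adjusted p = 0.0955 with an estimated correlation). In WT lungs 0 of the 67 changed, with a median of 0.03 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.345). The WT list turns downward without WT replicate 2 of PND 3 (adjusted p = 7.9e-07). The levels at PND 3 differ too: all 67 lay lower in *Scnn1b*-Tg than in WT, with a median of -0.50 log2 (limma camera, Benjamini-Hochberg adjusted p = 2.18e-27, adjusted p = 0.312 with an estimated correlation), and none passed alone. *Spc25*, a kinetochore gene, differed by -0.95 log2 (SE 0.29, adjusted p = 0.426). At PND 10 the median was 0.25 log2 higher in *Scnn1b*-Tg, with 62 positive (adjusted p = 2.89e-08, adjusted p = 0.509 with an estimated correlation). DNA replication genes moved by a median of 0.42 log2 in *Scnn1b*-Tg and -0.25 log2 in WT (limma camera, Benjamini-Hochberg adjusted p = 1.55e-12 and 7.82e-05, adjusted p = 0.311 and 0.647 with an estimated correlation).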

Up-regulated GO groups related to mitosis at the PND3 to PND 10 interval in *Scnn1b*-Tg mice point to transgene expression-induced shifts in the mitotic state of the lung. Furthermore, the down-regulation of GO immune defense pathways seen in WT mice during the PND 3 to PND 10 interval was clearly disrupted in the *Scnn1b*-Tg line. Indeed, closer evaluation identified a pattern whereby expression of the transgene altered normal developmental processes in subtle, but measureable, ways that were not immediately apparent (Figure 1c). 

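Defence genes that had come down in WT lungs from PND 3 to PND 10 moved less in *Scnn1b*-Tg. Of 24 neutrophil genes 1 fell (1 adjusted over the list alone) and the median was -0.15 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.0283, adjusted p = 0.699 with an estimated correlation). The difference between genotypes had a median of 0.37 log2, with 21 of 24 positive (limma camera interaction, Benjamini-Hochberg adjusted p = 0.00118, adjusted p = 0.5 with an estimated correlation). *Cd177*, a surface gene of neutrophils, differed by 1.90 log2 (SE 0.59, adjusted p = 0.547) and *Bst1*, which encodes an ectoenzyme on myeloid cells, by 1.21 log2 (SE 0.35, adjusted p = 0.504), neither passing. Inflammatory cytokine and chemokine genes fell in 2 of 35 in *Scnn1b*-Tg, with a median of -0.13 log2 (limma camera, adjusted p = 0.106). Their difference had a median of 0.37 log2 (adjusted p = 0.000804, adjusted p = 0.5 with an estimated correlation). Secreted antimicrobial genes rose in 2 of 31 in *Scnn1b*-Tg, with a difference of 0.09 log2 in the median (limma camera, adjusted p = 0.469), and keratinization genes changed in 0 of 30, with a difference of 0.07 log2 (adjusted p = 0.169). *Bst1* fell by 1.14 log2 (SE 0.25, adjusted p = 0.00707) in WT, a call lost without WT replicate 2 of PND 3 (limma, Benjamini-Hochberg adjusted p = 0.0566).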

The absolute expression level of developmentally up-regulated genes was consistently less in the *Scnn1b*-Tg mice compared to WT, and at PND 10, a striking 97% of these genes had lower expression in *Scnn1b*-Tg mice compared to WT (Figure 1c). 

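Genes that rose in WT lungs lay mostly lower in *Scnn1b*-Tg at the later age. At PND 10 the share was 98.7% of 229 probe sets (SD 1.25 over single-array comparisons), at PND 3 82.4% of 427 (SD 12.5) and at PND 42 70.6% of 371 (SD 9.24). *Crabp1*, a retinoic acid binding gene, rose by 2.97 log2 (SE 0.18, adjusted p = 1.22e-09) in WT from PND 3 to PND 10, and *Hmcn1*, which encodes the matrix protein hemicentin, by 1.96 log2 (SE 0.36, adjusted p = 0.00137), limma with Benjamini-Hochberg adjustment. Such genes are chosen on the WT arrays that are then compared. Chosen on the mean of both genotypes instead, the shares are 95.8% at PND 10 (n = 166), 70.2% at PND 3 and 57.1% at PND 42. Chosen on *Scnn1b*-Tg arrays they are 79.8%, 57.4% and 40.7%, so the PND 42 direction turns. Of the 229 probe sets 77 belong to *Hmcn1*, and with the brightest probe set of each gene the WT-chosen shares are 97.6% of 124 genes at PND 10, 83.7% of 375 at PND 3 and 73.0% of 318 at PND 42. After 100 reassignments of arrays within ages, 0 gave as large a share at PND 10 (mean-chosen, median 42.8%), 21 at PND 3 and 25 at PND 42. As a set tested between genotypes, the risers chosen on the mean, with 1 row per gene, lay lower in *Scnn1b*-Tg at PND 10 (78 genes, limma camera, Benjamini-Hochberg adjusted p = 1.79e-35, and 0.00159 with an estimated correlation), and at PND 3 (365 genes, adjusted p = 1.49e-07, adjusted p = 0.349 with an estimated correlation). The 283 of PND 42 did not (adjusted p = 0.775, adjusted p = 0.902 with an estimated correlation). Placed on the WT course from PND 3 (0) to PND 10 (1), made from other WT arrays, *Scnn1b*-Tg pools reached 0.56 ± 0.128 and WT pools 0.98 ± 0.087.

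**Figure D4:**
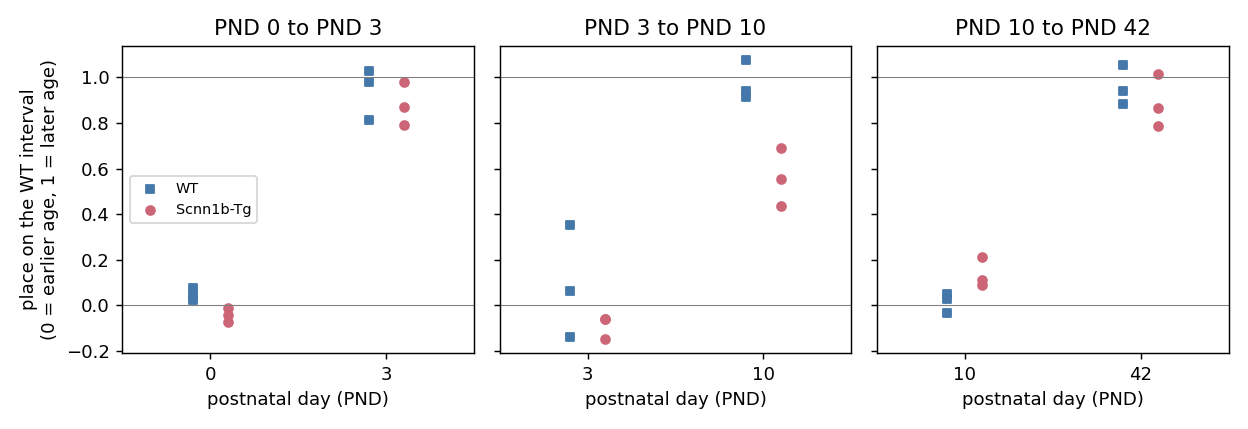
Place of each array on the course from the earlier to the later age of WT lungs, for the 3 intervals. A value of 0 is the WT mean of the earlier age and 1 that of the later age, each WT array being left out of the course it is placed on. Squares are WT pools and circles *Scnn1b*-Tg pools, at the earlier and the later age of each interval. At PND 10, on the course from PND 3, the 3 *Scnn1b*-Tg pools (0.435 to 0.692) lie below all WT pools of that age.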

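Genes that fell in WT lungs from PND 3 to PND 10 lay higher in *Scnn1b*-Tg at PND 10 in 90.4% of 52 probe sets (SD 6.69 over single-array comparisons), by a median of 0.44 log2. From PND 0 to PND 3 the share was 74.1% of 1697 (SD 19.8, median 0.11 log2) and from PND 10 to PND 42 69.2% of 837 (SD 11.1, median 0.11 log2). *Igf2*, an imprinted growth factor gene, fell by 2.01 log2 (SE 0.19, adjusted p = 3.07e-06) in WT from PND 3 to PND 10, and *Lpp*, an adhesion gene, by 2.72 log2 (SE 0.22, adjusted p = 9.27e-09) from PND 0 to PND 3, limma with Benjamini-Hochberg adjustment. Chosen on the mean of both genotypes the shares are 76.4%, 65.0% and 58.7% at PND 10, 3 and 42, and 9, 19 and 30 of 100 draws with shuffled deviations gave as much. Chosen on *Scnn1b*-Tg arrays they are 66.1%, 55.9% and 43.5%, and the last turns the direction. As a set, the fallers chosen on the mean, with 1 row per gene, lay higher in *Scnn1b*-Tg at PND 10 (51 genes, limma camera, Benjamini-Hochberg adjusted p = 3.15e-06, adjusted p = 0.238 with an estimated correlation) and at PND 3 (1327 genes, adjusted p = 1.68e-05, adjusted p = 0.454 with an estimated correlation), and not at PND 42 (598 genes, adjusted p = 0.76, adjusted p = 0.902 with an estimated correlation).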

An inverse phenomenon held true for genes that were developmentally down-regulated in WT mice, which trended towards higher expression in *Scnn1b*-Tg mice. 

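The median difference (*Scnn1b*-Tg minus WT) of the 229 probe sets that rose in WT was -0.81 log2 at PND 10, and 29.3% of them differed by under 1.5-fold. *Hmcn1* alone accounts for 77 of them, and with the brightest probe set of each of 124 genes the median is -0.59 log2 and 49.2% differ by under 1.5-fold. At PND 3 the median of the risers was -0.20 log2 and at PND 42 -0.16 log2, with 84.3% and 89.8% under 1.5-fold. Between genotypes 10 of the 229 risers of PND 10 passed alone (22 without a fold threshold). *Col6a3*, a collagen gene, was lower in *Scnn1b*-Tg at PND 10 by 1.06 log2 (SE 0.20, adjusted p = 0.017), a call lost when single arrays are left out. *Npnt*, which encodes the basement membrane protein nephronectin, lay lower by 0.55 log2 (SE 0.13, adjusted p = 0.0625) without passing, limma with Benjamini-Hochberg adjustment. Extracellular matrix genes lay lower in *Scnn1b*-Tg at PND 10 in 48 of 56, with 2 passing (2 adjusted over the list alone) and a median of -0.39 log2 (limma camera, Benjamini-Hochberg adjusted p = 2.1e-20, adjusted p = 0.0593 with an estimated correlation). Fibroblast and septation genes lay lower in 16 of 23, with a median of -0.26 log2 (adjusted p = 1.32e-08, adjusted p = 0.092 with an estimated correlation), limma camera with Benjamini-Hochberg adjustment. The paper reasons from the direction shared by so many genes, each changed little, to altered developmental pathways, and leaves open whether the transgene or the disease that follows is the cause.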

While the fold-changes between *Scnn1b*-Tg and WT for these genes were generally subtle, the consistency of the pattern leads to the conclusion that expression of the transgene, and/or its resultant pathology, alters developmental pathways. The presence of an inflammatory stimulus in the context of developing lung tissue during this early post-natal timeframe in this model is highly relevant to human bronchopulmonary dysplasia (BPD), whereby the under-developed lungs of premature infants are subjected to inflammatory challenges leading to long-term consequences for lung health [37].

We next conducted analyses whereby the specific genes and pathways altered by transgene expression at the four time points were determined (Figure 2; Tables 3 and 4; Additional file 3: Table S1). Despite the robust pathological findings consistently observed in *Scnn1b*-Tg mice after PND 3 (neutrophilia, macrophage activation, airspace enlargement, mucus plugging [9, 12]), overexpression of the *Scnn1b* transgene in the club cells produced surprisingly few significant (FDR ≤ 0.05, FC ≥ 2) gene expression changes as evaluated from whole lung RNA (Additional file 2: Results file S1): only 84 combined DEGs (3, 2, 16, and 72, at PND 0, 3, 10, and 42, respectively), were identified between *Scnn1b*-Tg and WT mice (Figure 2; Table 4). 

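Between genotypes, 98 probe sets (96 genes) passed at 1 age or more. At PND 0 these were 3 (*Scnn1b*, *Ttr* and *Phxr4*, all higher in *Scnn1b*-Tg), at PND 3 4, at PND 10 33 (23 higher, 10 lower) and at PND 42 74 (71 higher, 3 lower), with n = 3 pools per group. *Phxr4*, a transcript of repeated sequence, was higher at PND 0 by 1.24 log2 (SE 0.17, adjusted p = 0.00298). At PND 3 *Slitrk6*, a neuronal membrane protein gene, was lower by 1.24 log2 (SE 0.22, adjusted p = 0.0425) and *Treml4*, which encodes a receptor of splenic macrophages, by 1.15 log2 (SE 0.20, adjusted p = 0.0323), limma with Benjamini-Hochberg adjustment. The calls of the last 2 are lost when single arrays are left out (highest adjusted p = 0.331 and 0.322). Of the 98 probe sets 86 passed at a single age, 10 at 2 ages and 2 (*Scnn1b* and *Ttr*) at all 4. The paper assigns *Scnn1b* and *Ttr* to the transgenic construct. Without a fold threshold 5, 10, 93 and 198 passed at the 4 ages. Without WT replicate 2 of PND 3 the PND 3 count is 77, and without *Scnn1b*-Tg replicate 1 of PND 10 the PND 10 count is 10. The PND 42 count is 45 without *Scnn1b*-Tg replicate 2 of that age and 113 without replicate 1.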

As expected, the *Scnn1b* transgene was up-regulated at all time-points (Table 4). 

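*Scnn1b*, which encodes the beta subunit of the epithelial sodium channel, was higher in *Scnn1b*-Tg lungs at every age. It stood at 10.81 ± 0.20 against 7.77 ± 0.73 log2 in WT at PND 0 (n = 3 pools each), a difference of 3.04 log2 (SE 0.26, adjusted p = 2.02e-06), limma with Benjamini-Hochberg adjustment. The differences at PND 3, 10 and 42 were 3.29 log2 (SE 0.26, adjusted p = 4.63e-07), 3.22 log2 (SE 0.26, adjusted p = 6.75e-07) and 2.93 log2 (SE 0.26, adjusted p = 4.85e-07), limma with Benjamini-Hochberg adjustment. Its level in *Scnn1b*-Tg lungs was 10.37 ± 0.31 at PND 3, 9.78 ± 0.21 at PND 10 and 10.38 ± 0.12 at PND 42, and in WT lungs 7.08 ± 0.39, 6.56 ± 0.17 and 7.45 ± 0.33. The 21 other epithelial sodium and chloride transport genes did not pass at 2-fold at PND 3 or 10, and at PND 42 1 of them did, *Slc26a4*, higher by 3.07 log2 (SE 0.25, adjusted p = 1.18e-07), limma with Benjamini-Hochberg adjustment. Their median difference was 0.16 log2 at PND 3 (limma camera, Benjamini-Hochberg adjusted p = 5.1e-05, adjusted p = 0.312 with an estimated correlation) and 0.19 log2 at PND 42 (adjusted p = 0.000189, adjusted p = 0.14 with an estimated correlation). The PND 0 call is lost when only the arrays of that age enter the fit.

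**Figure D5:**
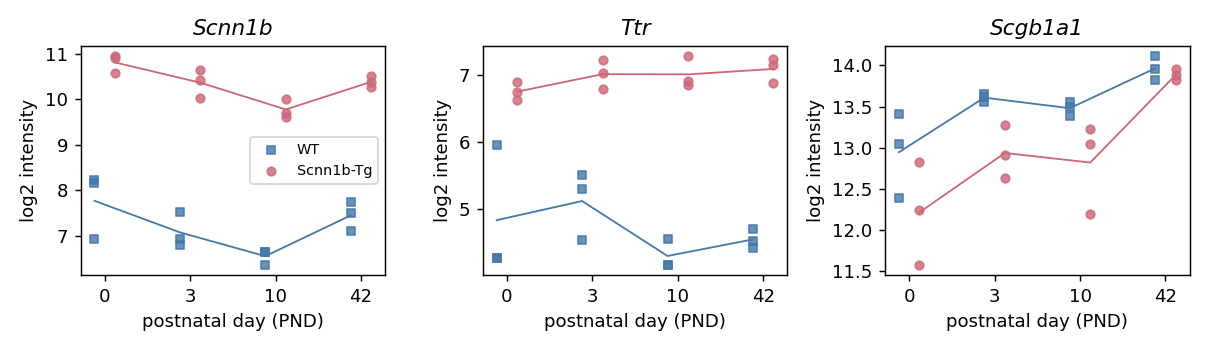
Levels (log2) of *Scnn1b*, *Ttr* and *Scgb1a1* by age. Ages are equally spaced, squares are WT pools, circles are *Scnn1b*-Tg pools, and lines join the means of n = 3. *Scnn1b* and *Ttr* lie higher in *Scnn1b*-Tg at each age, *Scnn1b* by 2.93 to 3.29 log2.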

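At PND 42 the genes with lower levels in *Scnn1b*-Tg lungs were few. *Bpifa1*, which encodes a secreted airway defence protein, stood at 8.42 ± 0.94 against 9.92 ± 0.31 log2 in WT (n = 3 pools each), a difference of -1.49 log2 (SE 0.32, adjusted p = 0.025). *Sult1d1*, a sulfotransferase gene, was lower by 1.20 log2 (SE 0.20, adjusted p = 0.00192) and *Fabp1*, a fatty acid binding gene, by 1.01 log2 (SE 0.15, adjusted p = 0.000833), limma with Benjamini-Hochberg adjustment. All 3 calls are lost when single arrays are left out. *Scgb1c1*, a secretoglobin gene of airway glands, lay lower by 0.98 log2 (SE 0.19, adjusted p = 0.00749) and *Cckar*, a hormone receptor gene, by 0.94 log2 (SE 0.17, adjusted p = 0.00417), both just under 2-fold. Genes higher in *Scnn1b*-Tg at this age include *Ctsk*, the cathepsin K gene of macrophages, from 5.99 ± 0.08 to 9.26 ± 0.34 log2, by 3.27 log2 (SE 0.21, adjusted p = 3.87e-09), *Lrp12*, a lipoprotein receptor gene, by 1.50 log2 (SE 0.11, adjusted p = 3.47e-08) and *Ms4a8a*, a membrane protein gene, by 1.79 log2 (SE 0.23, adjusted p = 8.19e-05). *Saa3*, an acute phase gene, was higher by 4.37 log2 (SE 1.00, adjusted p = 0.038), a call lost when single arrays are left out (highest adjusted p = 0.203), limma with Benjamini-Hochberg adjustment. At PND 42 178 probe sets lay higher and 20 lower at an adjusted p of at most 0.05 alone.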

A majority of DEGs were up-regulated only at PND 42, with only a few genes (for example: *Scgb1c1, Cyp2a4, Fabp1*) robustly down-regulated, and very few genes differentially expressed at PND 0 and PND 3 time points. 

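At PND 10 some goblet cell and Th2 genes were lower in *Scnn1b*-Tg than in WT lungs. *Clca1* was lower by 2.47 log2 (SE 0.22, adjusted p = 1.88e-06), *Chil4*, a chitinase-like gene, stood at 6.71 ± 0.45 against 8.53 ± 1.06 log2 in WT (n = 3 pools each), a difference of -1.82 log2 (SE 0.32, adjusted p = 0.00976), and *Muc5ac*, a gel-forming mucin gene, was lower by 1.08 log2 (SE 0.20, adjusted p = 0.015), limma with Benjamini-Hochberg adjustment. The calls of *Chil4* and *Muc5ac* are lost when single arrays are left out (highest adjusted p = 0.0907 and 0.121), and *Chil4* differs by -2.42 log2 without WT replicate 3. *Slc26a4*, the pendrin gene, lay lower by 0.83 log2 (SE 0.25, adjusted p = 0.175) and *Tff2* by 0.52 log2 (SE 0.32, adjusted p = 0.74), without passing. Of 17 goblet cell genes 2 were lower and none higher (2 lower and 1 higher adjusted over the list alone), with a median of -0.08 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.00602, adjusted p = 0.238 with an estimated correlation). Outside the list *Scgb3a1*, a secretoglobin gene of club cells, was higher by 1.65 log2 (SE 0.34, adjusted p = 0.0259), a call lost when single arrays are left out (highest adjusted p = 0.328). The 6 goblet and Th2 genes the paper names, no independent evidence of direction, lay lower in 5 with a median of -0.81 log2 (limma camera, Benjamini-Hochberg adjusted p = 2.52e-09).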

The down-regulated group at PND 10 included genes (*Muc5ac, Clca3, Slc26a4, and Chi3l4)*, associated with Th2 inflammatory processes and mucous cell functions, as described above (Tables 1 and Table 2).

**Figure 2:**
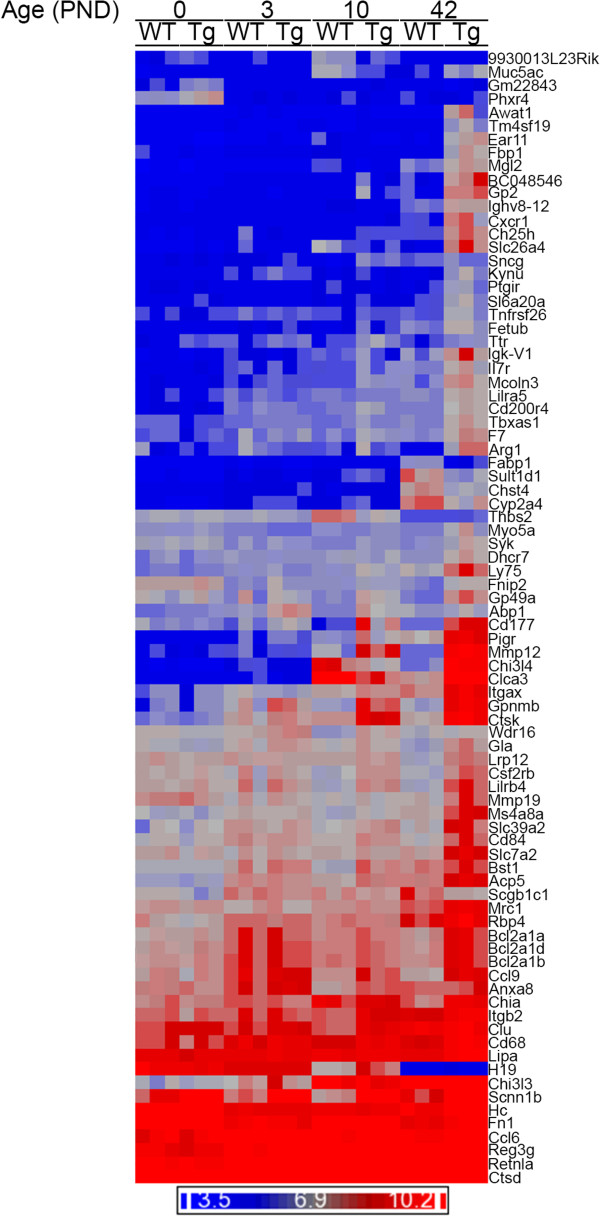
**Differential expression of genes in** ***Scnn1b*** **-Tg lungs compared to WT.** Unsupervised hierarchical clustering of the combined set of DEGs that survive the filtering criteria (FDR ≤ 0.05, fold-change ≥2) for WT versus *Scnn1b*-Tg for any time point; total genes represented = 84 (Additional file 2: Results file S1). Dark blue indicates lower expression levels and bright red indicates higher expression levels and each column represents the results of one microarray (n = 3 pools for each time point and genotype). DEGs appearing more than once reflect alternative probeset annotations on the Affymetrix microarrays. *Scnn1b* and *Ttr* differential gene expression reflects the overexpression from the transgenic construct used to generate the *Scnn1b*-Tg mice [9].

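*Ttr*, which encodes the carrier protein transthyretin, was higher in *Scnn1b*-Tg lungs at all 4 ages, which the paper ascribes to the transgenic construct. Its differences were 1.92 log2 (SE 0.31, adjusted p = 0.0135) at PND 0, 1.89 log2 (SE 0.31, adjusted p = 0.0235) at PND 3, 2.71 log2 (SE 0.31, adjusted p = 6.46e-05) at PND 10 and 2.54 log2 (SE 0.31, adjusted p = 4e-05) at PND 42, limma with Benjamini-Hochberg adjustment. Its level in *Scnn1b*-Tg lungs stayed flat, 6.75 ± 0.13, 7.01 ± 0.22, 7.01 ± 0.24 and 7.09 ± 0.18 log2 (n = 3 pools), while WT lungs read 4.84 ± 0.97, 5.12 ± 0.51, 4.30 ± 0.23 and 4.55 ± 0.14. The PND 0 and PND 3 calls of *Ttr* are lost when single arrays are left out (highest adjusted p = 0.168 and 0.21).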

**Table 4:** **Differentially expressed genes between WT and** ***Scnn1b*** **-Tg whole lungs**

Gene Name	PND 0		PND 3		PND 10		PND 42	
	Fold- Change	FDR ***p-value***	Fold-Change	FDR ***p-value***	Fold-Change	FDR ***p-*** value	Fold-Change	FDR ***p*** -value
*Scnn1b*	**11.7**	*8.47E-05*	**14.8**	*2.23E-05*	**14.0**	*3.10E-05*	**10.4**	*2.38E-05*
*Ttr*	1.5		1.4		**2.2**	*1.98E-02*	1.8	
*9930013L23Rik*	1.2		-1.2		*-2.2*	*4.20E-02*	1.2	
*Thbs2*	-1.0		-1.1		*-2.6*	*6.25E-05*	1.1	
*Fabp1*	-1.0		-1.1		-1.1		*-2.1*	*3.69E-04*
*Chst4*	1.1		1.0		1.1		*-2.1*	*1.35E-04*
*Scgb1c1*	-1.5		-1.2		-1.2		*-2.3*	*4.87E-02*
*Cyp2a4*	-1.0		1.1		1.1		*-2.4*	*1.91E-02*
*Sult1d1*	-1.1		-1.1		1.1		*-2.8*	*9.46E-03*
*Chi3l4*	-1.1		-1.1		*-3.1*	*5.78E-02*	**30.1**	*5.77E-07*
*Clca3*	-1.0		1.0		*-5.8*	*6.25E-05*	**21.9**	*4.37E-08*
*Slc26a4*	-1.1		-1.2		*-2.0*	*4.26E-01*	**10.3**	*7.47E-05*
*Muc5ac*	1.0		1.1		*-2.6*	*1.23E-02*	**2.6**	*2.34E-03*
*Phxr4*	**2.2**	*3.64E-02*	-1.0		-1.1		1.0	
*Gm22843*	**2.1**	*2.67E-02*	1.0		1.0		-1.0	
*Abp1 (Aoc1)*	1.2		**2.8**	*2.41E-02*	**2.3**	1.66E-02	1.1	
*Gpnmb*	1.1		**2.1**	*7.69E-01*	**5.5**	5.45E-02	**13.4**	*7.53E-04*
*Bst1*	-1.0		1.4		**2.8**	2.02E-02	1.6	
*Sncg*	1.1		-1.0		**2.4**	*1.39E-02*	1.2	
*Wdr16*	-1.2		1.6		**2.1**	*1.23E-02*	1.2	
*Anxa8*	-1.1		1.3		**2.1**	1.41E-02	1.1	
*Clu*	1.1		1.4		**2.1**	1.40E-02	1.1	
H19*	-1.3		-1.0		**2.6**	1.46E-02	1.0	
*Mmp12*	-1.0		-1.1		**5.4**	*4.53E-03*	**34.8**	*2.96E-07*
*Cd177*	-1.2		1.8		**6.6**	*2.69E-02*	**11.3**	*1.52E-03*
*Ctsk*	1.0		1.4		**2.7**	*1.41E-02*	**9.5**	*1.19E-06*
*Pigr*	1.1		1.5		**2.3**	*2.92E-01*	**4.9**	*3.40E-03*
*Gp49a*	1.1		1.2		**2.3**	*4.63E-01*	**4.8**	*1.94E-02*
*Lilrb4*	1.1		1.3		**2.4**	*3.56E-01*	**4.2**	*1.82E-02*
*Ccl9*	-1.2		1.0		**2.0**	*5.04E-01*	**3.9**	*1.79E-02*
*Mcoln3*	-1.0		1.1		**2.0**	*1.67E-01*	**3.4**	*2.13E-03*
*Cd68*	-1.1		1.3		**2.1**	*1.14E-01*	**2.8**	*6.81E-03*
*Gp2*	-1.0		-1.0		1.8		**9.9**	*2.63E-04*
*Arg1*	-1.2		-1.3		1.7		**8.9**	*6.84E-03*
*BC048546*	-1.1		1.1		1.8		**7.5**	*7.47E-05*
*Ear11*	-1.1		1.0		-1.5		**7.2**	*4.73E-06*
*Awat1*	1.0		1.0		1.0		**6.6**	*3.59E-03*
*Ch25h*	-1.0		-1.2		1.4		**6.2**	*1.30E-04*
*Chi3l3*	1.1		1.3		-1.5		**5.8**	*9.46E-03*
*Cxcr1*	1.0		-1.0		1.2		**5.7**	*9.66E-04*
*Bcl2a1d*	-1.2		-1.1		-1.3		**5.4**	*1.91E-02*
*Retnla (Fizz1)*	-1.4		-1.2		-1.9		**5.0**	*4.84E-02*
*Itgax*	-1.1		-1.3		1.6		**4.4**	*4.59E-03*
*Igk-V1*	-1.0		-1.2		1.0		**3.9**	*2.64E-02*
*Fbp1*	-1.2		-1.1		-1.4		**3.8**	*8.44E-05*
*Chia*	-1.1		-1.2		-1.3		**3.5**	*9.69E-03*
*Ccl6*	-1.0		1.3		1.2		**3.5**	*4.13E-02*
*Ly75*	1.0		-1.1		1.6		**3.3**	*7.53E-04*
*Ighv8-12*	1.1		-1.1		-1.1		**3.2**	*1.62E-06*
*Tm4sf19*	1.0		1.0		1.1		**3.2**	*3.91E-05*
*Slc39a2*	1.1		-1.1		1.7		**3.2**	*3.42E-02*
*Kynu*	1.0		1.2		1.1		**3.0**	*5.52E-03*
*Ms4a8a*	-1.0		-1.0		1.3		**3.0**	*4.18E-04*
*Reg3g*	-1.3		1.7		1.7		**3.0**	*4.08E-02*
*Csf2rb*	-1.1		1.3		1.9		**3.0**	*2.08E-02*
*Mgl2*	-1.0		-1.0		-1.6		**2.9**	*4.19E-04*
*Slc7a2*	-1.1		1.2		1.1		**2.9**	*9.46E-03*
*Cd84*	-1.1		-1.0		1.4		**2.9**	*1.53E-03*
*F7*	-1.2		1.3		1.7		**2.9**	*1.94E-02*
*Gla*	-1.2		1.4		1.3		**2.7**	*7.90E-03*
*Itgb2*	-1.3		1.1		1.7		**2.7**	*1.66E-02*
*Mmp19*	-1.0		1.3		1.1		**2.6**	*3.25E-02*
*Tbxas1*	-1.3		1.1		1.2		**2.6**	*2.76E-03*
*Lrp12*	-1.1		-1.1		1.2		**2.6**	*2.38E-05*
*Bcl2a1a*	1.1		-1.1		1.2		**2.6**	*1.27E-02*
*Slc6a20a*	1.1		-1.0		1.2		**2.5**	*6.17E-03*
*Cd200r4*	-1.1		-1.0		1.5		**2.5**	*1.52E-03*
*Rbp4*	-1.4		-1.1		-1.0		**2.4**	*1.94E-02*
*Lipa*	-1.3		1.1		1.1		**2.4**	*5.62E-04*
*Bcl2a1b*	1.1		-1.0		1.2		**2.4**	*2.06E-02*
*Il7r*	-1.0		1.0		1.5		**2.4**	*3.71E-02*
*Fn1*	-1.0		-1.2		-1.4		**2.3**	*4.24E-02*
*Mrc1*	-1.0		1.1		1.1		**2.3**	*1.14E-02*
*Ctsd*	-1.1		1.2		1.4		**2.3**	*4.87E-04*
*Hc*	1.1		-1.1		-1.3		**2.1**	*1.94E-02*
*Ptgir*	-1.0		1.1		-1.1		**2.1**	*1.91E-02*
*Lilra5*	1.0		-1.2		1.1		**2.1**	*3.40E-03*
*Dhcr7*	-1.1		-1.1		1.1		**2.1**	*2.55E-02*
*Tnfrsf26*	-1.0		1.0		1.2		**2.1**	*1.29E-02*
*Fnip2*	1.1		1.4		1.2		**2.1**	*1.33E-02*
*Acp5*	-1.0		1.0		1.7		**2.1**	*9.46E-03*
*Myo5a*	1.1		-1.2		1.0		**2.0**	*2.85E-02*
*Syk*	-1.0		1.1		1.2		**2.0**	*1.68E-02*
*Fetub*	-1.1		1.3		1.5		**2.0**	*3.92E-02*

Differentially expressed (fold-change >2; FDR<0.05) genes between WT versus *Scnn1b*-Tg from whole lung. Genes are listed if they were significant at one or more of the four developmental stages measured. Fold-change represents *Scnn1b*-Tg:WT. Up-regulated and down-regulated fold-changes are highlighted bold and *italics*, respectively.

Since *Scnn1b*-Tg expression is driven by the promoter for *Scgb1a1* gene (encoding club cell secretory protein), and because club cells are transiently necrotic during early postnatal life [9], we looked specifically at *Scgb1a1* gene expression as a surrogate for club cell function. 

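*Scgb1a1*, which encodes the main secreted protein of club cells, stood at 12.21 ± 0.62 log2 in *Scnn1b*-Tg and 12.95 ± 0.52 in WT lungs at PND 0 (n = 3 pools each), a difference of -0.73 log2 (SE 0.27). At PND 3 the levels were 12.94 ± 0.32 and 13.61 ± 0.05, a difference of -0.67 log2, and at PND 10 12.82 ± 0.55 and 13.48 ± 0.08, a difference of -0.66 log2. Taken as a single gene these give unadjusted p = 0.0132, 0.0212 and 0.0235 in limma, where the paper prints p-values of 0.009, 0.02 and 0.06. None passed with Benjamini-Hochberg adjustment over all probe sets (adjusted p = 0.994, 0.601 and 0.434), and exact permutation gives p = 0.2, 0.1 and 0.1, where 0.1 is the smallest 3 against 3 arrays allow. Of the 19 club cell genes, *Scgb1a1* among them, all lay lower in *Scnn1b*-Tg at PND 0, with a median of -0.35 log2 (limma camera, Benjamini-Hochberg adjusted p = 3.86e-07, adjusted p = 0.488 with an estimated correlation). At PND 3 and PND 10 the club cell medians were 0.16 and 0.06 log2, with adjusted p = 0.111 and 0.54. Without *Scnn1b*-Tg replicate 1 the differences of *Scgb1a1* at PND 0 and PND 10 are -0.41 and -0.34 log2.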

Levels of *Scgb1a1* were modestly reduced in *Scnn1b*-tg mice compared to WT at PND 0, 3 and 10 [fold-change -1.9 (p-value 0.009), -1.7 (p-value 0.02), -1.5 (p-value 0.06), respectively], but not at PND 42 [fold-change -1.04 (p-value 0.82)]. These data indicate that normal club cell function was disrupted during early post-natal life as a result of transgene expression, as expected from histological findings, and that disruption of club cell function may be contributing to early inflammatory processes [38]. However, in the chronic state of muco-obstruction observed at PND 42, club cell function as measured by *Scgb1a1* expression was normal.

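At PND 42 *Scgb1a1* stood at 13.88 ± 0.07 log2 in *Scnn1b*-Tg and 13.96 ± 0.14 in WT lungs (n = 3 pools each), a difference of -0.08 log2 (limma, Benjamini-Hochberg adjusted p = 0.968). Club cell genes, *Scgb1a1* among them, lay lower at that age: 18 of 19 were negative, 1 passed (1 adjusted over the list alone), and the median was -0.34 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.17e-07, adjusted p = 0.14 with an estimated correlation). *Aldh1a7*, an aldehyde dehydrogenase gene of the list, differed by -0.46 log2 (SE 0.18, adjusted p = 0.343). Xenobiotic metabolism genes, many of them read in club cells, lay lower in 25 of 36, with 1 passing and a median of -0.17 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.96e-05, adjusted p = 0.119 with an estimated correlation). The gene that passed is the same in both lists, *Sult1d1*, whose call is lost when single arrays are left out. The club cell and xenobiotic lists share further members, among them *Aldh1a1*, *Cyp2f2* and *Gstm1*, and are not separate results. *Cyp4b1*, a cytochrome gene, differed by -0.68 log2 (SE 0.17, adjusted p = 0.0591). Alveolar type II cell genes moved the other way, with all 22 higher, 3 passing and a median of 0.40 log2 (adjusted p = 1.45e-12, adjusted p = 0.126 with an estimated correlation), limma camera with Benjamini-Hochberg adjustment. Of the 22, 7 also stand in other lists, *Chia1* and *Hc* among them, which are 2 of the 3 that passed, so the list does not single out these cells. The third, *Fasn*, the fatty acid synthase gene, was higher by 1.08 log2 (SE 0.23, adjusted p = 0.0202), a call lost when single arrays are left out (highest adjusted p = 0.146).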

Evaluation of Gene Ontology terms associated with the differentially regulated genes was only moderately informative, since the genes belonged to multiple annotation categories that only rarely overlapped (Additional file 3: Table S1). However, after a review of the literature, most of the DEGs at PND 42, i.e., when chronic disease is firmly established, fell into expected functional categories, e.g., genes broadly related to lung inflammatory processes (*Itgb2*, *Kynu*, *Ptgir*), neutrophil influx (*Bst1*, *Cd177*, *Cxcr1*), activation of adaptive immunity (*Cd84*, *Ch25h*, *Gla*, *Il7r*, *Mmp19*), dendritic cells (*Itgax, Ly75*); macrophages (*Bcl2a1, Ccl6, Ccl9, Cd68*, *Ctsk*, *Ch25h*, *Gpnmb*, *Hc, Lilrb4*) or epithelial responses to stimuli (*Clca3*, *Ctsd*, *Gp2*, *Muc5ac*, *Pigr*, *Slc26a4*). 

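The genes that the paper names for lung inflammation were higher in *Scnn1b*-Tg lungs at PND 42. *Itgb2*, an integrin gene of leukocytes, was higher by 1.42 log2 (SE 0.23, adjusted p = 0.0016). *Kynu*, of tryptophan breakdown, was higher by 1.26 log2 (SE 0.18, adjusted p = 0.000278) and *Ptgir*, the prostacyclin receptor gene, by 1.01 log2 (SE 0.17, adjusted p = 0.00233), limma with Benjamini-Hochberg adjustment. These genes were named from these samples and are no independent evidence of direction. Among neutrophil genes, *Cd177* stood at 8.19 ± 0.26 against 5.09 ± 0.33 log2 (n = 3 pools each), a difference of 3.10 log2 (SE 0.42, adjusted p = 0.000215), and *Cxcr1*, a chemokine receptor gene, was higher by 1.37 log2 (SE 0.19, adjusted p = 0.000338). *Bst1* moved by 0.67 log2 (SE 0.25, adjusted p = 0.295) without passing. Of the 24 neutrophil genes 3 were higher (4 adjusted over the list alone) and 15 positive, with a median of 0.08 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.00363, adjusted p = 0.531 with an estimated correlation). Also higher at that age were *Ch25h*, which encodes cholesterol 25-hydroxylase, by 2.54 log2 (SE 0.25, adjusted p = 2.73e-06), *Cd84*, a leukocyte adhesion gene, by 1.40 log2 (SE 0.18, adjusted p = 0.000128), *Gla*, a lysosomal galactosidase gene, by 1.27 log2 (SE 0.20, adjusted p = 0.000908), *Mmp19*, a metalloprotease gene, by 1.46 log2 (SE 0.26, adjusted p = 0.00461) and *Il7r*, the receptor gene of interleukin 7, by 1.11 log2 (SE 0.20, adjusted p = 0.00472), limma with Benjamini-Hochberg adjustment.

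Of macrophage genes 8 of 30 passed and 29 lay higher (13 adjusted over the list alone), with a median of 0.91 log2 (limma camera, Benjamini-Hochberg adjusted p = 4.01e-39). *Gpnmb*, of lipid-laden macrophages, was higher by 3.28 log2 (SE 0.38, adjusted p = 2.51e-05) and *Cd68*, a lysosomal membrane gene, by 1.69 log2 (SE 0.24, adjusted p = 0.000353), limma with Benjamini-Hochberg adjustment. Outside the list *Ccl9*, a chemokine gene, was higher by 2.05 log2 (SE 0.32, adjusted p = 0.000908) and *Lilrb4a*, an inhibitory receptor gene, by 2.03 log2 (SE 0.35, adjusted p = 0.00303). *Hc*, the complement C5 gene, was higher by 1.03 log2 (SE 0.19, adjusted p = 0.00461). Lysosome genes were higher in 6 of 28, all 28 positive, with a median of 0.66 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.82e-40). *Ctsd*, the cathepsin D gene, was higher by 1.24 log2 (SE 0.14, adjusted p = 2.51e-05). On the epithelial side *Gp2*, an M cell gene, was higher by 2.97 log2 (SE 0.35, adjusted p = 3.34e-05) and *Pigr*, which carries IgA across epithelium, by 2.22 log2 (SE 0.25, adjusted p = 1.46e-05), limma with Benjamini-Hochberg adjustment. The calls of *Ptgir*, *Mmp19*, *Il7r* and *Hc* are lost when single arrays are left out.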

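Genes of type 2 responses were among the largest rises in *Scnn1b*-Tg lungs at PND 42. *Chil4* stood at 10.01 ± 0.33 against 5.59 ± 0.19 log2 in WT (n = 3 pools each), a difference of 4.42 log2 (SE 0.32, adjusted p = 1.84e-08). *Clca1* was higher by 4.05 log2 (SE 0.22, adjusted p = 2.6e-10), *Slc26a4* by 3.07 log2 (SE 0.25, adjusted p = 1.18e-07), *Rnase2a* by 2.84 log2 (SE 0.21, adjusted p = 1.84e-08), *Chia1*, the acidic chitinase gene, by 1.89 log2 (SE 0.29, adjusted p = 0.000807), *Ccl6*, a chemokine gene, by 1.91 log2 (SE 0.34, adjusted p = 0.00397) and *F7*, the coagulation factor VII gene, by 1.36 log2 (SE 0.22, adjusted p = 0.00137), limma with Benjamini-Hochberg adjustment. Of 23 Th2 cytokine response genes 5 were higher and none lower (6 adjusted over the list alone), with a median of 0.34 log2 (limma camera, Benjamini-Hochberg adjusted p = 2.98e-10).

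Genes of alternatively activated macrophages rose too: *Mmp12*, the elastase gene, by 4.34 log2 (SE 0.28, adjusted p = 3.47e-09), *Chil3* by 2.70 log2 (SE 0.37, adjusted p = 0.000223), *Mgl2*, a lectin gene, by 1.46 log2 (SE 0.17, adjusted p = 2.6e-05), *Lipa*, the lysosomal lipase gene, by 1.32 log2 (SE 0.15, adjusted p = 2.74e-05), *Tbxas1*, the thromboxane synthase gene, by 1.33 log2 (SE 0.17, adjusted p = 8.19e-05) and *Mrc1*, the mannose receptor gene, by 1.27 log2 (SE 0.21, adjusted p = 0.00197), limma with Benjamini-Hochberg adjustment. *Retnla*, a resistin-like gene, was higher by 1.99 log2 (SE 0.42, adjusted p = 0.0187), a call lost when single arrays are left out (highest adjusted p = 0.0915), and that of *Ccl6* is lost without *Scnn1b*-Tg replicate 2 (adjusted p = 0.0517). Macrophage marker genes as a whole also lie higher at this age, so the sum over the lung does not show a change per cell.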

A significant number of the DEGs were associated with classic Th2 inflammatory responses (*Ccl6*, *Chia*, *Chi3l4*, *Clca3*, *Ear11*, *F7*, *Itgax*, *Slc26a4*, *Tbxas1*) and alternative (M2) macrophage polarization (*Retnla, Arg1*, *Chi3l3*, *Chi3l4*, *Ch25h*, *Lipa*, *Mgl2*, *Mmp12*, *Mrc1*, *Tbxas1*) (Table 4 and Additional file 3: Table S1).

Analyses of GSEA pathways differentially expressed between WT and *Scnn1b*-Tg mice at the different time points confirmed up-regulation of inflammatory responses starting at PND 10 (Additional file 1: Figure S2; Additional file 4: Results file S2; Additional file 5: Results file S3) and revealed novel responses associated with the establishment of obstructive lung disease, such as up-regulation of GO cilia-specific pathways at PND 10, alterations in tissue organization and development (pathways up-regulated at PND 0 and down-regulated at PND 3) and possible disturbances in the establishment of lung immune homeostasis (pathways down-regulated at PND 0) (Table 5). 

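At PND 10 inflammatory genes lay higher in *Scnn1b*-Tg lungs. Of 35 inflammatory cytokine and chemokine genes 31 were positive, none passed at 2-fold (2 adjusted over the list alone), and the median was 0.34 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.74e-07, adjusted p = 0.34 with an estimated correlation). Macrophage genes were higher in 4 of 30 (5 adjusted over the list alone), with a median of 0.47 log2 (adjusted p = 5.27e-16, adjusted p = 0.0856 with an estimated correlation). *Gpnmb*, of lipid-laden macrophages, was higher by 2.27 log2 (SE 0.38, adjusted p = 0.0061) and *Mmp12*, the elastase gene, by 1.98 log2 (SE 0.28, adjusted p = 0.00125), limma with Benjamini-Hochberg adjustment. The call of *Gpnmb* is lost without *Scnn1b*-Tg replicate 1 (adjusted p = 0.0806). Neutrophil genes were higher in 2 of 24 (3 adjusted over the list alone), with a median of 0.20 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.00111, adjusted p = 0.502 with an estimated correlation). *Cd177* was higher by 2.76 log2 (SE 0.42, adjusted p = 0.00274), and by 2.07 or 3.44 log2 without *Scnn1b*-Tg replicate 1 or 2.

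At PND 0, 17 of 48 lists lay lower and 5 higher, none with an estimated correlation. Neutrophil genes had a median of -0.42 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.00012, adjusted p = 0.591 with an estimated correlation), without a single gene passing. At PND 3, 11 lists lay higher and 8 lower, none with an estimated correlation. Glucocorticoid response genes lay higher there in 16 of 18, with a median of 0.56 log2 (adjusted p = 2.7e-08, adjusted p = 0.312 with an estimated correlation), limma camera with Benjamini-Hochberg adjustment.

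**Figure D6:**
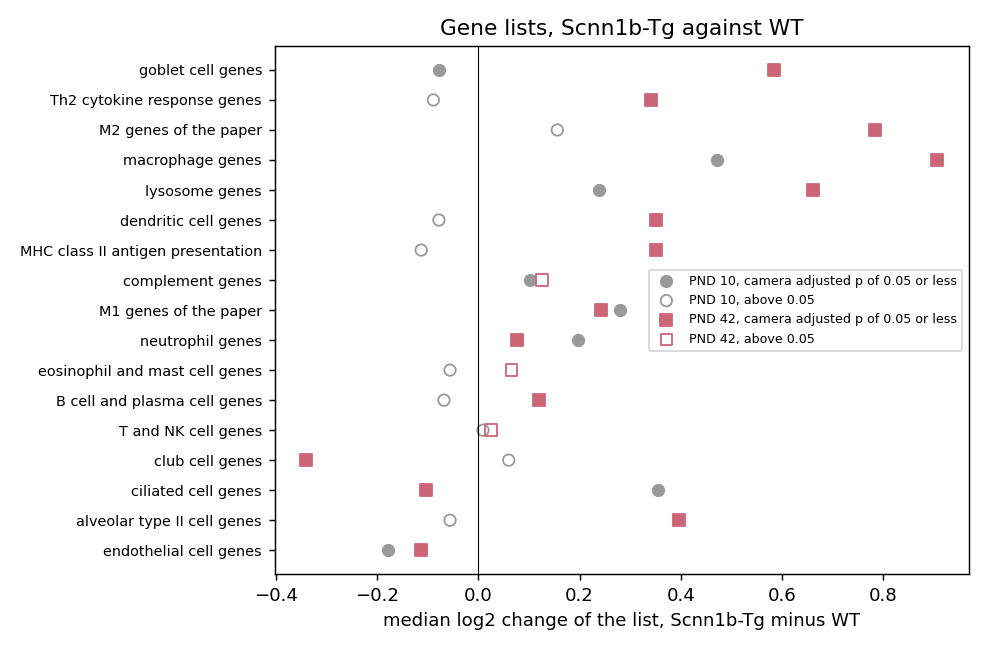
Medians of 17 gene lists in *Scnn1b*-Tg against WT lungs. The x axis gives the median log2 difference, with circles for PND 10 and squares for PND 42, filled where limma camera gives an adjusted p of at most 0.05. Among the lists shown, macrophage and M2 genes lie furthest to the right at PND 42, with medians of 0.91 and 0.78 log2, and club cell genes to the left, with -0.34.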

By PND 42, there were no down-regulated pathways that met the significance threshold.

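At PND 42, 25 of 48 lists lay higher and 6 lower in *Scnn1b*-Tg lungs in limma camera at the preset correlation, and with an estimated correlation 8 remained, all higher. They are the goblet cell, goblet and Th2, Th2 cytokine response, M2, macrophage, lysosome, dendritic cell and MHC class II lists. These 8 share members and are not separate results. *Chil3*, for example, stands in the goblet and Th2, Th2 cytokine response, M2 and macrophage lists. Among the lower lists, smooth and striated muscle genes were negative in 21 of 24, with a median of -0.30 log2 (Benjamini-Hochberg adjusted p = 9.89e-05, adjusted p = 0.28 with an estimated correlation). Mesothelial cell genes were negative in 11 of 12, with a median of -0.27 log2 (adjusted p = 0.000429, adjusted p = 0.237 with an estimated correlation), both in limma camera. Endothelial cell genes had a median of -0.11 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.0107, adjusted p = 0.5 with an estimated correlation), with 0 of 27 passing at 2-fold. Of ciliated cell genes 33 of 46 were negative and 0 passed at 2-fold, with a median of -0.10 log2 (adjusted p = 0.0109, adjusted p = 0.663 with an estimated correlation). *Tekt1*, a ciliary filament gene, lay lower by 0.55 log2 (SE 0.11, adjusted p = 0.016), under 2-fold, limma with Benjamini-Hochberg adjustment.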

**Table 5:** **Differentially regulated Gene Ontology groups from whole lung between WT and** ***Scnn1b-*** **Tg mice**

PND 0	PND 3	PND 10	PND 42
**UP-REGULATED**			
GO:0031424	NONE*	GO:0006953	GO:0006954
Keratinization		Acute-phase response	Inflammatory response
GO:0035195		GO:0002526	GO:0050715
Gene silencing by miRNA		Acute inflammatory response	Positive regulation of cytokine secretion
GO:0090505		GO:0050707	GO:0001816
Epiboly involved in wound healing		Regulation of cytokine secretion	Cytokine production
GO:0090504		GO:0003341	GO:0050663
Epiboly		Cilium movement	Cytokine secretion
GO:0035194		GO:0050715	GO:0002444
Posttranscriptional gene silencing by RNA		Positive regulation of cytokine secretion	Myeloid leukocyte mediated immunity
GO:0044319		GO:0006954	GO:0002274
Wound healing, spreading of cells		Inflammatory response	Myeloid leukocyte activation
GO:0035278		GO:0045087	GO:0050707
Negative regulation of translation involved in gene silencing by miRNA		Innate immune response	Regulation of cytokine secretion
GO:0045974		GO:0032640	GO:0043299
Regulation of translation, ncRNA-mediated		Tumor necrosis factor production	Leukocyte degranulation
GO:0035313		GO:0002886	GO:0006955
Wound healing, spreading of epidermal cells		Regulation of myeloid leukocyte mediated immunity	Immune response
GO:0040033		GO:0044782	GO:0050729
Negative regulation of translation, ncRNA-mediated		Cilium organization	Positive regulation of inflammatory response
**DOWN-REGULATED**			
GO:0048002	GO:0007059	GO:0043931	NONE*
Antigen processing and presentation of peptide antigen	Chromosome segregation	Ossification involved in bone maturation	
GO:0009410	GO:0007067	GO:0061298	
Response to xenobiotic stimulus	Mitosis	Retina vasculature development in camera-type eye	
GO:0006805	GO:0000280	GO:0060039	
Xenobiotic metabolic process	Nuclear division	Pericardium development	
GO:0002495	GO:0048285	GO:0070977	
Antigen processing and presentation of peptide antigen via MHC class II	Organelle fission	Bone maturation	
GO:0071466	GO:0051301	GO:0002067	
Cellular response to xenobiotic stimulus	Cell division	Glandular epithelial cell differentiation	
GO:0002367	GO:0071103	GO:0030198	
Cytokine production involved in immune response	DNA conformation change	Extracellular matrix organization	
GO:0002374	GO:0006260	GO:0043062	
Cytokine secretion involved in immune response	DNA replication	Extracellular structure organization	
GO:0002478	GO:0006261	GO:0097435	
Antigen processing and presentation of exogenous peptide antigen	DNA-dependent DNA replication	Fibril organization	
GO:0034381	GO:0051297	GO:0007044	
Plasma lipoprotein particle clearance	Centrosome organization	Cell-substrate junction assembly	
GO:0097006	GO:0000278	GO:0050919	
Regulation of plasma lipoprotein particle levels	Mitotic cell cycle	Negative chemotaxis	

Top ten differentially up- and down-regulated Gene Ontology groups from whole lung between WT and *Scnn1b-*Tg mice at the four developmental stages. Groups are only listed if FDR <0.1.

NONE indicates that no groups reached the significance threshold (FDR<0.1).

Overall, these data suggest that defective airway mucus clearance due to *Scnn1b*-Tg overexpression, although originated in a relatively small compartment, i.e.*,* the airway epithelia, which comprises less than 2% of the total lung surface area, can lead to transcriptional modifications that affect other lung compartments and cell populations, e.g.*,* parenchymal and myeloid lineages, which are strong enough to be detected in whole lung preparations. However, the relative dearth of robust gene-level signatures, especially at the earlier time points, suggested that evaluating gene expression in purified cell populations would be informative. Due to the robust morphological activation of macrophages in the *Scnn1b*-Tg mice, the tendency for genes involved in macrophage function to be up-regulated in whole lung (Additional file 3: Table S1), and the importance of this cell type in lung disease pathogenesis, we continued our studies by evaluating gene expression in purified pulmonary macrophages.

### Macrophage DEGs between *Scnn1b*-Tg and WT are robust and dynamic

We hypothesized that defective mucus clearance would alter lung macrophage gene expression and, consequently, we studied purified BAL macrophages from WT and *Scnn1b*-Tg mice at the previously utilized developmental stages. Furthermore, to evaluate the contribution of lung bacterial infections, the gene expression profiles of lung macrophages purified from germ-free (GF) *Scnn1b*-Tg and WT littermates at PND 42 were also studied. In addition to macrophages, the harvested BAL preparations includes lymphocytes, eosinophils, and neutrophils, with the contribution of each cell type varying between WT and *Scnn1b*-Tg and among developmental time points. To minimize granulocytes proportions in the BAL, macrophages were purified by negative selection for Ly6G expression (a marker exclusively expressed on neutrophils and eosinophils), and pools with 95.86% ± 0.25% (SEM) purity were obtained (Additional file 1: Figure S3 and Additional file 3: Table S2). Lack of Ly-6G expression in all macrophage preparations used in this study was confirmed by gene array data (data not shown).

PCA analysis of purified macrophage arrays showed both age and genotype as drivers of global gene expression variation (Figure 3a). PC1 separated macrophages at PND 0 from later time points. However, PC2 separated macrophages from *Scnn1b*-Tg and WT mice at PND 3, PND 10, and PND 42, indicating disease-specific activation of gene signatures. PND 0 WT and *Scnn1b*-Tg macrophages separated primarily in PC5, with other PCs reflecting either age or other unexplained variation (Additional file 1: Figure S1b). Interestingly, macrophages purified from germ-free (GF) mice clustered close to their age-matched SPF counterparts.

**Figure 3:**
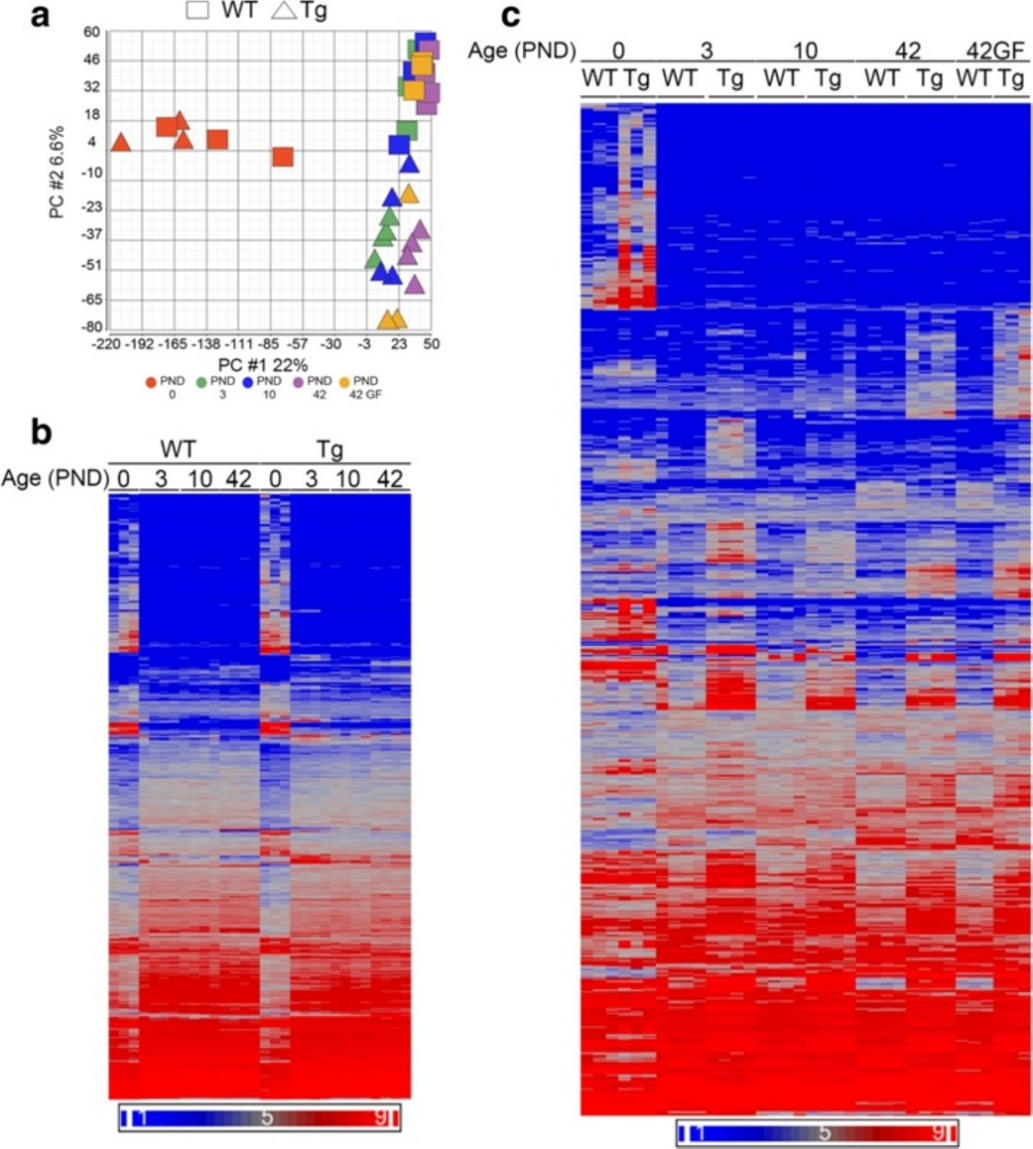
**Gene expression patterns in purified BAL macrophages. (a)** PCA plot as in Figure 1a for purified macrophages from WT (Squares) and *Scnn1b*-Tg (Triangles) mice at PNDs 0 (red), 3 (green), 10 (blue), 42 (purple) and for germ-free (GF) macrophages at PND 42 (orange). PC#1 (22% of the overall variance) separates the PND 0 from other ages; PC#2 (6.6% of the overall variance) separates WT from *Scnn1b*-Tg. **(b)** Unsupervised hierarchical clustering of the combined set of developmentally regulated DEGs as determined for Figure 1b except from purified macrophages (total number of genes represented = 4763; Additional file 2: Results file S1). **(c)** Unsupervised hierarchical clustering of the combined set of DEGs in macrophages filtered as in Figure 2 for WT versus *Scnn1b*-Tg (total genes represented = 1320; Additional file 2: Results file S1). For this figure, symbols, color coding and filtering were as in Figure 1. GF = germ-free.

As with the whole lung, the population of macrophages purified from the BAL exhibited robust developmental patterns, evident at all time points (Tables 6, 7 and 8). Evaluation of the top-signaling genes generated a complex picture with a number of obvious differences between WT and *Scnn1b*-Tg mice, especially noticeable at the PND 42 versus PND 10 interval, where genes down-regulated in WT mice were up-regulated in *Scnn1b*-Tg mice (Table 6) and vice versa (Table 7). The especially robust differential gene expression between the PND 0 and PND 3 time point (Figure 3b; Additional file 2: Results file S1) is consistent with previous studies identifying this interval as a key interval for alveolar macrophage differentiation [39]. Robust up-regulation of *Siglec5* and *Itgax* (also known as *SiglecF* and *Cd11c*; fold-change 7.7 and 5.0, and FDR 1.0E-10 and 2.7E-9, respectively) between PND 0 and PND 3, which then stabilized between all other intervals (fold changes < 1.5; FDR >0.3; not shown), confirmed the previous observations that these cell surface markers appear suddenly and that they define the resident alveolar macrophage population immediately after birth in mice [39]. This dataset may be especially useful to identify transcriptional changes that accompany *Siglec5* and *Itgax* up-regulation during this critical time.

**Table 6:** **Developmentally regulated genes in purified macrophages from WT mice**

Gene Name	Fold-change: PND 3 vs 0		Gene Name	Fold-change: PND 10 vs 3		Gene Name	Fold-change: PND 42 vs 10	
	WT	***Scnn1b*** -Tg		WT	***Scnn1b*** -Tg		WT	***Scnn1b*** -Tg
**UP-REGULATED**								
*Fabp1*	42.2	8.6	*Ear11*	39.5	10.5	*Spag11b*	23.8	21.0
*Coro6*	24.3	3.0	*Fbp1*	18.0	3.8	*Cpne5*	18.7	7.0
*Treml4*	24.1	13.2	*Ccl24*	12.2	4.6	*Slc9a2*	10.2	2.5
*Rnase6*	14.1	6.0	*Retnlg*	12.0	-2.1	*Lrg1*	7.4	3.1
F630028O10Rik*	13.5	12.3	*Retnla*	9.8	1.0	*Pnpla5*	6.5	2.0
*Gm4070*	10.8	4.7	*Ccl17*	9.4	5.0	*Ucp3*	6.4	5.8
*AW112010*	10.6	13.9	*Alox15*	4.3	1.9	*Epcam*	6.2	1.5
*Mcoln3*	9.4	18.6	*Arg1*	4.1	-1.8	*Gca*	5.4	3.1
*Gbgt1*	8.6	8.3	*Prg2*	3.6	1.4	*5730507C01Rik*	5.4	3.5
*Irg1*	8.5	118.2	*Ch25h*	3.3	3.9	*D630039A03Rik*	5.3	6.2
*Alox5*	8.5	4.1	*H2-Ab1*	3.1	2.2	Gm26154*	4.8	1.5
*2010016I18Rik*	8.4	6.5	*H2-Aa*	3.0	2.0	*Cd74*	4.8	5.9
*Rab44*	8.3	3.1	*Il13*	3.0	1.4	*Gal*	4.8	2.1
*Cfb*	8.3	11.4	*Mmp12*	3.0	1.9	*H2-Ab1*	4.7	5.8
*Fpr1*	8.0	15.5	*Serpine1*	2.9	1.6	*Tnfsf13b*	4.6	-1.1
**DOWN-REGULATED**								
*Agr2*	-223.2	-171.4	*Hp*	-10.4	-5.4	*Ear11*	-44.3	14.0
*Chad*	-105.2	-163.4	*Scgb1a1*	-9.7	-4.1	*Fbp1*	-19.1	15.8
*Muc5b*	-83.9	-113.5	*Saa3*	-8.6	-51.9	*S100a9*	-16.8	-3.0
Meg3*	-65.4	-84.1	*Irg1*	-7.8	-6.3	*Arg1*	-14.3	2.4
*Lypd2*	-64.7	-83.5	*Scgb3a1*	-6.7	-8.2	*Retnlg*	-14.0	1.6
*Muc16*	-63.4	-83.4	*Reg3g*	-6.3	-10.5	*Retnla*	-13.7	10.6
*Gp2*	-60.9	-92.3	Xist*	-6.2	-9.8	*Ccl24*	-12.6	3.8
*Krt7*	-60.1	-51.7	*Clec4e*	-5.4	-1.7	*Mmp12*	-10.1	-1.2
*Atp1b1*	-58.6	-56.7	*Slc4a1*	-5.3	-4.6	*AA467197*	-7.6	1.0
*Igf2*	-57.4	-78.0	*Rsad2*	-5.1	-3.5	*AB124611*	-6.3	-2.9
H19*	-57.3	-137.5	*Mmp14*	-4.8	-1.8	*Ldhb*	-6.0	-5.1
*Msln*	-54.2	-7.1	*BC100530*	-4.7	-3.1	*Tarm1*	-5.9	-1.5
*Clic3*	-53.7	-5.9	*Alas2*	-4.1	-3.1	*Itgam*	-5.8	-2.4
*AU021092*	-52.9	-5.7	*Gm5416*	-4.0	-36.8	*Ebi3*	-5.8	-4.6
*BC048546*	-52.9	-5.7	*Gypa*	-4.0	-3.2	*Alox15*	-5.6	3.5

Top 15 developmentally up- and down-regulated genes from purified macrophages of WT mice between three separate age intervals. The fold-changes for these top 15 genes are shown for both WT and *Scnn1b*-Tg mice.

**Table 7:** **Developmentally regulated genes in purified macrophages from** ***Scnn1b-*** **Tg mice**

Gene Name	Fold change: PND 3 vs 0		Gene Name	Fold change: PND 10 vs 3		Gene Name	Fold change: PND 42 vs 10	
	***Scnn1b*** -Tg	WT		***Scnn1b-*** Tg	WT		***Scnn1b*** -Tg	WT
**UP-REGULATED**								
*Irg1*	118.2	8.5	*Ear11*	10.5	39.5	*Rbp4*	69.2	-1.8
*Saa3*	55.5	5.5	*Fabp1*	6.7	2.4	*Spag11b*	21.0	23.8
*Clec4e*	52.9	8.0	*Ccl17*	5.0	9.4	*Fbp1*	15.8	-19.1
*Gpr84*	40.7	3.5	*Ccl24*	4.6	12.2	*Ear11*	14.0	-44.3
*Inhba*	39.3	1.8	*Coro6*	4.3	1.8	*Awat1*	13.4	-3.4
*Gm5416*	32.3	-1.6	*Ch25h*	3.9	3.3	*Bex1*	12.8	-1.5
*Il1f9*	32.2	3.6	*Sorbs3*	3.8	2.4	*Retnla*	10.6	-13.7
*Cxcl3*	26.2	1.9	*Fbp1*	3.8	18.0	*Sox7*	10.0	-1.1
*Slc11a1*	23.2	2.2	*Sftpc*	3.2	1.0	*Lhx2*	9.5	-1.2
*Pla2g7*	23.1	4.3	*Ear5*	3.2	2.4	*Scgb1a1*	8.5	3.2
*Ccrl2*	21.5	4.6	*Map1b*	3.1	-1.1	*Slc1a2*	7.8	1.0
*Mcoln3*	18.6	9.4	*Ffar4*	3.0	1.8	*Arnt2*	7.2	1.0
*Aoah*	18.3	3.9	*Pdk4*	2.9	1.6	*Cpne5*	7.0	18.7
*Slc7a11*	17.6	5.3	*Htr2c*	2.9	2.2	*Scd1*	6.9	1.6
*Cxcl1*	17.0	1.1	*Mamdc2*	2.9	1.4	*Ear5*	6.8	-1.0
**DOWN-REGULATED**								
*Agr2*	-171.4	-223.2	*Stfa3*	-60.6	-2.8	*BC100530*	-9.0	-3.9
*Chad*	-163.4	-105.2	*Saa3*	-51.9	-8.6	*Mmp14*	-7.9	-1.5
H19*	-137.5	-57.3	*Lcn2*	-48.9	-3.8	*Nt5e*	-7.9	-1.3
*Tcf21*	-129.7	-36.3	*Gm5416*	-36.8	-4.0	*Hp*	-7.6	-1.3
*Fmo2*	-119.6	-36.6	*BC100530*	-27.9	-4.7	*Stfa2l1*	-6.5	-2.9
*Muc5b*	-113.5	-83.9	*Stfa2*	-24.4	-2.6	*Irg1*	-6.2	1.0
*AU021092*	-92.4	-52.9	*Chi3l1*	-20.0	-1.7	*Spink2*	-5.9	-5.0
*Gp2*	-92.3	-60.9	*Stfa2l1*	-19.0	-2.8	*Clec4e*	-5.8	2.0
Meg3*	-84.1	-65.4	*S100a9*	-18.9	-1.8	*Cxcl2*	-5.8	-1.9
*Lypd2*	-83.5	-64.7	*Olfm4*	-15.5	-1.5	*Apoc2*	-5.3	-2.9
*Muc16*	-83.4	-63.4	*Asprv1*	-13.8	-1.8	*Apoe*	-5.2	-3.8
*Igf2*	-78.0	-57.4	*Prok2*	-12.3	-1.1	*Ldhb*	-5.1	-6.0
*Acta1*	-76.7	-2.0	*Thbs1*	-12.2	-1.8	*Hilpda*	-5.0	-1.2
*Fhl1*	-72.2	-21.6	*Il1r2*	-12.0	-1.4	*Lpcat2*	-4.9	-1.6
*BC048546*	-71.2	-52.9	*Ifitm1*	-11.2	-1.7	*Sftpc*	-4.8	-1.6

Top 15 developmentally up- and down-regulated genes from purified macrophages of *Scnn1b-*Tg mice between three separate age intervals. The fold-changes for these top 15 genes are shown for both *Scnn1b*-Tg and WT mice.

**Table 8:** **Developmentally regulated Gene Ontology groups in purified macrophages from WT and** ***Scnn1b-*** **Tg** ***mice***

PND 3 vs PND 0		PND 10 vs PND 3		PND 42 vs PND 10	
WT	***Scnn1b*** -Tg	WT	***Scnn1b*** -Tg	WT	***Scnn1b*** -Tg
**UP-REGULATED**					
***GO:0007059 Chromosome segregation***	GO:0019882 Antigen processing and presentation	NONE*	NONE*	GO:0007157 Heterophilic cell-cell adhesion	GO:0032944 Regulation of mononuclear cell proliferation
GO:0000070 Mitotic sister chromatid segregation	***GO:0007059 Chromosome segregation***			NONE*	GO:0070663 Regulation of leukocyte proliferation
GO:0000819 Sister chromatid segregation	GO:0048002 Antigen processing and presentation of peptide antigen				GO:0050670 Regulation of lymphocyte proliferation
GO:0006310 DNA recombination	GO:0071346 Cellular response to interferon-gamma				GO:0045058 T cell selection
GO:0006302 Double-strand break repair	GO:0032615 Interleukin-12 production				GO:0050870 Positive regulation of T cell activation
GO:0007067 Mitosis	GO:0032655 Regulation of interleukin-12 production				GO:0042129 Regulation of T cell proliferation
GO:0006281 DNA repair	GO:0045087 Innate immune response				GO:0006720 Isoprenoid metabolic process
GO:0048285 Organelle fission	GO:0002474 Antigen processing and presentation of peptide antigen via MHC class I				GO:0051251 Positive regulation of lymphocyte activation
GO:0000280 Nuclear division	GO:0032606 Type I interferon production				GO:0048002 Antigen processing and presentation of peptide antigen
GO:0000725 Recombinational repair	GO:0032479 Regulation of type I interferon production				GO:0070661 Leukocyte proliferation
**DOWN-REGULATED**					
***GO:0060541 Respiratory system development***	***GO:0060485 Mesenchyme development***	GO:0035456 Response to interferon-beta	GO:0030595 Leukocyte chemotaxis	GO:0007059 Chromosome segregation	***GO:0007067 Mitosis***
***GO:0030324 Lung development***	***GO:0030324 Lung development***	GO:0035458 Cellular response to interferon-beta	GO:0050900 Leukocyte migration	***GO:0007067 Mitosis***	***GO:0000280 Nuclear division***
***GO:0030323 Respiratory tube development***	***GO0030323 Respiratory tube development***	***GO:0045087 Innate immune response***	***GO:0045087 Innate immune response***	***GO:0000280 Nuclear division***	***GO:0007059 Chromosome segregation***
***GO:0060485 Mesenchyme development***	***GO:0060541 Respiratory system development***	GO:0045851 pH reduction	GO:0006954 Inflammatory response	***GO:0048285 Organelle fission***	***GO:0048285 Organelle fission***
GO:0002009 Morphogenesis of an epithelium	GO:0001657 Ureteric bud development	GO:0051607 Defense response to virus	GO:0006955 Immune response	***GO:0000070 Mitotic sister chromatid segregation***	GO:0000819 Sister chromatid segregation
***GO:0048762 Mesenchymal cell differentiation***	GO:0055123 Digestive system development	GO:0051453 Regulation of intracellular pH	GO:0060326 Cell chemotaxis	***GO:0000819 Sister chromatid segregation***	GO:0033700 Phospholipid efflux
GO:0048729 Tissue morphogenesis	***GO:0048762 Mesenchymal cell differentiation***	GO:0051452 Intracellular pH reduction	GO:0048520 Positive regulation of behavior	GO:0000278 Mitotic cell cycle	***GO:0000070 Mitotic sister chromatid segregation***
GO:0003007 Heart morphogenesis	***GO:0048562 Embryonic organ morphogenesis***	GO:0048525 Negative regulation of viral process	GO:0032103 Positive regulation of response to external stimulus	GO:0000725 Recombinational repair	***GO:0007052 Mitotic spindle organization***
***GO:0048562 Embryonic organ morphogenesis***	GO:0048565 Digestive tract development	GO:0030641 Regulation of cellular pH	GO:0002690 Positive regulation of leukocyte chemotaxis	***GO:0007052 Mitotic spindle organization***	GO:0070301 Cellular response to hydrogen peroxide
GO:0010632 Regulation of epithelial cell migration	GO:2000736 Regulation of stem cell differentiation	GO:0002224 Toll-like receptor signaling pathway	GO:0002687 Positive regulation of leukocyte migration	GO:0000724 Double-strand break repair via homologous recombination	GO:0090068 Positive regulation of cell cycle process

Top ten developmentally up- and down-regulated Gene Ontology groups for purified macrophages in WT and *Scnn1b-*Tg mice between the specified developmental intervals. Gene Ontology groups in common between the WT and *Scnn1b*-Tg line are highlighted by bolded and italicized text. Groups are only listed if FDR <0.1.

*NONE indicates that no groups met the significance threshold (FDR<0.1).

GSEA pathways analysis was more informative than gene-level data to establish the overall trends (Table 8 Additional file 1 Figure S4). In the PND 0–3 interval, WT macrophages exhibited up-regulation of GO pathways involved in cell growth and differentiation, and, interestingly, up-regulation of pathways in WT mice at the later two intervals was minimal. Down-regulated signals during the PND 0–3 interval suggest that these early post-natal macrophages have the ability to respond to signals that are directing normal lung development and differentiation. We cannot rule out the possibility that the macrophage preparations contain a small percentage of epithelial cells, which would confound interpretation. However, epithelial cell contamination was not obvious histologically (data not shown). The strength of down-regulated signals in macrophages for GO lung and respiratory development pathways (Table 8) during this interval suggest that lung epithelium and macrophages use similar signals to coordinate differentiation between the two tissues. Down-regulation of the cell proliferation pathways occurring in the WT and *Scnn1b*-Tg mice at the PND 10–42 period are consistent with the establishment of long-lived, slow proliferating pulmonary macrophage populations during steady state [39, 40]. Significant down-regulation of GO innate immune response pathways in both lines during the PND 3–10 interval points toward the steady-state, mature pulmonary macrophage as relatively quiescent and tolerant toward low danger stimuli. Finally, unlike WT macrophages, *Scnn1b*-Tg macrophages exhibited up-regulation of pathways involved in innate immune responses as expected from their morphologically activated state, with the GSEA signatures being especially robust between the PND 10 and PND 42 (Table 8). Further exploration by directly comparing gene expression between WT and *Scnn1b*-Tg macrophages provided additional insights.

As expected from the PCA, DEGs were identified between WT and *Scnn1b*-Tg macrophages at each time point evaluated, with 432, 394, 166, and 437 DEGs at PND 0, 3, 10, and 42, respectively, using the established significance threshold (FC ≥ 2; FDR ≤ 0.05) (Figure 3c; Additional file 2: Results file S1). As expected from the previous discussion, the top-signaling genes vary across time and represent a variety of biological processes (Table 9). The most significant GO pathways up-regulated by disease at PND 0 are related to muscle cell gene expression, which is difficult to reconcile with the known literature on pulmonary macrophages. However, by PND 3 and onward, significant up-regulation of a variety of inflammatory signatures was observed in the *Scnn1b*-Tg mice compared to WT mice (Table 10). The down-regulation of GO pathways related to mitosis in *Scnn1b*-Tg mice at the earlier time points (PND 3 and PND 10) indicate that *Scnn1b*-Tg pulmonary macrophages are less prolific than their WT counterparts at these early post-natal ages, a shift that is likely a response to the altered cytokine milieu that develops in the *Scnn1b*-Tg mice as a response to the signals that are arising from the bacterial infections and/or necrotic club cells at these time points.

**Table 9:** **Differentially regulated genes between purified macrophages from** ***Scnn1b-*** **Tg and WT mice**

PND 0			PND 3			PND 10			PND 42		
Gene Name	Fold- Change	FDR p-value	Gene Name	Fold-Change	FDR p-value	Gene Name	Fold- Change	FDR p-value	Gene Name	Fold- Change	FDR p-value
**UP-REGULATED**											
*Acta1*	43.4	*9.12E-16*	*Lcn2*	42.6	*4.11E-05*	*Inhba*	25.8	*1.04E-05*	*Ear11*	137.8	*4.70E-06*
*Tnnc2*	37.9	*4.27E-15*	*Stfa3*	35.2	*1.70E-05*	*Mmp14*	22.3	*1.14E-06*	*Fstl1*	85.4	*6.63E-12*
*Csn1s2a*	32.6	*2.11E-06*	*Gm5416*	32.0	*4.46E-05*	*Irg1*	17.1	*9.85E-05*	*Rbp4*	70.5	*3.57E-09*
*Tg*	25.9	*3.53E-03*	*Thbs1*	27.3	*6.67E-06*	*Npy*	15.3	*4.18E-05*	*Fbp1*	67.1	*2.23E-05*
*Csn2*	23.4	*5.58E-05*	*Stfa2*	26.4	*9.55E-05*	*H2-M2*	14.0	*1.58E-09*	*Mfge8*	52.0	*1.38E-11*
*Mylpf*	22.7	*1.19E-07*	*Chi3l1*	20.6	*8.07E-06*	*Slc11a1*	12.8	*5.51E-06*	*Awat1*	51.9	*3.74E-08*
*Scnn1b*	21.5	*2.01E-03*	*Saa3*	20.2	*2.00E-04*	*Clec4e*	12.3	*5.88E-06*	*Arg1*	42.7	*1.17E-05*
*Wap*	19.5	*7.79E-04*	*Inhba*	20.1	*1.74E-05*	*Cxcl2*	11.9	*2.64E-06*	*Inhba*	36.8	*5.26E-07*
*Slc4a1*	17.8	*8.38E-03*	*Cxcl1*	15.8	*2.63E-06*	*Pmp22*	11.0	*1.20E-03*	*Mmp12*	33.9	*7.64E-09*
*Glycam1*	17.7	*3.44E-04*	*Stfa2l1*	15.8	*2.75E-03*	*Ass1*	10.9	*2.25E-05*	*Retnla*	33.8	*3.12E-04*
*Car3*	16.1	*1.90E-03*	*Prok2*	14.3	*4.83E-11*	*Hp*	10.3	*7.72E-06*	*Ppap2b*	27.8	*3.32E-12*
*Rsad2*	16.0	*2.29E-03*	*Plbd1*	14.0	*4.65E-05*	*Mfge8*	10.0	*1.22E-06*	*H2-M2*	25.0	*6.63E-12*
*Csn1s1*	15.9	*1.70E-03*	*Irg1*	13.9	*1.09E-04*	*Cxcl3*	9.7	*2.62E-04*	*Ccl24*	24.2	*1.07E-03*
*Tnnt3*	15.2	*1.58E-08*	Gm10872*	13.9	*7.19E-04*	*Cxcl16*	9.2	*2.64E-06*	*Bex1*	18.9	*2.04E-08*
*Gypa*	14.0	*9.23E-03*	*Cxcl3*	13.6	*2.25E-05*	*Pla2g7*	8.4	*3.15E-04*	*AA467197*	17.4	*2.17E-07*
**DOWN-REGULATED**											
*Gm10473*	-3.8	*5.41E-03*	*Coro6*	-6.1	*4.47E-04*	*Cidec*	-2.7	*1.07E-02*	*Epcam*	-5.2	*4.79E-06*
Gm24049*	-3.6	*2.14E-02*	*Hpgd*	-5.1	*4.44E-04*	*Rab44*	-2.7	*4.02E-04*	*Gal*	-5.1	*6.71E-04*
*6720489N17Rik*	-3.3	*2.23E-02*	*Fabp1*	-5.1	*3.16E-04*	*G0s2*	-2.6	*1.33E-02*	*Tnfsf13b*	-4.8	*6.04E-11*
*Lilra5*	-2.9	*5.01E-04*	*Flt1*	-3.6	*8.97E-06*	*Fam212a*	-2.6	*4.99E-03*	*Dnahc11*	-4.5	*2.76E-08*
*1600002K03Rik*	-2.9	*3.39E-02*	*Kazald1*	-3.4	*2.10E-03*	*Gm5936*	-2.5	*2.25E-02*	*Kazald1*	-4.0	*3.85E-04*
Snora74a*	-2.8	*4.99E-02*	*Gpr34*	-2.9	*6.50E-04*	*Prr5l*	-2.5	*3.11E-02*	*Nt5e*	-4.0	*5.80E-05*
Snora73b*	-2.8	*1.02E-02*	*Slc6a4*	-2.9	*3.94E-04*	*Tmem150b*	-2.4	*9.43E-03*	*Cpne5*	-3.9	*4.10E-04*
*Gdf15*	-2.7	*3.36E-03*	*Gm1966*	-2.9	*4.65E-05*	*Csf3r*	-2.4	*2.37E-02*	*Slc9a2*	-3.8	*1.03E-05*
*Vgf*	-2.7	*3.30E-02*	*Fam212a*	-2.8	*7.44E-04*	*Cd2*	-2.4	*4.82E-03*	*Fam212a*	-3.7	*2.91E-05*
*2010005H15Rik*	-2.7	*3.73E-02*	*Cd2*	-2.8	*3.54E-04*	*Klk8*	-2.4	*1.20E-02*	*Egfem1*	-3.7	*9.82E-05*
*Aqp11*	-2.7	*9.12E-03*	*Klk8*	-2.8	*9.32E-04*	*Kcnh4*	-2.3	*1.19E-02*	*Gpr141*	-3.7	*2.18E-03*
*P2ry13*	-2.6	*7.04E-03*	*Gm11545*	-2.8	*1.37E-02*	*Sec14l2*	-2.2	*7.39E-03*	*Itgad*	-3.5	*1.23E-05*
F630111L10Rik*	-2.6	*1.26E-02*	*Rnase6*	-2.8	*1.17E-02*	*Gm12258*	-2.2	*2.18E-02*	*Iqgap2*	-3.4	*5.72E-06*
*Ch25h*	-2.6	*2.26E-02*	*Trp53i11*	-2.8	*2.74E-02*	*Gsg2*	-2.1	*4.20E-03*	*Pnpla5*	-3.3	*6.36E-06*
*Krt6a*	-2.6	*3.37E-04*	*Cidec*	-2.7	*6.13E-03*	*Arhgef39*	-2.0	*1.36E-02*	*Grap2*	-3.3	*7.52E-04*

Differentially expressed up- and down-regulated (fold-change >2; FDR <0.05) genes between *Scnn1b-*Tg and WT mice from purified macrophages at the four developmental times. Fold-changes are *Scnn1b*-Tg:WT.

**Table 10:** **Differentially regulated Gene Ontology groups from purified macrophages between WT and** ***Scnn1b-*** **Tg mice**

PND 0	PND 3	PND 10	PND 42	PND 42 Germ-free
**UP-REGULATED**				
GO:0006936	GO:0030595	GO:0072593	GO:0009611	GO:0006954
Muscle contraction	Leukocyte chemotaxis	Reactive oxygen species metabolic process	Response to wounding	Inflammatory response
GO:0003012	GO:0032103	GO:0030595	GO:0032103	GO:0009611
Muscle system process	Positive regulation of response to external stimulus	Leukocyte chemotaxis	Positive regulation of response to external stimulus	Response to wounding
GO:0003007	GO:0060326	GO:0060326	GO:0030595	GO:0030595
Heart morphogenesis	Cell chemotaxis	Cell chemotaxis	Leukocyte chemotaxis	Leukocyte chemotaxis
GO:005500	GO:0050900	GO:0060445	GO:0006954	GO:0032103
Striated muscle cell development	Leukocyte migration	Branching involved in salivary gland morphogenesis	Inflammatory response	Positive regulation of response to external stimulus
GO:0060537	GO:0006935	GO:2000379	GO:0071621	GO:0071345
Muscle tissue development	Chemotaxis	Positive regulation of reactive oxygen species metabolic process	Granulocyte chemotaxis	Cellular response to cytokine stimulus
GO:0055001	GO:0071621	GO:0032103	GO:0002687	GO:0034097
Muscle cell development	Granulocyte chemotaxis	Positive regulation of response to external stimulus	Positive regulation of leukocyte migration	Response to cytokine stimulus
GO:0043062	GO:0002687	GO:2000147	GO:0002685	GO:0042330
Extracellular structure organization	Positive regulation of leukocyte migration	Positive regulation of cell motility	Regulation of leukocyte migration	Taxis
GO:0051216	GO:0042330	GO:0050921	GO:0002253	GO:0050714
Cartilage development	Taxis	Positive regulation of chemotaxis	Activation of immune response	Positive regulation of protein secretion
GO:0031032	GO:0050795	GO:2000377	GO:0002757	GO:0006935
Actomyosin structure organization	Regulation of behavior	Regulation of reactive oxygen species metabolic process	Immune response-activating signal transduction	Chemotaxis
GO:0030239	GO:0048520	GO:0002690	GO:0042330	GO:0002685
Myofibril assembly	Positive regulation of behavior	Positive regulation of leukocyte chemotaxis	Taxis	Regulation of leukocyte migration
**DOWN-REGULATED**				
GO:0007186	GO:0006996	GO:0007059	NONE*	NONE*
G-protein coupled receptor signaling pathway	Organelle organization	Chromosome segregation		
GO:0034470	GO:0007059	GO:0000819		
ncRNA processing	Chromosome segregation	Sister chromatid segregation		
GO:0006364	GO:0000819	GO:0000070		
rRNA processing	Sister chromatid segregation	Mitotic sister chromatid segregation		
GO:0016072	GO:0006261	GO:0032465		
rRNA metabolic process	DNA-dependent DNA replication	Regulation of cytokinesis		
GO:0034660	GO:0006302	GO:0006281		
ncRNA metabolic process	Double-strand break repair	DNA repair		
GO:0042254	GO:0000070	GO:0032508		
Ribosome biogenesis	Mitotic sister chromatid segregation	DNA duplex unwinding		
GO:0045076	GO:0007051	GO:0051983		
Regulation of interleukin-2 biosynthetic process	Spindle organization	Regulation of chromosome segregation		
GO:0008033	GO:0051225	GO:0007051		
tRNA processing	Spindle assembly	Spindle organization		
NONE*	GO:0008608	GO:0000280		
	Attachment of spindle microtubules to kinetochore	Nuclear division		
	GO:0000724	GO:0007067		
	Double-strand break repair via homologous recombination	Mitosis		

Top ten differentially up- and down-regulated Gene Ontology groups from purified macrophages between WT and *Scnn1b-*Tg mice at the four developmental stages. Groups are only listed if FDR <0.1.

*NONE indicates that no groups or no additional groups met the significance threshold (FDR <0.1).

#### Custom-annotated pathways allow assessment of disease-specific features

The previously described GSEA analysis, based on publically available GO pathway annotations, provided evidence for activation of relevant biological pathways in both lung and macrophages during the development of disease. However, due to incomplete annotation, GO pathways are not expected to capture all processes specifically associated with lung biology and pulmonary diseases. We hypothesized that additional insights could be provided utilizing custom pathway annotations created to query known, disease-relevant processes. To query our gene expression data for transcriptional events associated with specific pathologic features of the *Scnn1b*-Tg model, customized gene lists were generated that reflected genes hypothesized or known to be involved in the pathogenesis of muco-obstructive lung diseases (Additional file 4: Results file S2 and Additional file 5: Results file S3). Custom pathways were developed either from compilation of literature, e.g., M1 polarized versus M2 polarized pathways, or by selecting genes known to be regulated under specific experimental conditions (e.g.*,* allergen exposure, hypoxia, endoplasmic reticulum stress, autophagy, apoptosis) or cell-specific markers (macrophage activation, ciliated cells, mucous cell, inflammatory cell subsets, secreted antimicrobials) (Figure 4a; Additional file 4: Results file S2). A further group of pathways representing a number of disease-relevant gene expression signatures from human studies as defined by Chowdhary *et. al.*[41] were also queried (Figure 4b; Additional file 4: Results file S2). Literature and database references, as well as details related to the selection of genes in these pathways, are provided (Additional file 5: Results file S3 and Additional file 5: Results file S3 references).

**Figure 4:**
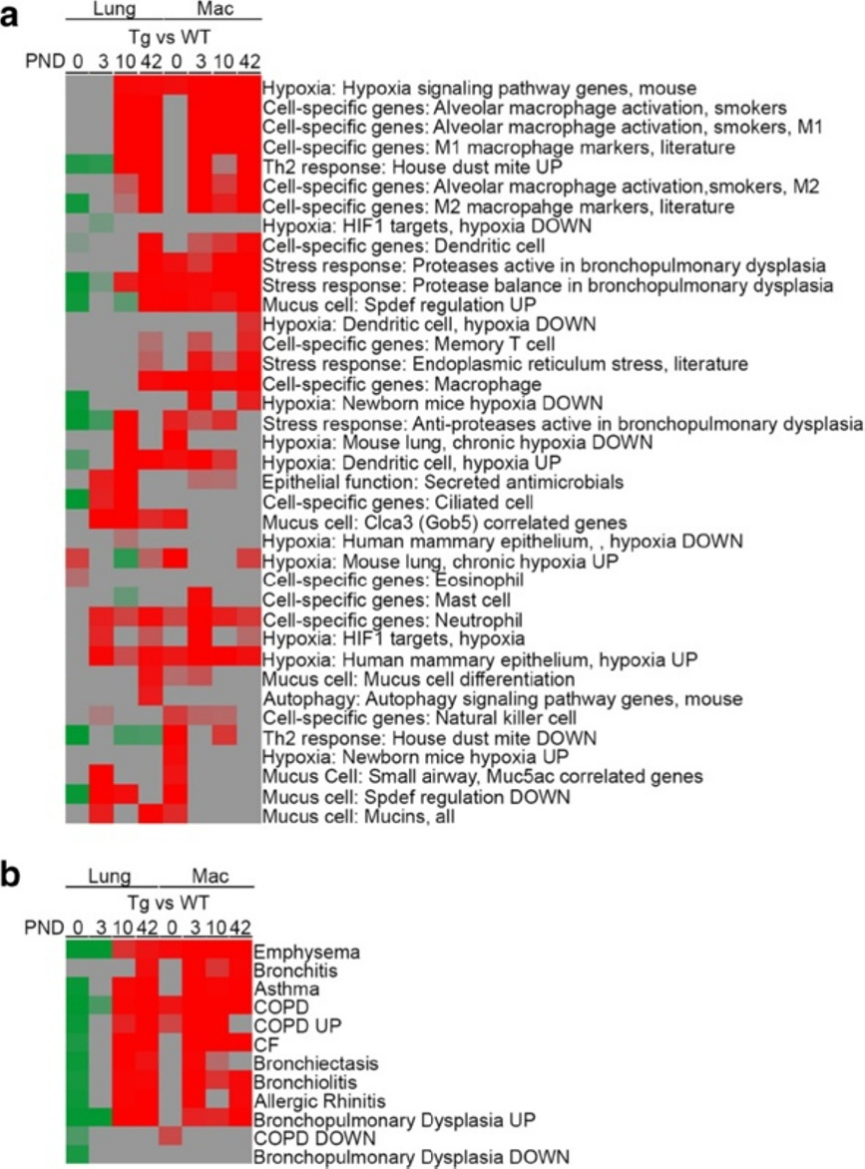
**GSEA using custom gene sets. (a)** Custom gene sets representing putatively relevant processes were used for GSEA (Additional file 4: Results file S2). The FDR values were converted into enrichment scores for clustering by the formula, score = 0.1 – (0.9 *FDR). Red and green indicated up- and down- regulation, respectively. Genes in the custom sets and their sources are described in Additional file 5: Results file S3. **(b)** Heat-map as described in **(a)** for "Respiratory Disease" pathways [41] and COPD-specific pathways [42].

Using these custom annotations, significant GSEA disease-relevant signatures were identified that were tissue/cell specific and time-dependent (Figure 4). In macrophages, substantial evidence for polarization into both M1 and M2 phenotypes was detected. 

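At PND 10 ciliated cell genes lay higher in *Scnn1b*-Tg lungs in 42 of 46, with 1 passing (1 adjusted over the list alone) and a median of 0.35 log2 (limma camera, Benjamini-Hochberg adjusted p = 2.1e-20, adjusted p = 0.092 with an estimated correlation). *Cfap52*, which encodes a protein of the ciliary axoneme, stood at 6.47 ± 0.40 against 5.41 ± 0.16 log2 in WT (n = 3 pools each), a difference of 1.06 log2 (SE 0.16, adjusted p = 0.00315), a call lost when single arrays are left out. *Rsph1*, a radial spoke gene, and *Sntn*, of ciliary tips, lay higher by 0.82 log2 (SE 0.19, adjusted p = 0.0544) and 0.68 log2 (SE 0.16, adjusted p = 0.0655), limma with Benjamini-Hochberg adjustment. At PND 3 the list was positive in 35 of 46 with a median of 0.09 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.000208, adjusted p = 0.737 with an estimated correlation), and none passed. At PND 0 it was negative in 35, with a median of -0.18 log2 (adjusted p = 1.12e-05, adjusted p = 0.591 with an estimated correlation).

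At PND 42 dendritic cell genes were higher in 4 of 25, with 22 positive (4 adjusted over the list alone) and a median of 0.35 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.03e-14). *Itgax*, the CD11c gene, also read in lung macrophages, stood at 8.77 ± 0.64 against 6.81 ± 0.26 log2, a difference of 1.96 log2 (SE 0.29, adjusted p = 0.000516), and *Ly75*, an endocytic receptor gene, was higher by 1.58 log2 (SE 0.19, adjusted p = 4e-05), limma with Benjamini-Hochberg adjustment. MHC class II genes were positive in 11 of 12, none passing at 2-fold, with a median of 0.35 log2 (adjusted p = 1.47e-07), limma camera with Benjamini-Hochberg adjustment. *Cd74*, the invariant chain gene, lay higher by 0.65 log2 (SE 0.14, adjusted p = 0.0305).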

With respect to whole lung, a previously unappreciated up-regulation of ciliated cell- and dendritic cell-specific genes in *Scnn1b*-Tg was identified at PND 3–10 and PND 42, respectively. Mucous cell signatures were consistently found in whole lung at PND 42 that correlated with the expression of epithelial genes previously reported to be induced by SAM-pointed domain–containing Ets-like factor (Spdef), a transcriptional regulator of mucous cell differentiation in mouse and humans [43]. 

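Goblet cell genes were higher in *Scnn1b*-Tg lungs at PND 42 in 4 of 17 and lower in none (5 adjusted over the list alone), with a median of 0.58 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.7e-12). The 4 are *Clca1*, *Slc26a4*, *Muc5ac* and *Gp2*, the last named above as an M cell gene. The paper also reports all 4 as changed in these samples, so they are no independent evidence of direction. *Muc5ac*, a gel-forming mucin gene, stood at 6.05 ± 0.46 against 4.84 ± 0.20 log2 in WT (n = 3 pools each), a difference of 1.21 log2 (SE 0.20, adjusted p = 0.00204), a call lost without *Scnn1b*-Tg replicate 3. *Agr2*, which helps mucins fold, lay higher by 0.80 log2 (SE 0.11, adjusted p = 0.00033), under 2-fold. *Spdef*, the regulator gene itself, differed by 0.06 log2 (SE 0.13, adjusted p = 0.936), and *Muc5b* by 1.44 log2 (SE 0.37, adjusted p = 0.0686) without passing, limma with Benjamini-Hochberg adjustment. The goblet cell list passed with an estimated correlation too (adjusted p = 0.000853, limma camera).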

Gene signatures for mucus production were consistent with previous reports [12]. Interestingly, strong up-regulation of Spdef-associated genes was also observed in macrophages at each time point. A mucous cell signature in PND 3 whole lungs, which correlated with up-regulation of genes normally suppressed by Spdef over-expression, was also detected, suggesting a time-dependent activation of alternative pathways. 

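At PND 3 no mucous cell gene passed between the genotypes. *Muc5b*, a gel-forming mucin gene, lay higher in *Scnn1b*-Tg by 0.94 log2 (SE 0.37, adjusted p = 0.59), *Agr2*, which helps mucins fold, by 0.42 log2 (SE 0.11, adjusted p = 0.341), *Spdef*, a regulator gene of mucous cells, by 0.36 log2 (SE 0.13, adjusted p = 0.564) and *Galnt12*, which adds sugars to mucins, by 0.26 log2 (SE 0.11, adjusted p = 0.619), limma with Benjamini-Hochberg adjustment and n = 3 pools per group. Of 17 goblet cell genes 12 were positive, 0 passed (0 adjusted over the list alone, limma), and the median was 0.06 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.12). Over all probe sets 4 passed at this age, with 1601 at unadjusted p under 0.05. Xenobiotic metabolism genes were positive in 26 of 36, with a median of 0.14 log2 (adjusted p = 8.08e-05, adjusted p = 0.312 with an estimated correlation), limma camera with Benjamini-Hochberg adjustment. *Aoc1*, the diamine oxidase gene, lay higher by 0.88 log2 (SE 0.16, adjusted p = 0.0425), under 2-fold.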

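At PND 42 secreted antimicrobial genes moved in both directions in *Scnn1b*-Tg lungs: 4 of 31 were higher and 1 lower (6 and 1 adjusted over the list alone), with a median of 0.03 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.00392, adjusted p = 0.321 with an estimated correlation). *Reg3g*, a bactericidal lectin gene, stood at 10.82 ± 0.44 against 9.38 ± 0.15 log2 in WT (n = 3 pools each), a difference of 1.44 log2 (SE 0.27, adjusted p = 0.00749), and *Lcn2*, which binds bacterial siderophores, was higher by 2.01 log2 (SE 0.44, adjusted p = 0.0256), limma with Benjamini-Hochberg adjustment. Both calls are lost when single arrays are left out (highest adjusted p = 0.054 and 0.154), and the list's call is lost without WT replicate 3 (adjusted p = 0.095). At PND 10 1 of 31 was higher (2 adjusted over the list alone), with a median of 0.07 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.0227, adjusted p = 0.444 with an estimated correlation). *Pglyrp1*, a peptidoglycan recognition gene, lay higher by 1.08 log2 (SE 0.30, adjusted p = 0.136) and *Slpi*, a protease inhibitor gene, by 0.56 log2 (SE 0.18, adjusted p = 0.203), neither passing. At PND 3 none passed, with a median of 0.08 log2 (limma camera, adjusted p = 0.141), and *Reg3g* lay higher by 0.67 log2 (SE 0.27, adjusted p = 0.608), limma with Benjamini-Hochberg adjustment. At PND 0 the median was -0.05 log2 (limma camera, adjusted p = 0.252).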

The gene expression pattern of whole lung for secreted antimicrobials correlated with the location and timing of spontaneous infection in *Scnn1b*-Tg mice. Signatures for hypoxia and protease/anti-protease activation were more variable across tissues and time points and more difficult to interpret.

Importantly for the use of this model in the context of human disease, strong up-regulation of human lung disease-specific signatures, including those for chronic obstructive pulmonary disease, were observed in both the lungs (PND 10–42) and macrophages (PND 3–42) (Figure 4b). Specifically, the positive association of DEGs in this study with human DEG disease signatures is seen at the later time points (PND 10 and PND 42). These two time points reflect the establishment and maintenance of the chronic lung disease state in this model. Thus, it is not surprising that they reflect the human tissue better than the earlier time points, since human disease signatures are derived from tissue of patients with established disease, and for the most part, except for BPD, they reflect diseases development that occurs in already mature human lungs.

### Evidence for time-dependent M1 and M2 polarization in *Scnn1b*-Tg macrophages

Because of our interest in the state of pulmonary macrophages in response to disease development, the expression of M1 and M2 markers (Additional file 6: Results file S4) compiled after extensive literature review [44–47] was carefully examined, and the results summarized in heatmaps (Figure 5). The heatmaps highlight the dynamic nature of the macrophage response to airway surface dehydration/defective mucus clearance. Enrichment of both M1 and M2 pathways was evident in PND 3 macrophages, but M1 signatures were particularly robust at PND 3 and M2 signatures particularly robust at PND 42. The M1 signature, while still evident, was clearly different at PND 42 compared to earlier time points, with increased expression of some genes (e.g., *Cxcr1 and Cd69*) and decreased expression of others genes (e.g., *Nos2 and Cxcl2*) compared to PND 3. Similarly, some M2 markers were exclusively high at PND 3 (e.g., *Chi3l1*, *Il10* and *Mmp9),* and others at PND 42 (e.g., *Retnla, Chi3l4, Mrc1*, *Ccl17, Ccl24, Mgl2, Alox15* and *Ccl22*). In addition, some M1 (e.g.*, Cd80, Ccl3 and Socs3*) and M2 (e.g.*, Arg1, Mmp12 and Trem2*) markers were consistently up-regulated during PND 3–42 interval (Figure 5a). The M1 and M2 signatures were also identified globally in whole lung (Figure 5b). 

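In whole lung the M2 genes of the paper were higher in *Scnn1b*-Tg at PND 42 in 11 of 35 and lower in none (12 adjusted over the list alone), with 32 positive and a median of 0.78 log2 (limma camera, Benjamini-Hochberg adjusted p = 2.38e-34). *Trem2*, a lipid receptor gene of macrophages, lay higher by 0.84 log2 (SE 0.17, adjusted p = 0.0105) and *Clec10a*, a lectin gene, by 0.78 log2 (SE 0.11, adjusted p = 0.000454), both under 2-fold, limma with Benjamini-Hochberg adjustment. The M2 median at PND 10 was 0.16 log2, with 1 higher and 1 lower (adjusted p = 0.219). The M1 genes of the paper were higher in 3 of 34 at PND 42 (4 adjusted over the list alone), with a median of 0.24 log2 (limma camera, Benjamini-Hochberg adjusted p = 2.33e-06, adjusted p = 0.321 with an estimated correlation). At PND 10 none passed at 2-fold (3 adjusted over the list alone), 28 were positive and the median was 0.28 log2 (adjusted p = 2.32e-07, adjusted p = 0.34 with an estimated correlation). *Tlr2*, a receptor gene for bacterial lipopeptides, lay higher at PND 10 by 1.01 log2 (SE 0.23, adjusted p = 0.0541) without passing, limma with Benjamini-Hochberg adjustment. At PND 0 and PND 3 no gene of either list passed at 2-fold, with M1 medians of -0.02 and -0.04 log2. The M1 list lies higher in *Scnn1b*-Tg at PND 3 without WT replicate 2 of that age (limma camera, Benjamini-Hochberg adjusted p = 1.06e-06). The paper drew both lists from the literature.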

The enrichment in M2 markers at PND 42 was confirmed by evaluating protein levels of *Retnla* (Fizz1), *Chi3l3* (YM1), and *Chi3l4* (YM2) in BAL extracts (Additional file 1: Figure S5).

**Figure 5:**
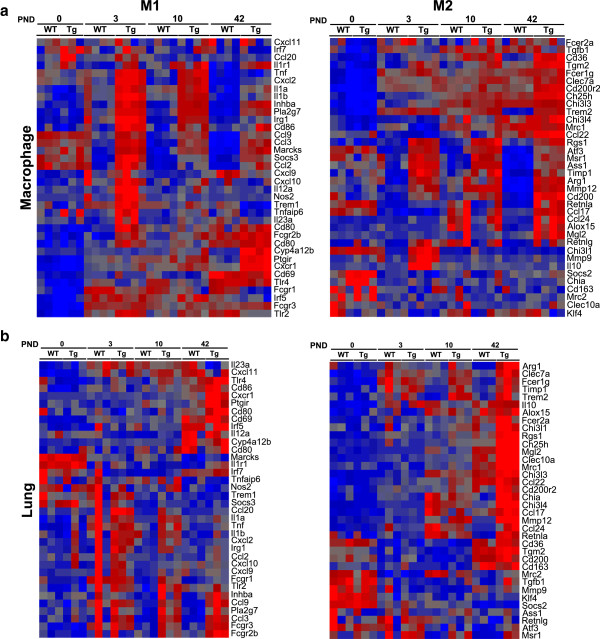
**M1 and M2 DEG signatures in** ***Scnn1b*** **-Tg macrophages and whole lung.** Heat-maps from normalized expression values of M1 and M2 macrophage-activation-related genes (see gene list in Additional file 6: Results file S4 under headings "Macrophage M1 Activation" and "Macrophage M2 Activation") in purified macrophages **(Panel a)** and whole lung **(Panel b)**. Higher and lower expression is represented by red and blue, respectively; with each individual heat-map produced separately (each heat-map has its own unique range of values indicated by dark blue to bright red). The corresponding data can be found in Additional file 6: Results file S4. Each column represents data from one array (n = 3 for lung; n = 4 for other macrophage groups for each genotype), with WT or *Scnn1b*-Tg (Tg) status listed above the columns. Each row represents a single gene.

This activation pattern is consistent with the presence of necrotic cells and bacteria in the lungs of the *Scnn1b*-Tg mice at PND 3 and the requirement for macrophages to participate in their clearance via up-regulation of Th1 (M1) responses. Because Th1 responses are known to inhibit Th2 responses [48, 49], including mucous cell metaplastic responses, we hypothesize that the robust Th1 (M1) responses at PND 3 and 10 dampen the Th2-skewed environment normally seen in early post-natal lung development identified in this study and described elsewhere [50]. The shift to M2 polarization after PND 10 reflects the more chronic nature of lung disease, featuring mucus accumulation, but no overt bacterial colonization and normal club cell morphology and function (no necrotic cells). M2 macrophages are known to be critical for defense against atypical fungal and helminth infections [51, 52], and an increase in M2-like alveolar macrophages is characteristic of many inflammatory lung diseases in both humans and mice [20], but the reason for the shift to M2 in our model is not clear. We hypothesize that this (phenomenon) is directly related to the presence of dehydrated mucus with trapped endogenous and exogenous noxious particles and the ability of the macrophages to sense the need to clear this material from the airways. This shift to M2 clearly is expected to have profound consequences, since it is not the normal state in health, and extended long-term activation of M2 macrophages is associated with the establishment of chronic lung disease [53]. Future studies should focus on defining the signals within mucus plugs that drive M2 polarization.

The dynamic nature of both the M1 and M2 signatures, with separate groups of genes activated at different time points, also likely reflects the intrinsic variety of the pulmonary macrophage population [20]. Our sampling technique did not allow a distinction between macrophages residing in localized niches within the lung. Besides the obvious distinction between conducting airway and alveolar spaces, we postulate the existence of several sub-niches where local signals regulate local macrophage phenotypes. These would include areas of localized hypoxia, infections, necrotic/apoptotic cell death, aspiration, and mucus plugging, with the frequency and importance of each of these niches shifting across development [54, 55].

#### Whole lung and macrophages produce independent inflammatory signals

To further explore the inflammatory signals originating from, or possibly leading to, the M1 and M2 polarization patterns, the "cytokine production" node within Gene Ontology Biological Process was scrutinized (Figure 6a). At PND 0, the only signs of activation of this node were in macrophages (Figure 6b; Additional file 3: Table S3; Additional file 1: Figure S6; Additional file 7: Results file S5). Genes in this GO node were not activated in whole lung until PND 10 with signals increasing further at PND 42 (Figure 6b; Additional file 3: Table S3). 

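In whole lung the cytokine production genes of the paper lay higher in *Scnn1b*-Tg from PND 10. At PND 10 1 of 88 was higher (6 adjusted over the list alone), 56 were positive, and the median was 0.13 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.000127, adjusted p = 0.403 with an estimated correlation). At PND 42 4 were higher (8 adjusted over the list alone), 70 were positive, and the median was 0.27 log2 (adjusted p = 1.78e-10, adjusted p = 0.124 with an estimated correlation). At PND 0 the median was -0.06 log2 (limma camera, adjusted p = 0.157) and at PND 3 -0.02 log2 (adjusted p = 0.59), with 0 genes passing at either age (0 adjusted over the list alone, limma). Without WT replicate 2 of PND 3 the list lies higher at PND 3 (limma camera, Benjamini-Hochberg adjusted p = 0.000451). *Syk*, a kinase gene of immune receptors, lay higher at PND 42 by 0.98 log2 (SE 0.17, adjusted p = 0.00337), just under 2-fold. *Clec4n*, the dectin-2 gene, was higher at PND 10 by 1.25 log2 (SE 0.22, adjusted p = 0.00976), a call lost when single arrays are left out (highest adjusted p = 0.111), limma with Benjamini-Hochberg adjustment. The study chose this list on these samples, so it is no independent evidence of direction.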

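In whole lung *Chia1*, the acidic chitinase gene of epithelium, stood at 9.52 ± 0.31 in *Scnn1b*-Tg and 7.64 ± 0.52 log2 in WT at PND 42 (n = 3 pools each), while at PND 10 it differed by -0.35 log2 (SE 0.29, adjusted p = 0.865), limma with Benjamini-Hochberg adjustment. *Cxcl5*, an epithelial chemokine gene for neutrophils, lay higher at PND 3, 10 and 42 by 1.16 log2 (SE 0.67, adjusted p = 0.76), 1.79 log2 (SE 0.67, adjusted p = 0.341) and 0.94 log2 (SE 0.67, adjusted p = 0.707), and *Ltf*, the lactoferrin gene, at PND 10 and 42 by 1.11 log2 (SE 0.41, adjusted p = 0.341) and 1.67 log2 (SE 0.41, adjusted p = 0.0583), limma with Benjamini-Hochberg adjustment. Among genes for which the paper finds signal in both lung and macrophages, *Ccl3*, a chemokine gene, lay higher in whole lung by 2.61 log2 (SE 0.65, adjusted p = 0.0797) at PND 10 and 2.66 log2 (SE 0.65, adjusted p = 0.053) at PND 42. *Chil1*, a chitinase-like gene, lay higher by 0.20 log2 (SE 0.31, adjusted p = 0.962) and 1.13 log2 (SE 0.31, adjusted p = 0.092), and *Tnfrsf9*, a costimulatory receptor gene, by 0.72 log2 (SE 0.43, adjusted p = 0.722) and 1.08 log2 (SE 0.43, adjusted p = 0.343), limma with Benjamini-Hochberg adjustment. Of these 6 genes only *Chia1* passed, at PND 42. The macrophage arrays were not analysed here, so the values say nothing on the source of each transcript.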

While this analysis shows robust activation of the GO node related to *Scnn1b*-Tg expression, careful gene-level evaluation of these signatures revealed that they were primarily derived from either whole lung, e.g.*, Cxcl5, Chia,* and *Ltf*, or macrophages (many), with only a few genes producing signal from both tissues, e.g.*, Ccl3*, *Chi3l1*, and *Tnfrsf*9 (Additional file 3: Table S3). Overall, macrophages exhibited more robust signals than whole lung, with both up-regulated and a small number of down-regulated genes identified. Because we had seen activation of a number of macrophage markers in whole lung (Additional file 3: Table S1), we hypothesized that much of the signal detected from whole lung originated from the activated macrophage population. However, it is clear from our data (Additional file 3: Table S3) that for most DEGs, the epithelial/parenchymal compartment and the macrophages uniquely contribute to the inflammatory signaling in response to airway mucus obstruction. Within each tissue, as for the M1 and M2 genes (Figure 5), DEGs tended to differ across time, e.g.*,* genes robustly signaling in macrophages at PND 0, which were enriched for KEGG "pancreatic cancer" pathways containing *Tgfb2* (not shown), were substantially different than those signaling at PND 3 (enriched for KEGG pathways containing *Il6* and *Tnf* such as those involved in NOD-like and Toll-like receptor signaling), and those signaling at PND 42 (enriched for KEGG pathway "chemokine signaling" containing *Ccr7, Ccr5*, and *Arrb1*). While a detailed analysis of all of the potential mechanistic insights provided by this report is beyond the scope of this publication, this study provides a framework for future efforts directed at individual signaling molecules and further highlights the usefulness of this model for a variety of pulmonary disease research questions.

**Figure 6:**
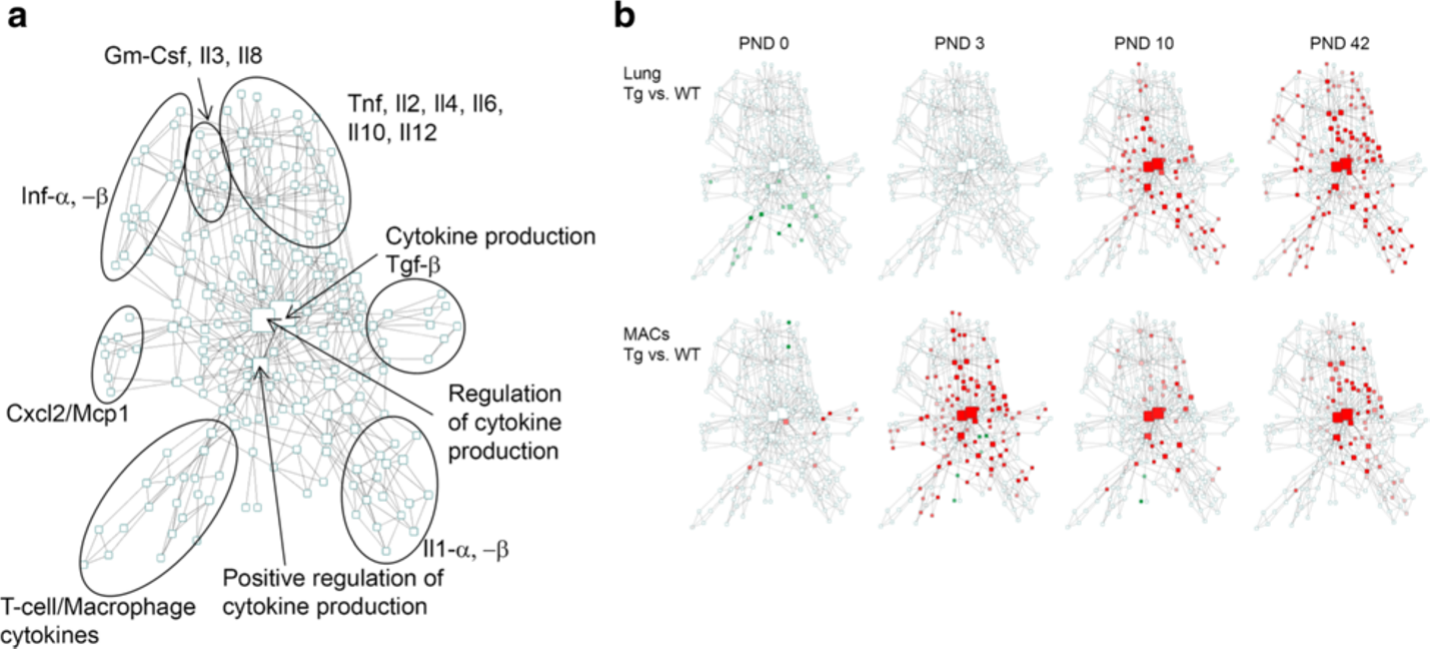
**Dynamics of inflammatory phenotype in the** ***Scnn1b*** **-Tg mouse as represented by cytokine production GO node. (a)** The children nodes of the "Cytokine Production" node of the Gene Ontology biological process were arranged as clusters of connected entities (boxes) according to the hierarchy of GO terms, and visualized in Cytoscape. Each box represents a GO term and associated genes as defined by the GO annotation. Only functional GO terms containing at least 3 annotated genes were included. **(b)** Activation of the "Cytokine Production" GO node in *Scnn1b*-Tg mice in the two tissues studied across time. Red indicates the nodes within this GO cluster that are significantly enriched with annotated genes up-regulated in the *Scnn1b*-Tg mice with the intensity of the color reflecting the significance of the collective shifts of annotated genes to up-regulation (darker = more significant), as reflected by GSEA FDR values. Green represents collective shifts of annotated genes to down-regulation in the *Scnn1b*-Tg mice compared to WT as determined by GSEA.

#### *Scnn1b*-Tg macrophage gene signatures were comparable but more robust in GF vs. SPF environment

GF macrophages from either WT or *Scnn1b*-Tg mice were very similar compared to their SPF counterparts (Figure 3c), and only 32 genes were differentially expressed across the four groups at the selected significance threshold (Figure 7a). This result is significant because it demonstrates that macrophage activation, at least in the chronic disease state present at PND 42, is not dependent upon the presence of microbes or microbe-derived products, consistent with our previous discussion. By extension, macrophage activation at this stage must be in response to the consequence of epithelial transgene overexpression, namely, airway surface dehydration and the resultant mucus stasis. The gene expression findings are consistent with previous histological analysis in the GF *Scnn1b*-Tg colony [13] and reinforce our hypothesis that, if airway surfaces are dehydrated, static mucus itself and/or abiotic materials concentrated in dehydrated mucus, trigger and maintain lung inflammation and airway remodeling.

**Figure 7:**
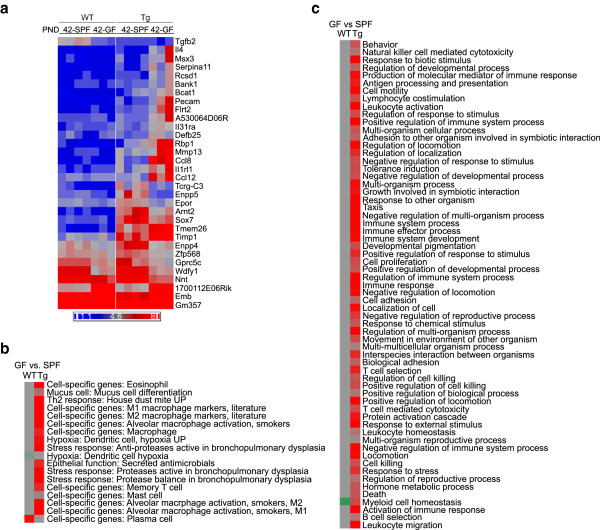
**Gene expression patterns in germ-free (GF) macrophages compared to specific-pathogen free (SPF) environments. (a)** Unsupervised hierarchical clustering of the small set of DEGs that are either differentially expressed between SPF and GF WT macrophages (shown on left) or between SPF and GF *Scnn1b*-Tg macrophages (shown on right) purified from PND 42. Gene symbols are shown to the right. Each column represents expression from a single microarray (n = 3 for GF; n = 4 for SPF). Filtering for DEGs and colors are as described as in Figure 2. GSEA analyses for custom gene-set **(b)** and multiple immune system pathway **(c)** and Gene Ontology annotations comparing SPF versus GF WT macrophages (left column) or SPF versus GF *Scnn1b*-Tg macrophages (right column). Color coding and significance parameters were as in Figure 4. The corresponding data can be found in Additional file 8: Results file S6.

While the differential gene expression in the GF macrophages was qualitatively similar between the GF and SPF *Scnn1b*-Tg macrophages (Figure 3; Additional file 1: Figure S7a), the quantitative fold-change was higher in GF compared to SPF *Scnn1b*-Tg mice, and GSEA analysis showed a more robust up-regulation of custom gene set (Figure 7b; Additional file 1: Figure S7a) and multiple immune system (Figure 7c) pathways in macrophages from GF compared to SPF *Scnn1b*-Tg mice (Additional file 8: Results file S6). We speculate that the absence of environmental bacteria and their products altered the homeostatic mechanisms that normally prevent excessive activation of resident macrophages, predisposing GF mice to exaggerated responses to external challenges, including airway surface dehydration (Additional file 1: Figure S7b). These findings are congruent with excessive activation as a key feature of gut inflammatory responses in mice raised in germ-free conditions and they highlight the role of endogenous microflora in establishment of immune homeostasis in the lung as well [56].

## Conclusion

The gene expression analyses reported here provide a global appreciation for the complexity of the development of lung disease in the *Scnn1b*-Tg model. Importantly, the initiating stimulus in the model, i.e., mucus dehydration, is present during early postnatal life, allowing unique investigations into the relationships between a defined disease stimulus (airway surface dehydration) and postnatal lung development. This feature, which leads to emphysema, provides a setting to study the pathogenic crosstalk between mucus obstructed and inflamed airways and alveoli, processes that are likely important in children with BPD, CF, and COPD-like pediatric diseases. The Th1 airway inflammation produced as part of the "insult" transmitted from the airways to the alveolar compartments is a likely culprit in the *Scnn1b*-Tg mice. Our studies also reveal macrophages as early responders to airway mucus stasis and as possible communicators of inflammatory signals from the airways to the alveoli.

In contrast, the gene expression changes identified during the chronic stage of disease are more reflective of typical adult onset muco-obstructive lung diseases. Moving forward, separating the two phase of disease will be necessary to define pathogenic mechanisms. The complexity of gene signatures additionally point toward the necessity of considering cell-specific, and even site-specific, signals in future studies. Further evaluation of cell-specific lineages, including those of airway epithelial cells and macrophages purified from different lung compartments (e.g.*,* airways *vs* alveolar, mucus embedded *vs* free), will be invaluable to generate an integrated picture of the pathways leading to lung disease in this model and likely inform translational therapeutic efforts.

### Availability of supporting data

Data Repository: Please use the following URL in order to access our private GEO database. " http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47551".

Additional Supporting Data Files: This file summarizes the information about supplemental files associated with the manuscript titled: "Gene Expression in Whole Lung and Pulmonary Macrophages Reflects the Dynamic Pathology Associated with Airway Surface Dehydration".

## Authors’ information

Co-senior authors: Wanda K O’Neal and Richard C Boucher.

## Electronic supplementary material

Additional file 1: Figure S1: Principal component analysis (PCA). PCA of gene expression from WT and *Scnn1b*-Tg whole lung and purified BAL macrophages. **Figure S2.** Lung Gene Set Enrichment Analysis (GSEA). Heatmap representing top level GO and more stringent GSEA enrichment signals in whole lung between WT and *Scnn1b*-Tg mice at the four times studied. To fit the result into a legible figure, only top level (1 and 2 levels down from the root vocabulary term) GO biological processes and more stringent enrichment score were used as a functional annotation for this figure (Additional file 4: Results file S2). Results were considered significant when FDR < 1%. The FDR values were converted into enrichment scores by the formula: score = 0.01 – (0.9 * FDR). Red and green indicate up- and down- regulation, respectively. **Figure S3.** Macrophage Purification. Representative images showing (a) freshly isolated, unprocessed cells from BALF, (b) purified Ly6G-negative macrophages, and (c) Ly6G positive cells after removal of the Ly6G negative cells shown in (b). **Figure S4.** GSEA from purified macrophages. Heatmap representing top level GO signals in macrophages between WT and *Scnn1b*-Tg mice at the four times studied (Additional file 4: Results file S2). Details of the analysis are provided in legend to Additional file 5: Figure S2. **Figure S5.** Western blot analyses for M2 macrophage activation markers (Chi3l3, Chi3l4 and Retnla) on protein extracts from purified macrophages from PND 42 WT and *Scnn1b*-Tg mice. **Figure S6.** Heat-map of fold changes between *Scnn1b*-Tg and WT mice across tissues of expressed genes (Additional file 7: Results file S5) in the "Cytokine Production" GO node, whose mean log2 intensities are greater than 5 in at least one sample group in whole lung or macrophages. **Figure S7.** M1 and M2 macrophage-activation gene signatures in germ-free (GF) and specific pathogen free (SPF) mice.

Additional file 2: Results file S1: This excel file contains tables of log2 normalized intensity values for named genes used to generate hierarchical clustering heat-maps in figures indicated by the name of the tables. The original excel file for further analyses will be made available in the supplementary section. To generate the heat-maps, choose one of the 3 gene identifier columns, e.g. "gene symbol" and save the spreadsheet table as tab-delimited text file as input to any software tool designed to clustering microarray data. "Lung_Fig1b_time_cluster" worksheet (for Figure 1b), "Lung_Fig2_BvsWT_cluster" worksheet (for Figure 2), "MAC_Fig3b_time_cluster" worksheet (for Figure 3b), "MAC_Fig3c_BvsWT_cluster" worksheet (for Figure 3c).

Additional file 3: Table S1: Functional and Gene Ontology Terms associated with the differentially expressed genes between *Scnn1b*-Tg and WT whole lung as outlined in Table 3. Functional categories are based upon author annotations from a literature review. **Table S2.** Percent Cell Counts (Percentage) on Purified Macrophage Fractions. **Table S3.** Top cytokine signaling gene level table corresponding to the "Cytokine Signaling" Gene Ontology pathway results for differential gene expression in whole lung and macrophages comparing *Scnn1b*-Tg mice to WT at the time points indicated. Genes are grouped into categories based upon the characteristics defined in the headings. Genes are only shown if the fold-change was ±2-fold for any condition. Light red indicates up-regulation in *Scnn1b*-Tg compared to WT. Green indicates down-regulation.

Additional file 4: Results file S2: This excel file contains tables of converted enrichment significance score from GSEA results for clustering analysis. The names of the individual worksheets indicate corresponding figures (Figure 4a and b; Figures S2 and S4) that show the clusters based on the specific data. For each table, GSEA results from relevant individual comparisons were extracted using a specified FDR cutoff, *T* (e.g. 0.1 or 0.01) in at least one of the comparisons. The pooled FDR values (*F*) were then converted to the enrichment score (*S*) by the following formula: *S* = *T* – (0.9 * *F*) contained in these tables for clustering.

Additional file 5: Results file S3: This excel file containing custom gene sets using in the GSEA analysis described in the manuscript. The supporting files containing literature reference can be found in Additional file 5: Results file S3 References. The format is in .gmt as documented by GSEA ( http://www.broadinstitute.org/gsea/). To use them in GSEA analysis, export the table from Excel as tab-delimited text file, then rename the text file with .txt extension to .gmt file, and use as GSEA input according to GSEA user guide.

Additional file 6: Results file S4: This excel file containing expression values of M1 and M2 custom gene set in macrophages and whole lung that were used to generate Figure 5 and Additional file 1: Figure S7.

Additional file 7: Results file S5: This excel file contains data tables for Figure 6. For each comparison between *Scnn1b*-Tg vs WT, GSEA enrichment summary tables (consult http://www.broadinstitute.org/gsea/ documentation for output format) GO biological process terms branching off from "Cytokine production" were copied into each spreadsheet table as indicated in the table name. To regenerate the results, GO terms were displayed as connected networks by Cytoscape ( http://www.cytoscape.org/) and the FDR values were used to convert to enrichment scores described above, from each GSEA summary table saved as tab-delimited text files were used to decorate the GO term nodes as color intensities. The fold change values for "Cytokine production" genes were filtered at minimal of 1.5 fold change between *Scnn1b*-Tg and WT mice for at least 1 time point, then used for clustering in Additional file 1: Figure S6 are in "CytoGene_fold_change_1.5" worksheet.

Additional file 8: Results file S6: This excel file contains log2 normalized intensity values of genes in macrophages from GF and SPF conditions. This data was used to generate Figure 7.

# Supplementary material for: Gene expression in whole lung and pulmonary macrophages reflects the dynamic pathology associated with airway surface dehydration
**Source:** BMC Genomics. 2014 Sep 10;15(1):726. doi: 10.1186/1471-2164-15-726
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1: Principal component analysis (PCA). PCA of gene expression from WT and Scnn1b-Tg whole lung and purified BAL macrophages. Figure S2. Lung Gene Set Enrichment Analysis (GSEA). Heatmap representing top level GO and more stringent GSEA enrichment signals in whole lung between WT and Scnn1b-Tg mice at the four times studied. To fit the result into a legible figure, only top level (1 and 2 levels down from the root vocabulary term) GO biological processes and more stringent enrichment score were used as a functional annotation for this figure (Additional file 4: Results file S2). Results were considered significant when FDR < 1%. The FDR values were converted into enrichment scores by the formula: score = 0.01 – (0.9 * FDR). Red and green indicate up- and down- regulation, respectively. Figure S3. Macrophage Purification. Representative images showing (a) freshly isolated, unprocessed cells from BALF, (b) purified Ly6G-negative macrophages, and (c) Ly6G positive cells after removal of the Ly6G negative cells shown in (b). Figure S4. GSEA from purified macrophages. Heatmap representing top level GO signals in macrophages between WT and Scnn1b-Tg mice at the four times studied (Additional file 4: Results file S2). Details of the analysis are provided in legend to Additional file 5: Figure S2. Figure S5. Western blot analyses for M2 macrophage activation markers (Chi3l3, Chi3l4 and Retnla) on protein extracts from purified macrophages from PND 42 WT and Scnn1b-Tg mice. Figure S6. Heat-map of fold changes between Scnn1b-Tg and WT mice across tissues of expressed genes (Additional file 7: Results file S5) in the "Cytokine Production" GO node, whose mean log2 intensities are greater than 5 in at least one sample group in whole lung or macrophages. Figure S7. M1 and M2 macrophage-activation gene signatures in germ-free (GF) and specific pathogen free (SPF) mice.

Figure S1

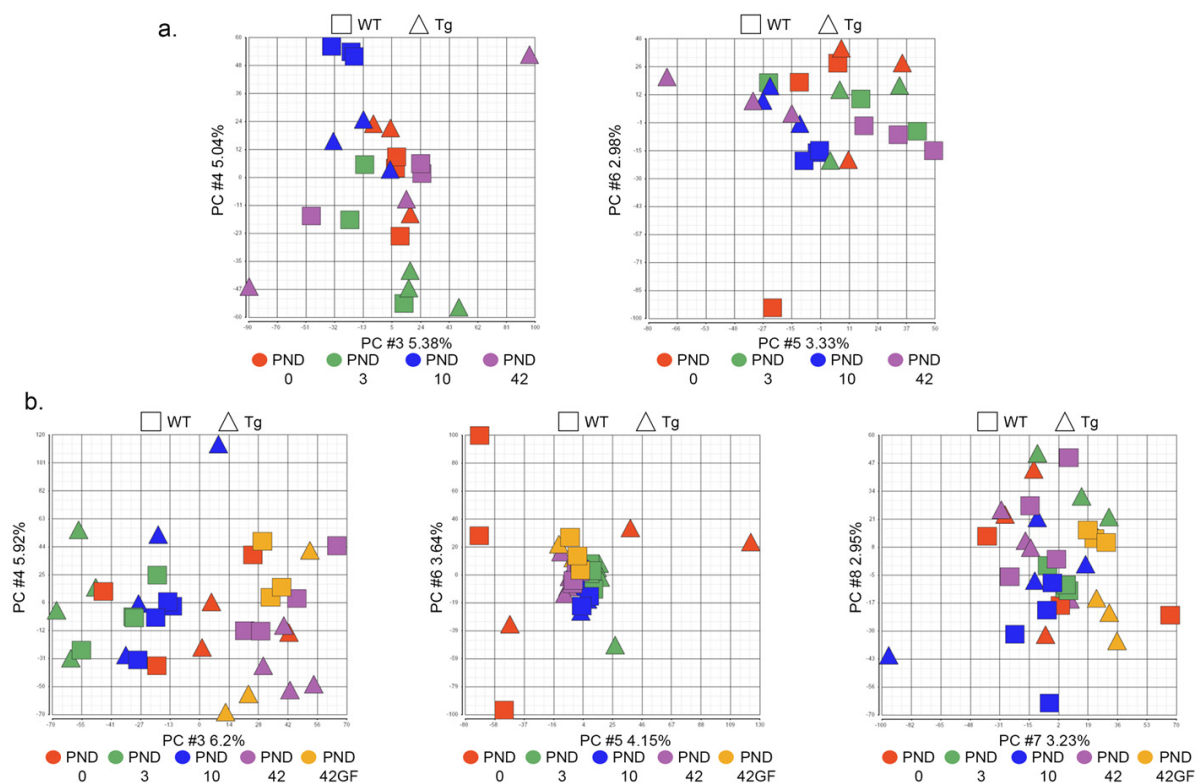

**Figure S1.** Principal component analysis (PCA). PCA of gene expression from WT and Scnn1b-Tg whole lung and purified BAL macrophages at PND 0, 3, 10, and 42 plotted in two-dimensional space for the selected groups of principal components (PCs; shown on the X and Y axis). (a) PCA of gene expression from WT and Scnn1b-Tg whole lungs using PC #3 and 4 (left) and PC #5 and 6 (right). (b) PCA of gene expression for isolated macrophages from WT and Scnn1b-Tg mice for PCAs as indicated on the axis. Squares = WT; Triangles = Scnn1b-Tg. Age is designated by color: PND0 (red), PND 3 (green), PND 10 (blue), and PND42 (purple). PND 42 macrophages from germ-free (GF) mice are orange. Each symbol represents the results of a single microarray, which for whole lung represents pools of individual mice as described in the methods.

Figure S2

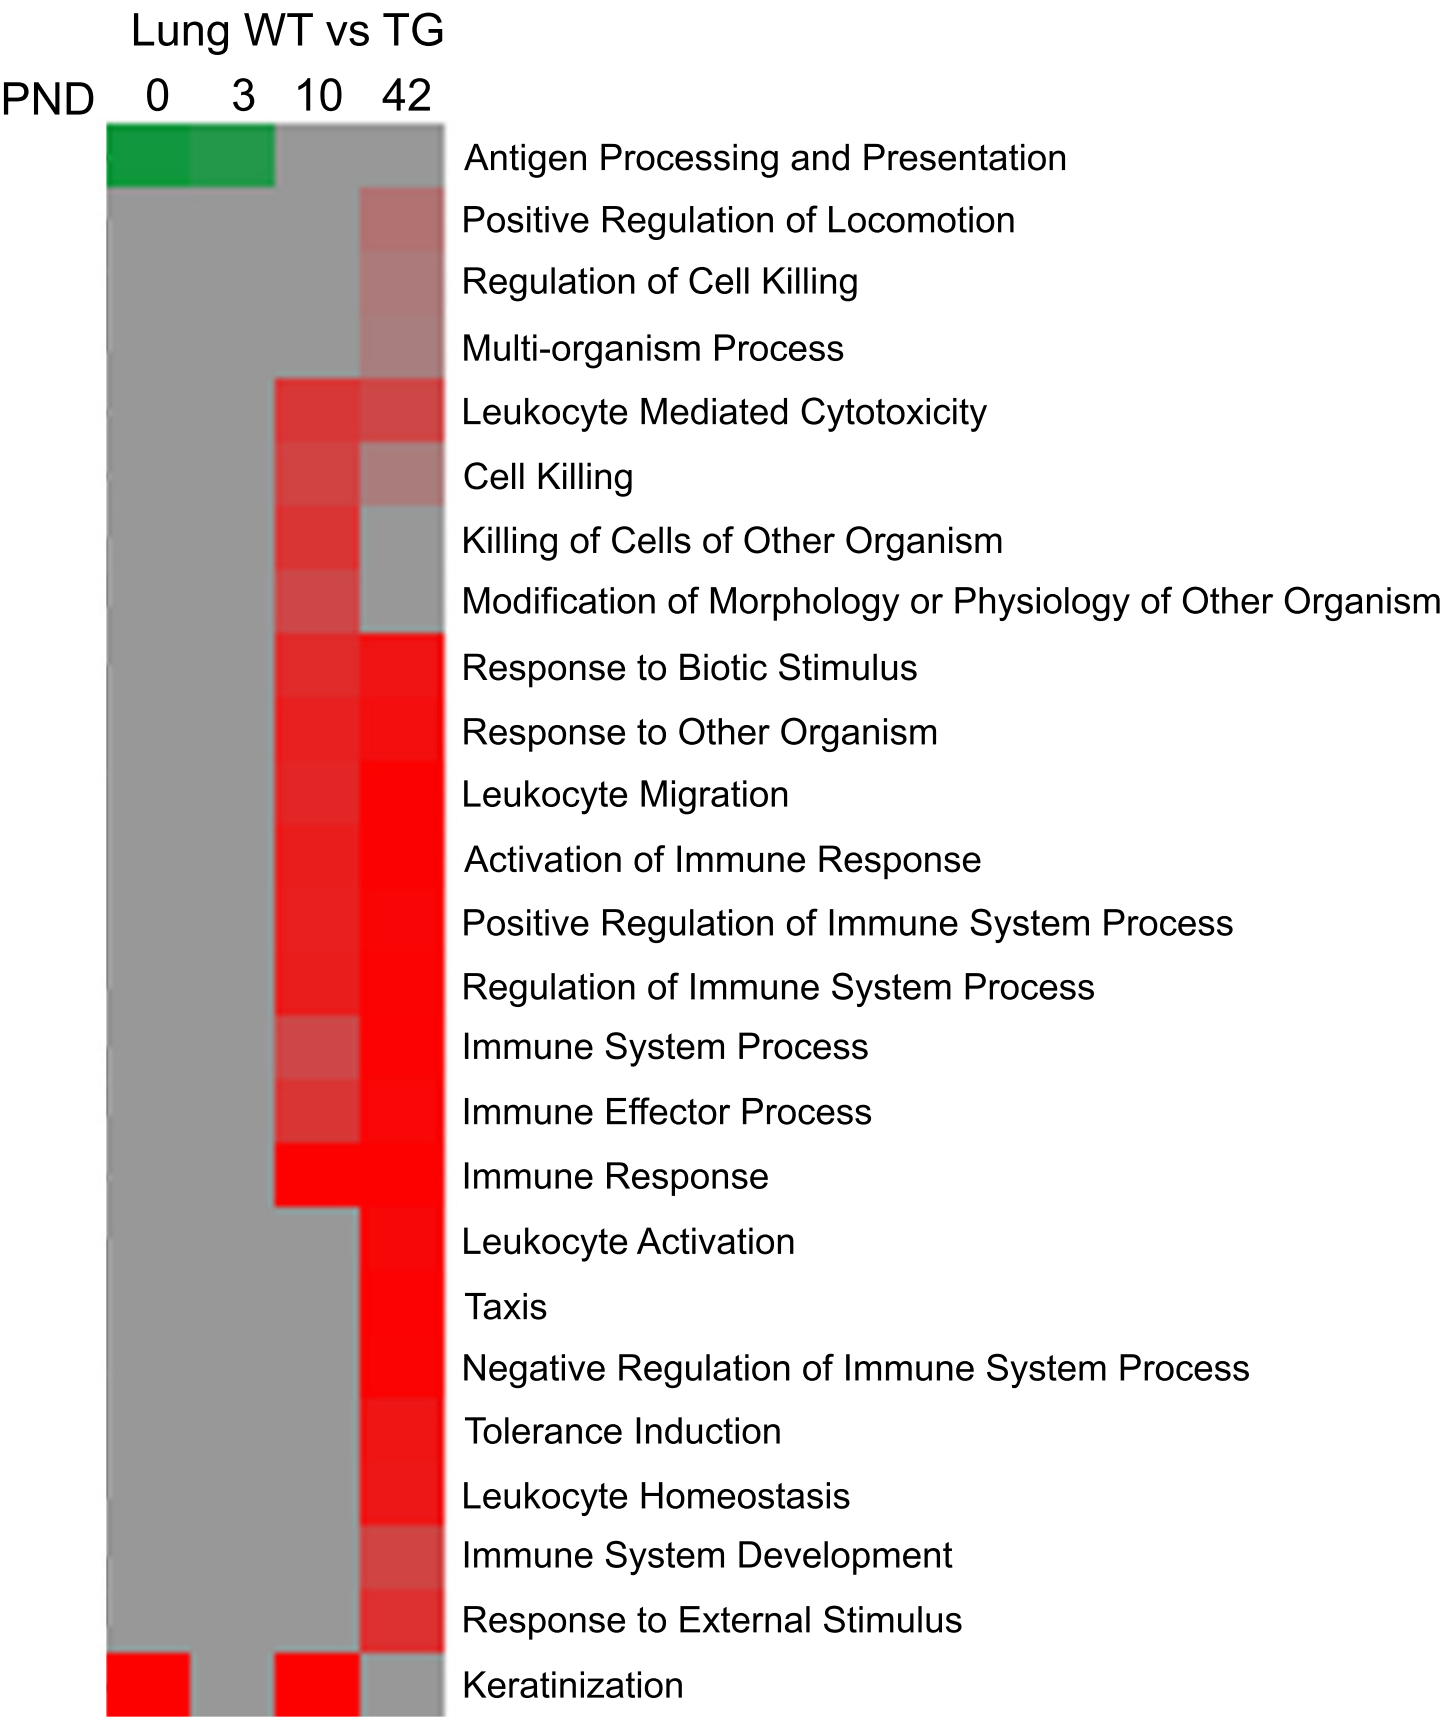

Figure S3

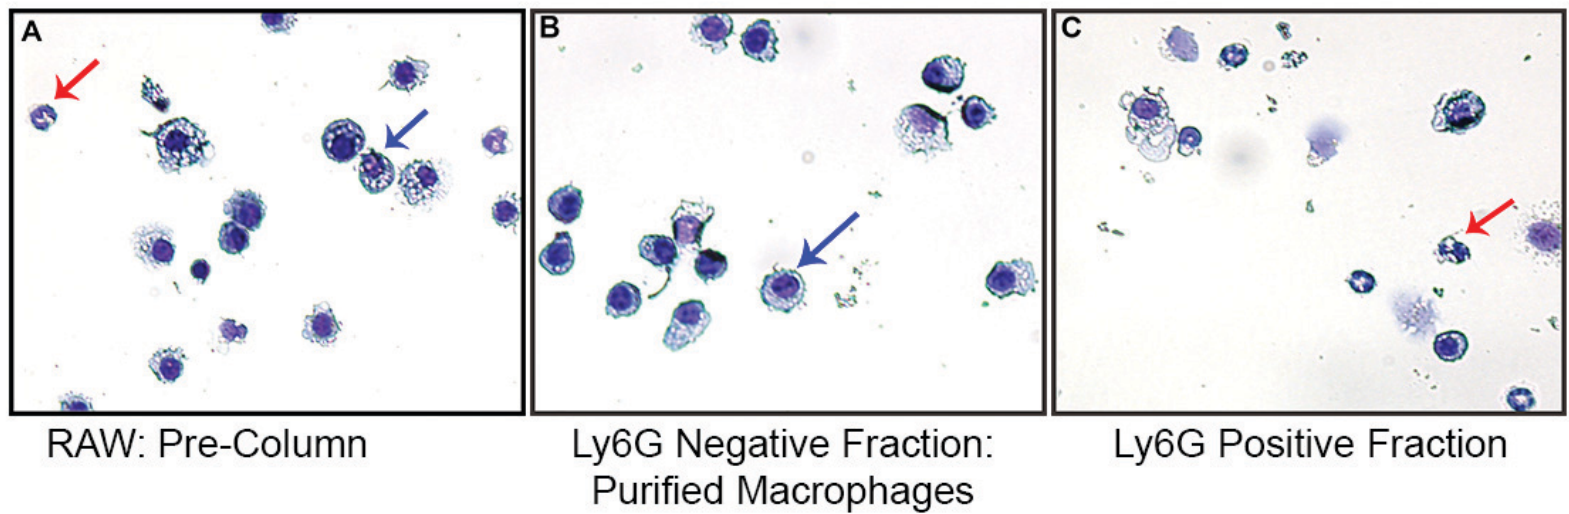

**Figure S4**

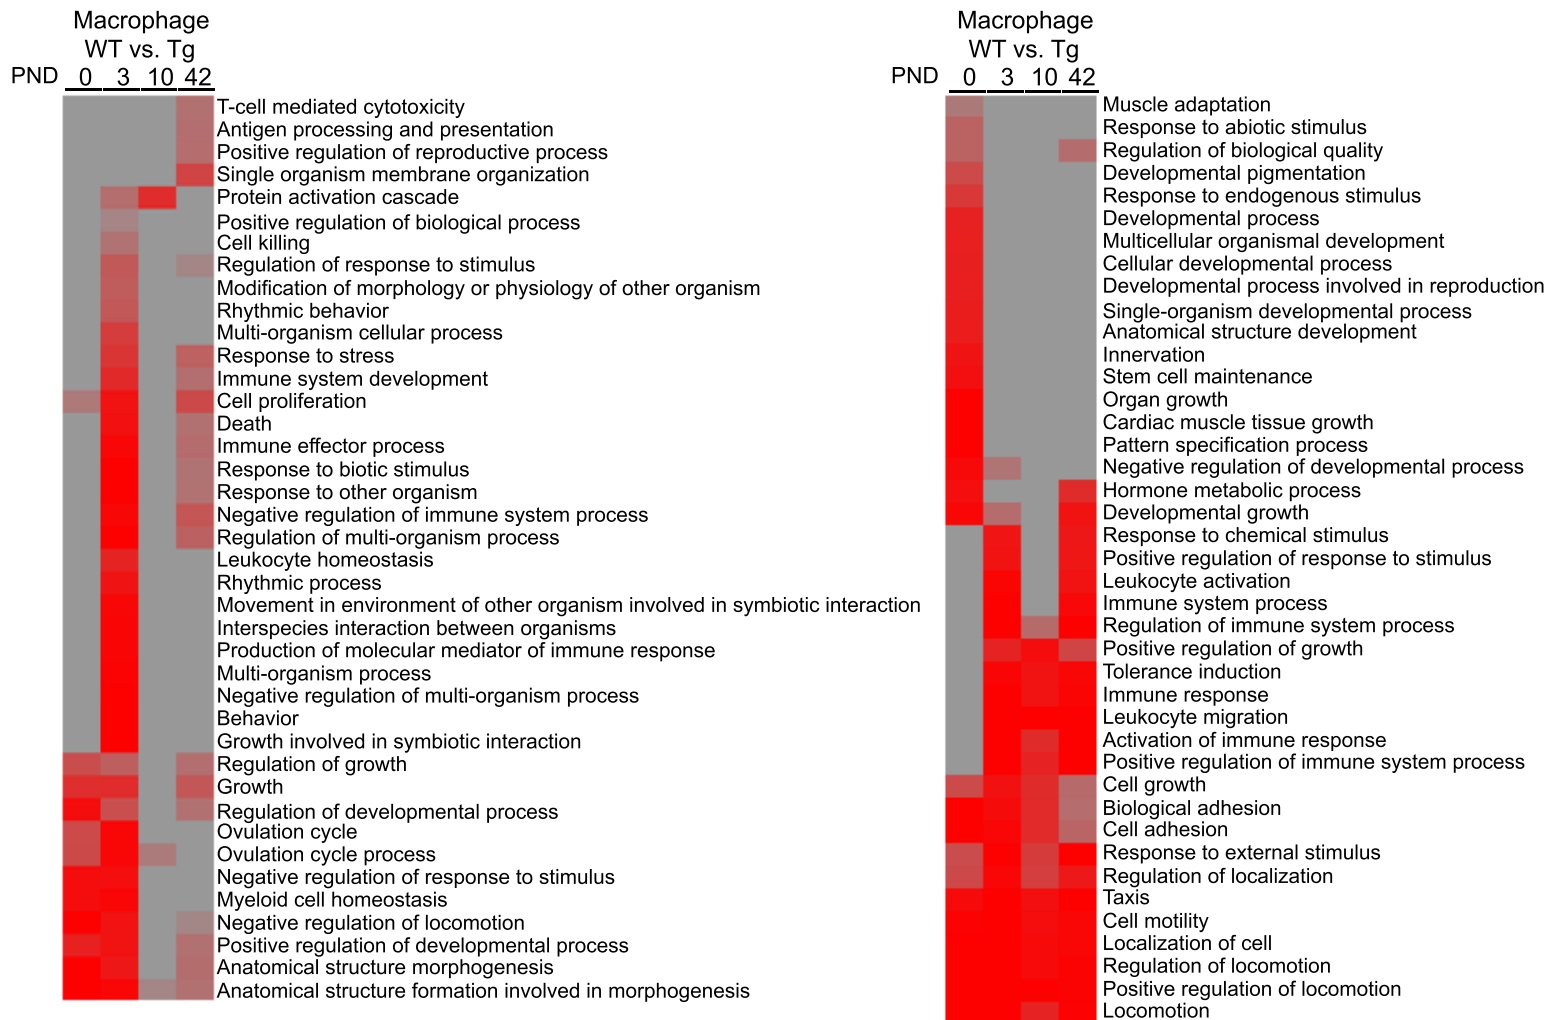

**Figure S5**

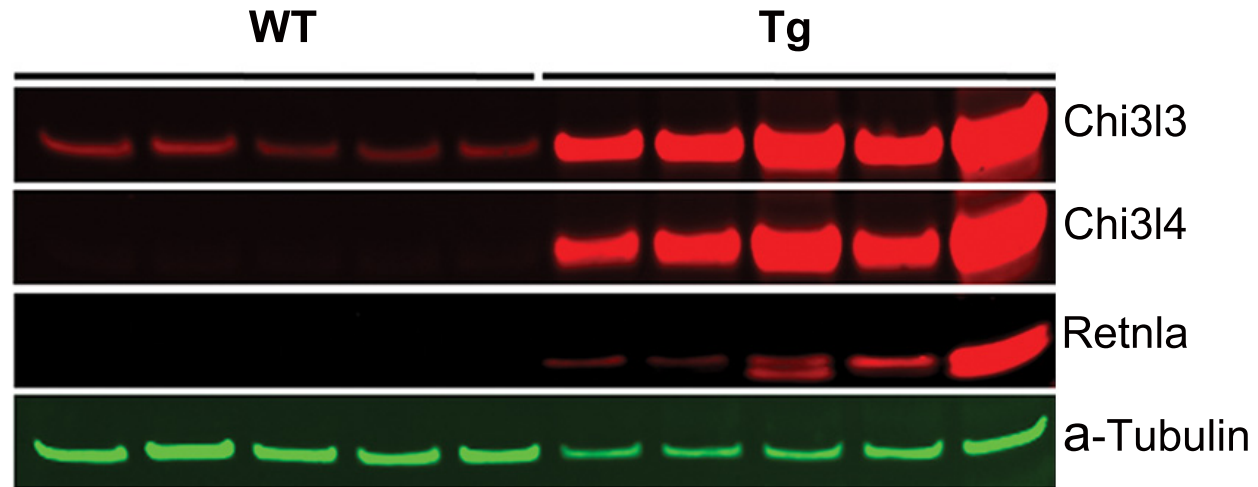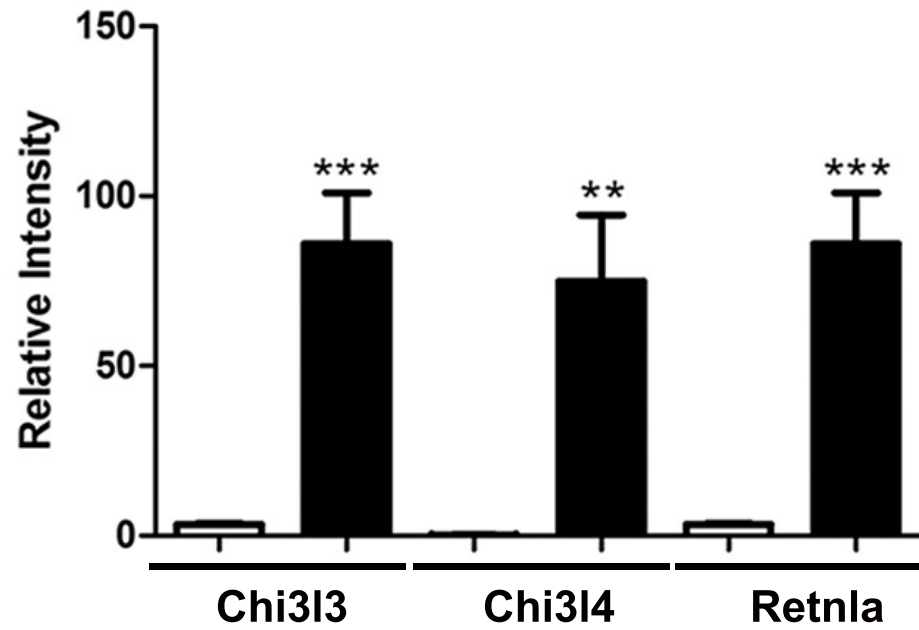

The graph shows the densitometric quantification of the western data. \*\* =  $p < 0.01$ ; \*\*\* =  $p < 0.001$ .

Figure S6

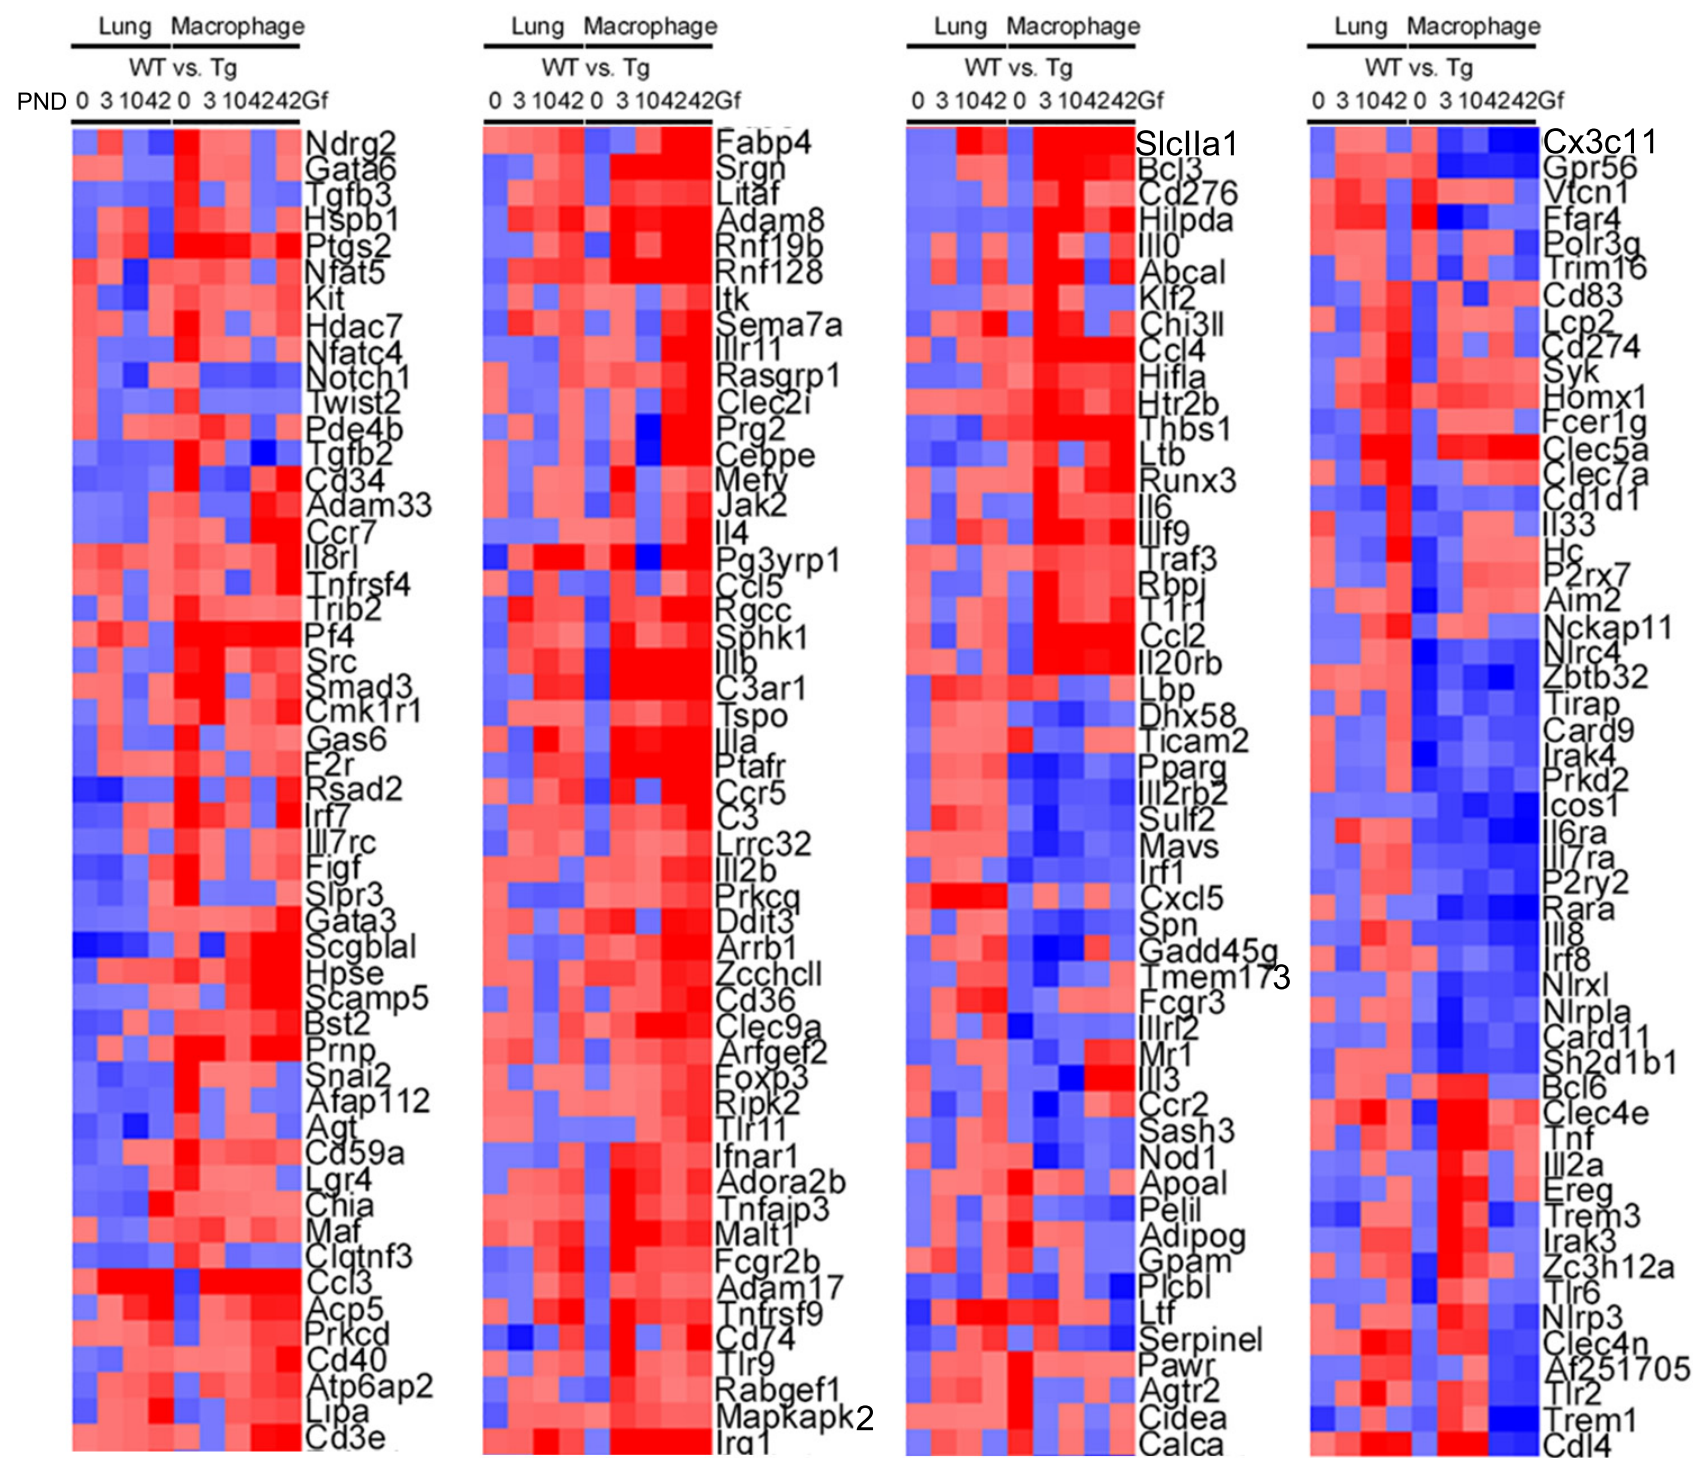

Figure S7

a.

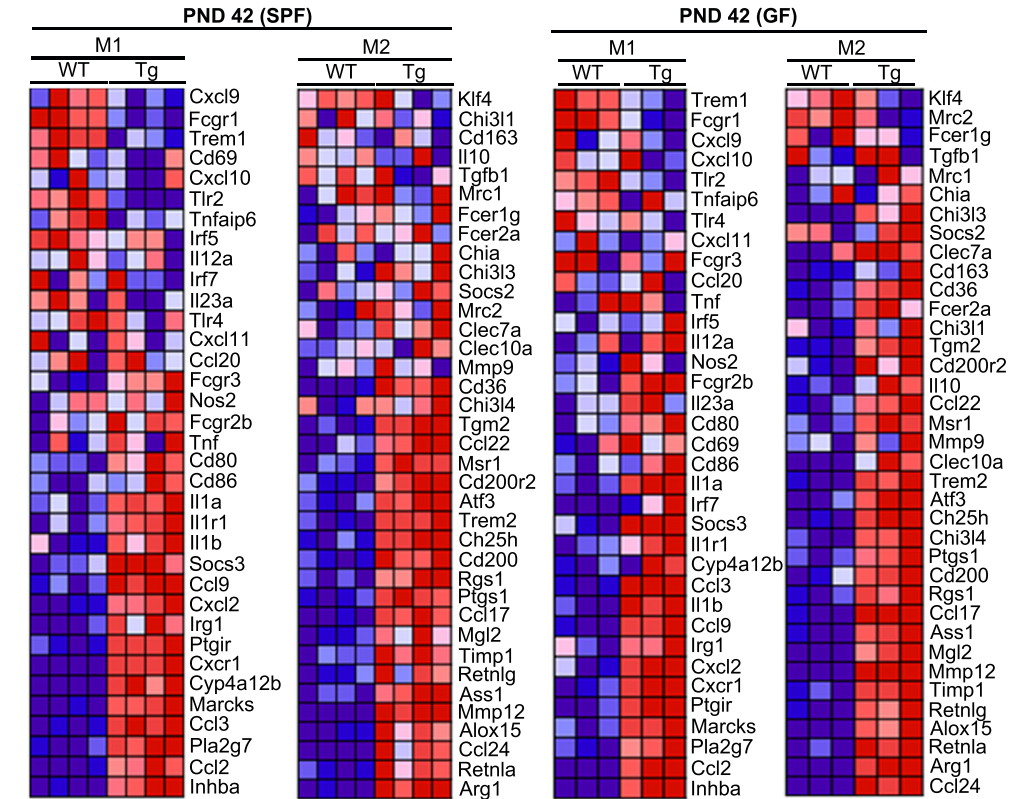

b.

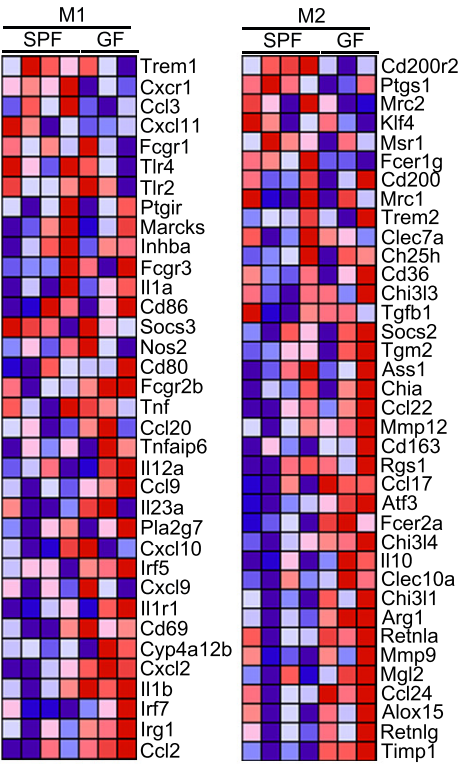

Heat-maps from normalized expression values of M1 and M2 macrophage-activation-related genes (see gene list in Additional file 6: Results file S3 under headings “Macrophage M1 Activation” and “Macrophage M2 Activation”). Higher and lower expression is represented by red and blue, respectively; with each individual heat-map produced separately (each heat-map has its own unique range of values indicated by dark blue to bright red). The corresponding data can be found in Additional file 7: Results file S4. Each column represents data from one array (n = 3 for GF macrophages and lung; n = 4 for SPF macrophage groups for each genotype), with WT or Scnn1b-Tg (Tg) status listed above the columns. Each row represents a single gene.

# Supplementary material for: Gene expression in whole lung and pulmonary macrophages reflects the dynamic pathology associated with airway surface dehydration
**Source:** BMC Genomics. 2014 Sep 10;15(1):726. doi: 10.1186/1471-2164-15-726
**Supplement:** Supplementary file 3 — Additional file 3: Table S1: Functional and Gene Ontology Terms associated with the differentially expressed genes between Scnn1b-Tg and WT whole lung as outlined in Table 3. Functional categories are based upon author annotations from a literature review. Table S2. Percent Cell Counts (Percentage) on Purified Macrophage Fractions. Table S3. Top cytokine signaling gene level table corresponding to the "Cytokine Signaling" Gene Ontology pathway results for differential gene expression in whole lung and macrophages comparing Scnn1b-Tg mice to WT at the time points indicated. Genes are grouped into categories based upon the characteristics defined in the headings. Genes are only shown if the fold-change was ±2-fold for any condition. Light red indicates up-regulation in Scnn1b-Tg compared to WT. Green indicates down-regulation.

| Table 1. Functional and Gene Ontology Terms associated with the differentially expressed genes between <i>Scnn1b</i> -Tg and WT whole lung as outlined in main text Table 4. Functional categories are based upon author annotations from a literature review. |                                    |   |         |                                                                                                                                                                                                      |                                                                                                                                                                                                                                                                                                                          |            |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------|---|---------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| Gene name                                                                                                                                                                                                                                                      | Functional categories <sup>1</sup> |   | Gene ID | GO Terms                                                                                                                                                                                             | Brief description                                                                                                                                                                                                                                                                                                        | References |
| <i>9930013<br/>L23Rik</i>                                                                                                                                                                                                                                      | 6                                  |   | 80982   |                                                                                                                                                                                                      | Protein: KIAA1199; deafness gene; hyaluronan binding protein                                                                                                                                                                                                                                                             | (1)        |
| <i>Muc5ac</i>                                                                                                                                                                                                                                                  | 1                                  | 2 | 17833   |                                                                                                                                                                                                      | Secreted airway mucin known to be up-regulated in <i>Scnn1b</i> -Tg mice.                                                                                                                                                                                                                                                | (2)        |
| <i>Gm22843</i>                                                                                                                                                                                                                                                 | 6                                  |   | -       |                                                                                                                                                                                                      | Potassium channel homologue                                                                                                                                                                                                                                                                                              | None       |
| <i>Phxr4</i>                                                                                                                                                                                                                                                   | 6                                  |   | 18689   |                                                                                                                                                                                                      | No known function. Originally cloned from mouse spleen.                                                                                                                                                                                                                                                                  | (3)        |
| <i>Awat1</i>                                                                                                                                                                                                                                                   | 5                                  | 6 | 245533  | <i>GO:0006629 lipid metabolic process</i>                                                                                                                                                            | Esterifies long chain (wax) alcohols to produce wax esters.                                                                                                                                                                                                                                                              | (4)        |
| <i>Tm4sf19</i>                                                                                                                                                                                                                                                 | 6                                  |   | 277203  |                                                                                                                                                                                                      | Involved in endocrine pancreatic differentiation.                                                                                                                                                                                                                                                                        | (5)        |
| <i>Ear11</i>                                                                                                                                                                                                                                                   | 3                                  | 4 | 93726   | <i>GO:0006935 chemotaxis</i>                                                                                                                                                                         | Granule-derived secretory protein; alarmin that activates TLR2; alerts adaptive immune system toward Th2 responses. Clca3, Chi3l4, and Ear11 were the first lung biomarkers to increase in an asthma model and last biomarkers to decline in response to therapy; produced from alveolar macrophages after Th2 challenge | (6,7)      |
| <i>Fbp1</i>                                                                                                                                                                                                                                                    | 6                                  |   | 14121   | <i>GO:0008152 metabolic process</i><br><i>GO:0005975 carbohydrate metabolic process</i>                                                                                                              | A gluconeogenesis regulatory enzyme.                                                                                                                                                                                                                                                                                     | None       |
| <i>Mgl2</i>                                                                                                                                                                                                                                                    | 3-M2                               | 4 | 216864  |                                                                                                                                                                                                      | C-type lectin receptor: specifically recognizes N-acetylgalactosamine (GalNAc) and galactose. Up-regulated in M2-polarized mouse macrophages.                                                                                                                                                                            | (8-10)     |
| <i>BC048546</i>                                                                                                                                                                                                                                                | 6                                  |   | 232400  | <i>GO:0010466 negative regulation of peptidase activity</i>                                                                                                                                          | Proteinase inhibitor; unknown function; possible involvement with surfactant protein D immune complexes.                                                                                                                                                                                                                 | (11)       |
| <i>Gp2</i>                                                                                                                                                                                                                                                     | 1                                  | 3 | 67133   |                                                                                                                                                                                                      | Transcytotic receptor for mucosal antigens (M cells); modulates innate and adaptive immune responses in gut.                                                                                                                                                                                                             | (12,13)    |
| <i>Ighv8-12</i>                                                                                                                                                                                                                                                | 3                                  |   | 780960  |                                                                                                                                                                                                      | Immunoglobulin heavy variable chain V8-12                                                                                                                                                                                                                                                                                | none       |
| <i>Cxcr1</i>                                                                                                                                                                                                                                                   | 3                                  |   | 227288  | <i>GO:0007186 G-protein coupled receptor signaling pathway</i><br><i>GO:0007165 signal transduction</i><br><i>GO:0007166 cell surface receptor signaling pathway</i><br><i>GO:0006935 chemotaxis</i> | Human homologue is receptor for interleukin-8; mediates and regulates inflammatory responses                                                                                                                                                                                                                             | (14,15)    |

|          |      |   |        |                                                                                                                                                                                                                       |                                                                                                                                                                                                                                   |                                           |
|----------|------|---|--------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------|
| Ch25h    | 3-M2 | 5 | 12642  | GO:0008202 steroid metabolic process<br>GO:0006633 fatty acid biosynthetic process<br>GO:0055114 oxidation-reduction process<br>GO:0006629 lipid metabolic process                                                    | Cholesterol 25-hydroxylase; Component of regulatory network that modulates magnitude of innate immunity and intensity of subsequent adaptive responses. Produces oxysterols (immune regulators). Couples to Stat1 in macrophages. | (16-18)                                   |
| Slc26a4  | 1    | 4 | 23985  | GO:0006820 anion transport<br>GO:0006810 transport<br>GO:0055085 transmembrane transport<br>GO:0034220 ion transmembrane transport<br>GO:0009887 organ morphogenesis<br>GO:0032880 regulation of protein localization | Pendrin; Cl <sup>-</sup> /HCO <sup>-3</sup> transporter; expressed in the bronchial epithelium following exposure to Th2 cytokines. Up-regulated in human asthma                                                                  | (19,20)                                   |
| Sncg     | 6    |   | 20618  | GO:0007268 synaptic transmission<br>GO:0050808 synapse organization                                                                                                                                                   | Involved in nerve function but also a cancer cell marker (prometastatic oncogene)                                                                                                                                                 | (21)                                      |
| Kynu     | 3    |   | 70789  | GO:0008152 metabolic process                                                                                                                                                                                          | Required for biosynthesis of NAD cofactors from tryptophan through the kynurenine pathway; Activation compensates for increased NAD demand during infection/inflammation.                                                         | (22,23)                                   |
| Ptgir    | 3    |   | 19222  | GO:0007186 G-protein coupled receptor signaling pathway<br>GO:0007165 signal transduction                                                                                                                             | Prostacyclin receptor; many functions related to inflammation and vascular responses.                                                                                                                                             | (24)                                      |
| Slc6a20a | 6    |   | 102680 | GO:0006810 transport<br>GO:0006865 amino acid transport                                                                                                                                                               | Member of SLC6 Na <sup>+</sup> and Cl <sup>-</sup> dependent neurotransmitter transporter family.                                                                                                                                 | (25)                                      |
| Tnfrsf26 | 6    |   | 244237 |                                                                                                                                                                                                                       | Unknown function. No human homologue.                                                                                                                                                                                             | <a href="#">UniGene Mm.247498</a><br>(26) |
| Fetub    | 6    |   | 59083  | GO:0010466 negative regulation of peptidase activity<br>GO:0010951 negative regulation of endopeptidase activity                                                                                                      | Cysteine protease inhibitor family member; poorly understood plasma protein.                                                                                                                                                      | (27,28)                                   |
| Ttr      |      |   | 22139  | GO:0006810 transport                                                                                                                                                                                                  | Expressed as part of transgene.                                                                                                                                                                                                   | (29)                                      |
| Igk-V1   | 3    |   | 16081  |                                                                                                                                                                                                                       | Immunoglobulin kappa chain variable 1 (V1); ESTs exclusively in lung.                                                                                                                                                             | <a href="#">UniGene Mm.304143</a><br>(30) |
| Il7r     | 3    |   | 16197  | GO:0048872 homeostasis of number of cells<br>GO:0000902 cell morphogenesis<br>GO:0030217 T cell differentiation                                                                                                       | Alpha chain of IL7 receptor; IL-17 signaling has multiple roles in immune responses.                                                                                                                                              | (31,32)                                   |
| Mcoln3   | 6    |   | 171166 | GO:0006810 transport<br>GO:0007626 locomotory behavior<br>GO:0006811 ion transport                                                                                                                                    | Mucolipin: cation channel protein. Ca <sup>2+</sup> -permeable channel; activity regulated by pH; crucial role in the regulation of cargo                                                                                         | (33)                                      |

|                |      |   |        |                                                                                                                                                                                             |                                                                                                                                                                                            |         |
|----------------|------|---|--------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------|
|                |      |   |        |                                                                                                                                                                                             | trafficking along endosomal pathway.                                                                                                                                                       |         |
| <i>Lilra5</i>  | 3    |   | 232801 |                                                                                                                                                                                             | Crosslink of this receptor protein on monocytes induces proinflammatory cytokines, which suggests the roles in triggering innate immune responses; expressed on monocytes and neutrophils. | (34)    |
| <i>Cd200r4</i> | 3    |   | 239849 |                                                                                                                                                                                             | One of a family of receptors expressed on cells of myeloid and T-cell lineage; expression on the surface of airway macrophages induces a negative signaling cascade.                       | (35)    |
| <i>Tbxas1</i>  | 3-M2 | 4 | 21391  | GO:0055114 oxidation-reduction process<br>GO:0006631 fatty acid metabolic process<br>GO:0006633 fatty acid biosynthetic process<br>GO:0006629 lipid metabolic process                       | Cytochrome P450 superfamily; converts prostaglandin H2 to thromboxane A2, a potent vasoconstrictor. Associated with M2 polarized macrophages and Th2 responses.                            | (36,37) |
| <i>F7</i>      | 3    | 4 | 14068  | GO:0007596 blood coagulation<br>GO:0006508 proteolysis<br>GO:0007599 hemostasis                                                                                                             | Coagulation cascade; role in Th2 responses in lung (eosinophilia, hyperresponsiveness, mucin production) have been demonstrated.                                                           | (38)    |
| <i>Arg1</i>    | 3-M2 | 4 | 11846  |                                                                                                                                                                                             | Immune suppressor activity in myeloid derived cells. Stimulated by Th2 cytokines. M2 polarized macrophage marker.                                                                          | (39,40) |
| <i>Fabp1</i>   | 5    |   | 14080  | GO:0006810 transport<br>GO:0043066 negative regulation of apoptotic process                                                                                                                 | Role in fatty acid uptake, transport, and metabolism.                                                                                                                                      | (41)    |
| <i>Sult1d1</i> | 6    |   | 53315  | GO:0006629 lipid metabolic process                                                                                                                                                          | No direct human homolog; catalyzes phenolic molecules; directly induced by glucocorticoids and may attenuate elevated catecholamine activity during stress.                                | (42,43) |
| <i>Chst4</i>   | 3    |   | 26887  | GO:0005975 carbohydrate metabolic process<br>GO:0006954 inflammatory response                                                                                                               | Sulfotransferase that adds sulfates to L-selectin and signals homing of lymphocytes; increased during inflammatory stress.                                                                 | (44,45) |
| <i>Cyp2a4</i>  | 6    |   | 13086  |                                                                                                                                                                                             | Cytochrome p450 member                                                                                                                                                                     |         |
| <i>Thbs2</i>   | 6    |   | 21826  | GO:0007155 cell adhesion                                                                                                                                                                    | Mediates cell-to-cell and cell-to matrix interactions; protective role against cardiac inflammation; upregulated by oxidative stress; antiangiogenic.                                      | (46-48) |
| <i>Myo5a</i>   | 6    |   | 17918  | GO:0016192 vesicle-mediated transport<br>GO:0050808 synapse organization<br>GO:0007268 synaptic transmission                                                                                | Myosin protein involved in vesicle release                                                                                                                                                 | (49)    |
| <i>Syk</i>     | 3    |   | 20963  | GO:0016310 phosphorylation<br>GO:0007159 leukocyte cell-cell adhesion<br>GO:0007166 cell surface receptor signaling pathway<br>GO:0045087 innate immune response<br>GO:0001525 angiogenesis | Non-receptor type Tyr protein kinase; couples activated immunoreceptors to downstream signaling events; mediates proliferation, differentiation, and phagocytosis.                         | (50)    |

|             |      |        |                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |                                                                                                                                                           |         |
|-------------|------|--------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|---------|
|             |      |        | GO:0006468 protein phosphorylation<br>GO:0048514 blood vessel morphogenesis<br>GO:0007167 enzyme linked receptor<br>protein signaling pathway<br>GO:0035556 intracellular signal<br>transduction<br>GO:0042742 defense response to<br>bacterium<br>GO:0007229 integrin-mediated signaling<br>pathway<br>GO:0050776 regulation of immune<br>response<br>GO:0007186 G-protein coupled receptor<br>signaling pathway<br>GO:0050715 positive regulation of<br>cytokine secretion |                                                                                                                                                           |         |
| Dhcr7       | 5    | 13360  | GO:0030324 lung development<br>GO:0030154 cell differentiation<br>GO:0042127 regulation of cell<br>proliferation<br>GO:0001568 blood vessel development<br>GO:0055114 oxidation-reduction process<br>GO:0008202 steroid metabolic process<br>GO:0006629 lipid metabolic process                                                                                                                                                                                              | Enzyme that removes the C(7-8) double bond in the B ring of sterols and catalyzes the conversion of 7-dehydrocholesterol to cholesterol                   | (51)    |
| Ly75        | 3    | 17076  | GO:0006897 endocytosis                                                                                                                                                                                                                                                                                                                                                                                                                                                       | Mannose family receptor; expressed on antigen-presenting cell subsets, especially reported on dendritic cells. Homologous to macrophage mannose receptor. | (52,53) |
| Fnip2       | 6    | 329679 | GO:0001932 regulation of protein<br>phosphorylation<br>GO:0006468 protein phosphorylation                                                                                                                                                                                                                                                                                                                                                                                    | Binds tumor suppressor gene folliculin and may be involved in apoptosis; mutations cause pulmonary cysts and pneumothorax.                                | (54-56) |
| Gp49a       | 3    | 14727  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                              | Cell surface antigen preferentially expressed on mouse mast cells                                                                                         | (57)    |
| Abp1 (Aoc1) | 6    | 76507  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                              | Actin binding protein implicated in cell movement                                                                                                         | (58)    |
| Cd177       | 3    | 68891  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                              | Neutrophil adhesion/migration molecule that binds to PECAM-1                                                                                              | (59,60) |
| Pigr        | 1    | 18703  |                                                                                                                                                                                                                                                                                                                                                                                                                                                                              | Main receptor for transepithelial transport of IgA, the main Ig present on mucosal surfaces. Also regulates IgM export.                                   | (61,62) |
| Mmp12       | 3-M2 | 17381  | GO:0006508 proteolysis                                                                                                                                                                                                                                                                                                                                                                                                                                                       | Macrophage elastase; may play a role in emphysema and neutrophil influx. Preferentially expressed in M2 macrophages.                                      | (63,64) |
| Chi3l4      | 1    | 104183 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                              | Role in airway wall remodeling in the Th2-mediated allergic lung disease in mice.                                                                         | (65,66) |

Table 1 (Continued)

|                |      |   |   |        |                                                                                                                                         |                                                                                                                                                                                              |         |
|----------------|------|---|---|--------|-----------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------|
|                |      |   |   |        |                                                                                                                                         | Known to be expressed in dendritic cells in an IL-13-dependent manner.                                                                                                                       |         |
| <i>Clca3</i>   | 1    | 2 | 4 | 23844  | GO:0006810 transport<br>GO:0034220 ion transmembrane transport<br>GO:0006811 ion transport                                              | Highly upregulated in Th2-epithelial mucus cell response. Biomarker for mucus cell metaplasia. See Ear11 above.                                                                              | (67,68) |
| <i>Itgax</i>   | 3    | 4 |   | 16411  | GO:0007155 cell adhesion<br>GO:0007229 integrin-mediated signaling pathway                                                              | Combines with the beta 2 chain (ITGB2) to form a leukocyte-specific integrin. One of main markers for dendritic cells. Necessary for Th2/Th17 responses in lung; primarily on myeloid cells. | (69)    |
| <i>Gpnmb</i>   | 3    |   |   | 93695  | GO:0007155 cell adhesion                                                                                                                | Phagocytic protein involved in clearing apoptotic cells; known to act as a negative regulator of macrophage inflammatory responses.                                                          | (70,71) |
| <i>Ctsk</i>    | 3    |   |   | 13038  | GO:0045453 bone resorption<br>GO:0006508 proteolysis                                                                                    | Cysteine proteinase predominantly expressed in bone but also released from foamy (activated) macrophages.                                                                                    | (72,73) |
| <i>Wdr16</i>   | 6    |   |   | 71860  |                                                                                                                                         | Reported in a screen for ciliated-cell specific genes.                                                                                                                                       | (74)    |
| <i>Gla</i>     | 6    |   |   | 11605  | GO:0008152 metabolic process<br>GO:0005975 carbohydrate metabolic process                                                               | Hydrolyses terminal alpha-galactosyl from glycolipids/glycoproteins. Deficiency leads to Fabry's disease; important for natural killer T cell function.                                      | (75,76) |
| <i>Lrp12</i>   | 5    |   |   | 239393 | GO:0006897 endocytosis                                                                                                                  | Related to low density lipoprotein receptor.                                                                                                                                                 | (77)    |
| <i>Csf2rb</i>  | 3    | 4 |   | 12983  |                                                                                                                                         | Beta chain for receptor for IL-3, IL-5 and CSF; defects associated with protein alveolar proteinosis; required for normal alveolar macrophage function; linked to Th2 inflammation           | (78,79) |
| <i>Lilrb4</i>  | 3    |   |   | 14728  |                                                                                                                                         | Receptor expressed on immune cells; binds to MHC class I molecules on antigen-presenting cells and transduces a negative signal that inhibits immune responses.                              | (80-83) |
| <i>Mmp19</i>   | 3    |   |   | 58223  | GO:0030154 cell differentiation<br>GO:0006508 proteolysis<br>GO:0001525 angiogenesis<br>GO:0007275 multicellular organismal development | Deficient mice show reduced cutaneous immune responses and altered T cell development; correlated with IL6 co-regulated proliferation genes; regulator of lung fibrosis.                     | (84-86) |
| <i>Ms4a8a</i>  | 3-M2 |   |   | 64381  |                                                                                                                                         | CD20 homolog; expressed in macrophages; Induced with M2 macrophage mediators.                                                                                                                | (87,88) |
| <i>Slc39a2</i> | 3    |   |   | 214922 | GO:0072511 divalent inorganic cation transport                                                                                          | Zinc transporter. Reported to be up-regulated in leukocytes of asthmatic infants.                                                                                                            | (89,90) |
| <i>Cd84</i>    | 3    |   |   | 12523  | GO:0007155 cell adhesion                                                                                                                | Receptor involved in leukocyte activation; regulates macrophage cell-fate decisions and effector functions as well as T cell:B cell                                                          | (91,92) |

|                |      |        |                                                                                                                                                                                                                                  |                                                                                                                                                                                                                                                                                      |           |
|----------------|------|--------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
|                |      |        |                                                                                                                                                                                                                                  | contact and germinal center formation.                                                                                                                                                                                                                                               |           |
| <i>Slc7a2</i>  | 3    | 11988  | GO:0006810 transport<br>GO:0015807 L-amino acid transport<br>GO:0006865 amino acid transport<br>GO:0006809 nitric oxide biosynthetic process                                                                                     | Regulates arginine levels in macrophages                                                                                                                                                                                                                                             | (93,94)   |
| <i>Bst1</i>    | 3    | 12182  |                                                                                                                                                                                                                                  | Also called CD157; GPI-anchored ADP-ribosyl cyclase, produces cyclic ADP-ribose from NAD(+) and acts as a receptor for adhesion and transmigration of monocytes.                                                                                                                     | (95-97)   |
| <i>Acp5</i>    | 3    | 11433  | GO:0045453 bone resorption<br>GO:0034097 response to cytokine stimulus                                                                                                                                                           | Marker for bone osteoclasts/monocyte-derived cells; cleaved form is a potent ATPase; promotes cell motility. Mutations lead to autoimmune phenotypes. Important functions in immune defense.                                                                                         | (98,99)   |
| <i>Scgb1c1</i> | 3    | 338417 |                                                                                                                                                                                                                                  | Secretoglobulin found in upper airways and differentially regulated by cytokines                                                                                                                                                                                                     | (100)     |
| <i>Mrc1</i>    | 3-M2 | 17533  | GO:0007165 signal transduction<br>GO:0006897 endocytosis                                                                                                                                                                         | Type I membrane receptor that mediates endocytosis of glycoproteins by macrophages; Marker of M2 polarized macrophages; also found on dendritic cells.                                                                                                                               | (101-103) |
| <i>Rbp4</i>    | 3    | 19662  | GO:0030324 lung development<br>GO:0006810 transport                                                                                                                                                                              | Adipokine; known to be expressed in macrophages                                                                                                                                                                                                                                      | (104,105) |
| <i>Bcl2a1a</i> | 3    | 12044  | GO:0002903 negative regulation of B cell apoptotic process<br>GO:0043066 negative regulation of apoptotic process<br>GO:0001782 B cell homeostasis<br>GO:0042981 regulation of apoptotic process<br>GO:0006915 apoptotic process | Reduces release of pro-apoptotic cytochrome c from mitochondria to block caspase activation. Direct transcription target of NF-kappa B, suggesting a cytoprotective function essential for lymphocyte activation and cell survival. Highly up-regulated in inflammatory macrophages. | (106-108) |
| <i>Bcl2a1d</i> | 6    | 14121  | GO:0030217 T cell differentiation                                                                                                                                                                                                | Anti-apoptotic factor                                                                                                                                                                                                                                                                | (109)     |
| <i>Bcl2a1b</i> | 3    | 12045  |                                                                                                                                                                                                                                  | See Bcl2a1a above                                                                                                                                                                                                                                                                    | (110)     |
| <i>Ccl9</i>    | 3    | 20308  | GO:0006955 immune response<br>GO:0006935 chemotaxis                                                                                                                                                                              | Known to activate macrophages. Ligand for CCR1. Plays role in osteoclast differentiation and dendritic cell recruitment to Peyer's patches.                                                                                                                                          | (111-113) |
| <i>Anxa8</i>   | 6    | 11752  | GO:0007596 blood coagulation<br>GO:0007599 hemostasis                                                                                                                                                                            | Associated with terminal differentiation and actin structure as well as late endosome binding to actin.                                                                                                                                                                              | (114)     |

Table 1 (Continued)

|               |      |      |   |       |                                                                                                                                                                                                                                                                                                                                                                                                                                |                                                                                                                                                                                                                                                                              |           |
|---------------|------|------|---|-------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| <i>Chia</i>   | 1    | 3-M2 | 4 | 81600 | GO:0008152 metabolic process<br>GO:0006030 chitin metabolic process<br>GO:0090197 positive regulation of chemokine secretion<br>GO:0002532 production of molecular mediator involved in inflammatory response<br>GO:0006954 inflammatory response<br>GO:0006915 apoptotic process<br>GO:0006032 chitin catabolic process<br>GO:0005975 carbohydrate metabolic process                                                          | Chitinase induced by Th2/IL-13 pathways; expressed from both epithelial cells and macrophages.                                                                                                                                                                               | (115-118) |
| <i>Itgb2</i>  | 3    |      |   | 16414 | GO:0007159 leukocyte cell-cell adhesion<br>GO:0007229 integrin-mediated signaling pathway<br>GO:0016337 cell-cell adhesion<br>GO:0007155 cell adhesion<br>GO:0007275 multicellular organismal development                                                                                                                                                                                                                      | Integrin involved leukocyte cell adhesion. Defects cause leukocyte adhesion deficiency type I. Shown to be involved in macrophage efflux and local inflammatory control.                                                                                                     | (119-121) |
| <i>Clu</i>    | 5    |      |   | 12759 | GO:0043066 negative regulation of apoptotic process<br>GO:0008219 cell death<br>GO:0045597 positive regulation of cell differentiation<br>GO:0008284 positive regulation of cell proliferation                                                                                                                                                                                                                                 | Clusterin, also known as apolipoprotein J; involved in multiple pathologies and biological processes                                                                                                                                                                         | (122)     |
| <i>Cd68</i>   | 3    |      |   | 12514 | GO:0071310 cellular response to organic substance                                                                                                                                                                                                                                                                                                                                                                              | Highly expressed by monocytes and tissue macrophages. Lectin-binding member of the scavenger receptor family.                                                                                                                                                                | (123,124) |
| <i>Lipa</i>   | 3-M2 | 5    |   | 16889 | GO:0048771 tissue remodeling<br>GO:0030324 lung development<br>GO:0000902 cell morphogenesis<br>GO:0016042 lipid catabolic process<br>GO:0048873 homeostasis of number of cells within a tissue<br>GO:0001816 cytokine production<br>GO:0006954 inflammatory response<br>GO:0008283 cell proliferation<br>GO:0006631 fatty acid metabolic process<br>GO:0016125 sterol metabolic process<br>GO:0006629 lipid metabolic process | Catalyzes hydrolysis of cholesteryl esters/triglycerides; critical role in myeloid cell development and balance of immunosuppression and inflammation. Deficiency causes expansion of immature myeloid cells. Overexpression in transgenic mice polarizes macrophages to M2. |           |
| <i>H19</i>    | 6    |      |   | 14955 | GO:0010468 regulation of gene expression<br>GO:0008285 negative regulation of cell proliferation                                                                                                                                                                                                                                                                                                                               | Imprinted gene; non-coding RNA; encodes precursor of miR-675 in humans.                                                                                                                                                                                                      | (130)     |
| <i>Chi3l3</i> | 1    | 3-M2 | 4 | 12655 | GO:0006032 chitin catabolic process                                                                                                                                                                                                                                                                                                                                                                                            | Macrophage inflammatory response gene.                                                                                                                                                                                                                                       | (131-135) |

|                       |      |   |       |                                                                                                                                                                                                                                                                                                |                                                                                                                                                                                                                       |           |
|-----------------------|------|---|-------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
|                       |      |   |       | GO:0005975 carbohydrate metabolic process<br>GO:0006954 inflammatory response                                                                                                                                                                                                                  | Marker of M2 polarized macrophages. See Ear11 above.                                                                                                                                                                  |           |
| <i>Scnn1b</i>         |      |   | 20277 | GO:0006810 transport<br>GO:0006811 ion transport<br>GO:0050896 response to stimulus                                                                                                                                                                                                            | Transgene                                                                                                                                                                                                             | (29)      |
| <i>Hc</i>             |      | 3 | 15139 | GO:0006935 chemotaxis<br>GO:0045087 innate immune response<br>GO:0006954 inflammatory response<br>GO:0050921 positive regulation of chemotaxis                                                                                                                                                 | Complement C5. Involved in macrophage chemotaxis and cytokine production by macrophages.                                                                                                                              | (136-140) |
| <i>Fn1</i>            | 3    | 4 | 14268 | GO:0001525 angiogenesis<br>GO:0042060 wound healing<br>GO:0043066 negative regulation of apoptotic process<br>GO:0008360 regulation of cell shape<br>GO:0007160 cell-matrix adhesion<br>GO:0007155 cell adhesion<br>GO:0001775 cell activation<br>GO:0050921 positive regulation of chemotaxis | Fibronectin is involved in cell adhesion and migration processes including embryogenesis, wound healing, blood coagulation, host defense, and metastasis. Linked to Th2 mediated responses in monocyte-derived cells. | (36,141)  |
| <i>Ccl6</i>           | 3    | 4 | 20305 | GO:0060326 cell chemotaxis<br>GO:0006955 immune response<br>GO:0006935 chemotaxis                                                                                                                                                                                                              | Plays a role in IL-13 induced inflammation and remodeling; chemoattractant for macrophages.                                                                                                                           | (142-144) |
| <i>Reg3g</i>          |      | 3 | 19695 | GO:0006954 inflammatory response                                                                                                                                                                                                                                                               | Antibacterial C-type secreted lectin with activity against Gram-positive bacteria; antibacterial function for lung epithelium through Stat3-mediated induction                                                        | (145)     |
| <i>Retnla (Fizz1)</i> | 3-M2 | 4 | 57262 |                                                                                                                                                                                                                                                                                                | Macrophage M2-activation marker                                                                                                                                                                                       | (146-148) |
| <i>Ctsd</i>           |      | 3 | 13033 | GO:0006508 proteolysis                                                                                                                                                                                                                                                                         | Abundant macrophage lysosomal protease; regulates mitochondrial pathway of macrophage apoptosis or competing death processes, facilitating intracellular bacterial killing.                                           | (149,150) |

\*Functional categories are as follows: 1) Epithelial Response to Stimulus; 2) mucus cell metaplastic response; 3) Immune response; (M2-activated macrophages designated as M2); 4) Link to Th2 inflammation; 5) lipid/cholesterol metabolism; 6) Unknown functional link

**Table 2. Percent Cell Counts (Percentage) on Purified Macrophage Fractions**

| <b>Sample</b>   | <b>Age (PND)</b> | <b>Genotype</b> | <b>Macrophages</b> | <b>Neutrophils</b> | <b>Eosinophils</b> | <b>Lymphocytes</b> |
|-----------------|------------------|-----------------|--------------------|--------------------|--------------------|--------------------|
| 1*              | 0                | WT              | 98.05              | 0.00               | 0.00               | 1.95               |
| 2*              | 0                | WT              | 97.49              | 0.00               | 0.00               | 2.51               |
| 3*              | 0                | WT              | 98.88              | 0.00               | 0.00               | 1.12               |
| 4*              | 0                | Tg              | 98.36              | 0.00               | 0.00               | 1.64               |
| 5*              | 0                | Tg              | 98.99              | 0.00               | 0.00               | 1.01               |
| 6*              | 0                | Tg              | 99.04              | 0.00               | 0.00               | 0.96               |
| 7               | 3                | WT              | 94.30              | 0.00               | 0.00               | 5.70               |
| 8               | 3                | WT              | 95.76              | 0.00               | 0.00               | 4.24               |
| 9               | 3                | WT              | 97.24              | 0.00               | 0.00               | 2.76               |
| 10              | 3                | WT              | 96.51              | 0.00               | 0.00               | 3.49               |
| 11              | 3                | Tg              | 98.50              | 0.00               | 0.00               | 1.50               |
| 12              | 3                | Tg              | 93.68              | 2.11               | 0.00               | 4.21               |
| 13              | 3                | Tg              | 93.78              | 1.55               | 1.55               | 3.11               |
| 14 <sup>#</sup> | 3                | Tg              | -                  | -                  | -                  | -                  |
| 15              | 10               | WT              | 98.68              | 0.00               | 0.00               | 1.32               |
| 16              | 10               | WT              | 98.43              | 0.00               | 0.00               | 1.57               |
| 17              | 10               | WT              | 98.32              | 0.00               | 0.00               | 1.68               |
| 18              | 10               | WT              | 99.45              | 0.00               | 0.00               | 0.55               |
| 19              | 10               | Tg              | 92.74              | 2.23               | 3.35               | 1.68               |
| 20 <sup>#</sup> | 10               | Tg              | -                  | -                  | -                  | -                  |
| 21              | 10               | Tg              | 94.15              | 0.00               | 0.00               | 5.85               |
| 22              | 10               | Tg              | 96.24              | 1.61               | 2.15               | 0.00               |
| 23              | 42               | WT              | 97.37              | 0.00               | 0.38               | 2.26               |
| 24              | 42               | WT              | 97.69              | 0.00               | 0.00               | 2.31               |
| 25              | 42               | WT              | 96.56              | 0.38               | 0.00               | 3.05               |
| 26              | 42               | WT              | 93.43              | 0.73               | 0.00               | 5.84               |
| 27              | 42               | Tg              | 94.14              | 0.00               | 1.17               | 4.69               |
| 28              | 42               | Tg              | 95.80              | 0.38               | 1.91               | 1.91               |
| 29              | 42               | Tg              | 93.77              | 0.35               | 1.73               | 4.15               |
| 30              | 42               | Tg              | 95.37              | 0.00               | 0.71               | 3.91               |
| 31              | 42-GF            | WT              | 96.07              | 0.00               | 0.00               | 3.93               |
| 32              | 42-GF            | WT              | 97.22              | 0.00               | 0.00               | 2.78               |
| 33              | 42-GF            | WT              | 97.10              | 0.00               | 0.00               | 2.90               |
| 34              | 42-GF            | Tg              | 94.84              | 0.40               | 1.59               | 3.17               |
| 35              | 42-GF            | Tg              | 96.68              | 0.00               | 0.83               | 2.49               |
| 36              | 42-GF            | Tg              | 95.11              | 1.13               | 2.63               | 1.13               |

\* Differential cell counts were performed on Pre-column BAL samples.

<sup>#</sup> Poor quality of cytopsin staining prevented accurate differential cell counting.

**Table 3.** Top cytokine signaling gene level table corresponding to the “Cytokine Signaling” Gene Ontology pathway results for differential gene expression in whole lung and macrophages comparing *Scnn1b*-Tg mice to WT at the time points indicated. Genes are grouped into categories based upon the characteristics defined in the headings. Genes are only shown if the fold-change was  $\pm 2$ -fold for any condition. Light red indicates up-regulation in *Scnn1b*-Tg compared to WT. Green indicates down-regulation.

|                                                                 | Fold-changes in Whole Lung |       |       |       | Fold-changes in Macrophages |       |       |       |
|-----------------------------------------------------------------|----------------------------|-------|-------|-------|-----------------------------|-------|-------|-------|
| Gene Symbol                                                     | PND0                       | PND3  | PND10 | PND42 | PND0                        | PND3  | PND10 | PND42 |
| <b>Differentially regulated in lung only, never macrophages</b> |                            |       |       |       |                             |       |       |       |
| <i>Tlr2</i>                                                     | -1.10                      | 1.07  | 2.18  | 1.06  | -1.10                       | 1.53  | 1.24  | -1.48 |
| <i>Clec4n</i>                                                   | 1.03                       | 1.09  | 2.32  | 1.76  | -1.17                       | 1.51  | 1.55  | -1.44 |
| <i>Cxcl5</i>                                                    | 1.29                       | 2.89  | 5.10  | 1.91  | -1.05                       | 1.00  | -1.06 | 1.04  |
| <i>Ltf</i>                                                      | -1.62                      | 1.15  | 1.95  | 3.75  | 1.62                        | 1.76  | 1.06  | 1.10  |
| <i>Chia</i>                                                     | -1.14                      | -1.20 | -1.31 | 3.49  | 1.15                        | 1.11  | 1.08  | 1.02  |
| <i>Clec7a</i>                                                   | 1.03                       | -1.11 | 1.47  | 2.65  | -1.04                       | -1.01 | 1.09  | 1.20  |
| <i>Lipa</i>                                                     | -1.27                      | 1.07  | 1.13  | 2.42  | -1.22                       | -1.04 | 1.27  | 1.36  |
| <i>Acp5</i>                                                     | -1.02                      | 1.00  | 1.67  | 2.10  | -1.35                       | 1.09  | 1.32  | 1.80  |
| <i>Hc</i>                                                       | 1.06                       | -1.10 | -1.26 | 2.05  | -1.63                       | -1.03 | 1.03  | 1.03  |
| <i>Syk</i>                                                      | -1.01                      | 1.10  | 1.24  | 2.03  | -1.30                       | 1.26  | 1.14  | 1.18  |
| <b>Mixed lung and macrophage signatures</b>                     |                            |       |       |       |                             |       |       |       |
| <i>Ccl3</i>                                                     | 1.04                       | 2.38  | 10.82 | 12.21 | -1.49                       | 5.79  | 5.68  | 13.16 |
| <i>Clec4e</i>                                                   | 1.02                       | 1.39  | 5.52  | 1.10  | -1.66                       | 3.99  | 12.34 | 1.05  |
| <i>Irg1</i>                                                     | 1.19                       | 1.22  | 2.09  | 1.41  | -1.00                       | 13.90 | 17.13 | 2.75  |
| <i>Slc11a1</i>                                                  | -1.07                      | -1.05 | 2.03  | 1.60  | -1.21                       | 8.78  | 12.82 | 6.20  |
| <i>Cd14</i>                                                     | 1.02                       | 1.33  | 2.65  | 1.94  | -1.05                       | 4.66  | 3.42  | -1.61 |
| <i>Pglyrp1</i>                                                  | -1.64                      | 1.16  | 2.20  | 2.08  | 1.15                        | 3.08  | -2.58 | 3.22  |
| <i>Chi3l1</i>                                                   | -1.20                      | 1.05  | 1.22  | 2.20  | -1.08                       | 20.56 | 1.76  | -1.05 |
| <i>Clec5a</i>                                                   | -1.08                      | -1.21 | 3.27  | 2.74  | -1.19                       | 1.77  | 1.71  | 2.19  |
| <i>Tnfrsf9</i>                                                  | 1.09                       | -1.01 | 1.57  | 2.49  | -1.11                       | 3.01  | 1.55  | 1.40  |
| <b>Differentially Regulated by PND 0 in macrophages</b>         |                            |       |       |       |                             |       |       |       |
| <i>Rsad2</i>                                                    | -1.63                      | -1.75 | -1.11 | -1.10 | 15.95                       | -1.09 | 1.33  | -1.13 |
| <i>Apoa1</i>                                                    | -1.52                      | -1.18 | 1.09  | -1.08 | 8.30                        | 1.04  | 1.18  | -1.08 |
| <i>Pf4</i>                                                      | 1.05                       | 1.62  | 1.20  | -1.06 | 4.61                        | 4.25  | 1.93  | 2.67  |

|                                                        |       |       |       |       |       |       |       |       |
|--------------------------------------------------------|-------|-------|-------|-------|-------|-------|-------|-------|
| <i>Cd59a</i>                                           | -1.22 | -1.06 | 1.02  | 1.02  | 3.60  | 1.18  | 1.31  | 1.36  |
| <i>Cd34</i>                                            | -1.26 | -1.19 | -1.17 | -1.00 | 3.58  | -1.28 | -1.47 | 1.27  |
| <i>Snai2</i>                                           | -1.06 | -1.42 | -1.16 | -1.20 | 3.33  | 1.01  | 1.00  | 1.08  |
| <i>Hdac7</i>                                           | 1.21  | 1.12  | -1.08 | 1.04  | 2.77  | 1.14  | -1.04 | 1.01  |
| <i>Ndrp2</i>                                           | -1.00 | 1.38  | -1.03 | -1.46 | 2.67  | 1.07  | 1.04  | -1.08 |
| <i>Apoa1</i>                                           | -1.02 | 1.01  | 1.02  | 1.19  | 2.61  | -1.01 | 1.01  | -1.04 |
| <i>Adipoq</i>                                          | -1.02 | 1.08  | -1.08 | 1.17  | 2.57  | 1.05  | 1.10  | -1.04 |
| <i>Tgfb2</i>                                           | -1.00 | -1.25 | -1.19 | -1.14 | 2.52  | 1.23  | -1.08 | -3.19 |
| <i>Figf</i>                                            | -1.37 | -1.45 | -1.03 | 1.32  | 2.41  | 1.06  | -1.05 | 1.08  |
| <i>Ptgs2</i>                                           | -1.21 | 1.16  | 1.55  | -1.51 | 2.38  | 11.96 | 1.89  | 1.29  |
| <i>Irf7</i>                                            | -1.31 | -1.27 | 1.19  | 1.06  | 2.22  | 1.59  | 1.18  | -1.08 |
| <i>Agtr2</i>                                           | -1.18 | 1.24  | 1.38  | 1.00  | 2.20  | -1.04 | -1.05 | 1.05  |
| <i>Cidea</i>                                           | 1.03  | 1.03  | 1.01  | 1.00  | 2.18  | -1.01 | 1.00  | -1.02 |
| <i>Prnp</i>                                            | -1.23 | 1.02  | -1.03 | 1.08  | 2.12  | 2.42  | 1.22  | 3.08  |
| <i>Pawr</i>                                            | -1.12 | 1.13  | 1.16  | 1.01  | 2.12  | 1.04  | 1.06  | 1.02  |
| <i>Smad3</i>                                           | 1.06  | 1.09  | -1.20 | 1.01  | 2.11  | 2.22  | -1.02 | 1.17  |
| <i>Afp1l2</i>                                          | -1.05 | -1.20 | -1.22 | -1.13 | 2.09  | -1.01 | 1.00  | -1.03 |
| <i>S1pr3</i>                                           | -1.15 | -1.31 | -1.10 | 1.01  | 2.08  | -1.02 | -1.07 | -1.07 |
| <i>Ffar4</i>                                           | 1.22  | 1.64  | 1.66  | -1.20 | 2.06  | -2.52 | -1.55 | -1.06 |
| <i>Irak4</i>                                           | 1.13  | -1.07 | -1.03 | 1.11  | -2.03 | -1.27 | -1.03 | -1.18 |
| <i>Nlrc4</i>                                           | -1.01 | -1.02 | 1.03  | 1.18  | -2.04 | -1.36 | -1.17 | -1.40 |
| <b>Differentially regulated by PND3 in macrophages</b> |       |       |       |       |       |       |       |       |
| <i>Thbs1</i>                                           | -1.14 | -1.07 | -1.42 | 1.40  | 1.50  | 27.30 | 3.91  | 2.43  |
| <i>Ccl4</i>                                            | 1.11  | -1.19 | 1.12  | 1.23  | 1.13  | 12.04 | 4.20  | 5.22  |
| <i>Adam8</i>                                           | -1.05 | 1.58  | 1.36  | 1.88  | 1.12  | 9.27  | 1.84  | 3.91  |
| <i>Ccl2</i>                                            | 1.15  | -1.33 | 1.03  | 1.20  | -1.28 | 8.05  | 2.94  | 7.50  |
| <i>Il1f9</i>                                           | -1.00 | -1.27 | 1.53  | 1.24  | -1.14 | 7.90  | 2.63  | 1.46  |
| <i>Hilpda</i>                                          | -1.08 | -1.06 | -1.16 | -1.09 | -1.16 | 7.78  | 5.85  | 1.41  |
| <i>Htr2b</i>                                           | 1.05  | 1.04  | 1.12  | 1.16  | 1.35  | 6.60  | 1.74  | 1.20  |
| <i>Il1b</i>                                            | -1.08 | 1.27  | 1.63  | 1.32  | -1.55 | 5.78  | 3.03  | 3.13  |
| <i>C3ar1</i>                                           | -1.12 | -1.02 | 1.69  | 1.63  | -1.58 | 5.37  | 2.46  | 7.44  |

|                                                         |       |       |       |       |       |       |       |       |
|---------------------------------------------------------|-------|-------|-------|-------|-------|-------|-------|-------|
| <i>Ereg</i>                                             | -1.11 | -1.21 | -1.03 | 1.00  | -1.05 | 5.00  | 1.82  | -1.06 |
| <i>Cmk1r1</i>                                           | -1.03 | 1.09  | -1.06 | 1.04  | 1.33  | 4.33  | 1.07  | 1.27  |
| <i>Srgn</i>                                             | -1.19 | -1.06 | 1.06  | 1.36  | -1.16 | 3.88  | 2.07  | 2.30  |
| <i>Ptafr</i>                                            | -1.07 | -1.20 | 1.47  | 1.43  | -1.23 | 3.68  | 2.34  | 4.01  |
| <i>Il10</i>                                             | -1.02 | 1.02  | -1.10 | 1.05  | -1.01 | 3.62  | 1.03  | -1.02 |
| <i>Abca1</i>                                            | -1.07 | 1.28  | -1.16 | 1.42  | -1.04 | 3.52  | 2.54  | -1.36 |
| <i>Tnfaip3</i>                                          | 1.09  | 1.06  | 1.10  | 1.23  | -1.02 | 3.17  | 1.45  | 1.16  |
| <i>Mefv</i>                                             | 1.07  | -1.03 | 1.00  | 1.04  | -1.04 | 3.08  | -1.01 | 1.06  |
| <i>Adora2b</i>                                          | -1.00 | 1.11  | 1.16  | 1.38  | -1.16 | 3.07  | 1.67  | 1.19  |
| <i>Tnf</i>                                              | 1.05  | -1.18 | 1.36  | 1.08  | -1.34 | 2.86  | 3.31  | 1.28  |
| <i>Irak3</i>                                            | -1.00 | -1.05 | 1.42  | 1.43  | -1.06 | 2.85  | 1.64  | -1.05 |
| <i>Tlr1</i>                                             | 1.01  | -1.04 | 1.00  | 1.20  | -1.08 | 2.80  | 1.35  | 1.22  |
| <i>Il6</i>                                              | 1.02  | -1.29 | 1.05  | -1.08 | -1.02 | 2.73  | 1.29  | 1.26  |
| <i>Trem3</i>                                            | -1.37 | -1.57 | 1.04  | 1.04  | -1.12 | 2.72  | 1.29  | -1.69 |
| <i>Malt1</i>                                            | 1.22  | 1.01  | 1.42  | 1.69  | -1.10 | 2.54  | 2.59  | 1.53  |
| <i>Src</i>                                              | -1.07 | 1.14  | -1.01 | -1.08 | 1.80  | 2.39  | 1.05  | 1.50  |
| <i>Il1a</i>                                             | 1.15  | -1.25 | 2.05  | 1.22  | -1.04 | 2.33  | 1.85  | 2.63  |
| <i>Fcgr2b</i>                                           | -1.17 | -1.04 | 1.30  | 1.90  | -1.23 | 2.33  | 1.36  | 1.32  |
| <i>Tlr9</i>                                             | 1.01  | -1.00 | 1.08  | 1.22  | -1.04 | 2.29  | 1.16  | 1.06  |
| <i>Cd74</i>                                             | -1.22 | -1.85 | -1.15 | 1.49  | -1.25 | 2.07  | -1.03 | 1.18  |
| <i>Runx3</i>                                            | 1.03  | -1.01 | 1.03  | 1.03  | 1.06  | 2.03  | 1.09  | 1.79  |
| <i>Rbpj</i>                                             | 1.06  | -1.16 | -1.15 | 1.01  | -1.02 | 2.03  | 1.32  | 1.22  |
| <i>Klf2</i>                                             | -1.07 | -1.04 | -1.03 | 1.10  | 1.03  | 2.01  | 1.06  | -1.05 |
| <i>Gadd45g</i>                                          | -1.13 | 1.13  | 1.03  | 1.55  | -1.35 | -2.04 | -1.84 | 1.41  |
| <i>Ccr2</i>                                             | 1.10  | -1.46 | -1.01 | 1.27  | -1.05 | -2.15 | -1.20 | 1.01  |
| <b>Differentially regulated by PND10 in macrophages</b> |       |       |       |       |       |       |       |       |
| <i>Rnf128</i>                                           | -1.19 | 1.38  | 1.51  | 1.57  | 1.24  | 3.42  | 5.45  | 5.09  |
| <i>Il20rb</i>                                           | 1.08  | 1.03  | -1.07 | 1.15  | -1.33 | 1.99  | 2.70  | 1.87  |
| <i>Clec9a</i>                                           | 1.04  | 1.10  | -1.03 | 1.39  | 1.00  | 1.29  | 2.46  | 2.73  |
| <i>Cd276</i>                                            | -1.03 | -1.00 | -1.06 | 1.07  | -1.02 | 1.43  | 2.22  | 1.04  |
| <i>Il13</i>                                             | 1.16  | -1.07 | -1.09 | 1.06  | -1.09 | -1.09 | -2.31 | 4.62  |

Table 3 (Continued)

|                                                              |       |       |       |       |       |       |       |       |
|--------------------------------------------------------------|-------|-------|-------|-------|-------|-------|-------|-------|
| <i>Prg2</i>                                                  | -1.02 | 1.05  | -1.15 | 1.06  | -1.02 | 1.05  | -2.39 | 3.79  |
| <b>Differentially regulated at PND42 only in macrophages</b> |       |       |       |       |       |       |       |       |
| <i>Hpse</i>                                                  | -1.27 | 1.14  | 1.24  | 1.24  | 1.63  | 1.12  | 1.57  | 11.44 |
| <i>Rgcc</i>                                                  | -1.15 | 1.83  | 1.31  | 1.27  | -1.44 | 1.42  | 1.29  | 9.76  |
| <i>Arrb1</i>                                                 | 1.10  | -1.02 | -1.19 | -1.11 | 1.26  | 1.09  | 1.40  | 5.32  |
| <i>Scgb1a1</i>                                               | -1.87 | -1.72 | -1.54 | -1.05 | 1.18  | -1.63 | 1.45  | 3.86  |
| <i>Fabp4</i>                                                 | 1.01  | 1.11  | 1.19  | 1.57  | -1.31 | -1.06 | 1.23  | 3.19  |
| <i>Ccr5</i>                                                  | 1.01  | -1.07 | 1.13  | 1.59  | -1.48 | 1.80  | -1.15 | 2.81  |
| <i>Scamp5</i>                                                | -1.06 | -1.02 | -1.00 | 1.05  | 1.02  | -1.01 | 1.41  | 2.36  |
| <i>Ccr7</i>                                                  | -1.01 | -1.06 | -1.18 | 1.05  | 1.16  | 1.01  | -1.25 | 2.33  |
| <i>Cebpe</i>                                                 | 1.09  | -1.01 | -1.07 | 1.09  | -1.24 | 1.23  | -1.89 | 2.10  |
| <i>Il1rl1</i>                                                | -1.04 | -1.04 | -1.20 | 1.27  | 1.00  | 1.03  | -1.10 | 2.04  |
| <i>Rnf19b</i>                                                | -1.05 | -1.04 | 1.08  | 1.52  | -1.34 | 1.98  | 1.29  | 2.00  |
| <i>Zbtb32</i>                                                | 1.10  | 1.01  | 1.09  | 1.16  | -1.79 | -1.27 | -1.63 | -2.23 |
| <i>Trem1</i>                                                 | -1.60 | -1.06 | 1.14  | -1.03 | -1.27 | 1.54  | 1.02  | -2.30 |

How the deposited data were processed for this re-analysis (not part of the article)

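RNA was measured in whole lungs of WT and *Scnn1b*-Tg mice at PND 0, 3, 10 and 42 on Affymetrix Mouse Gene 1.0 ST arrays, 24 arrays with 3 per age and genotype. According to the paper each array holds RNA of a pool of 3 mice. The sample labels list 2 animal numbers for most arrays and 1 for *Scnn1b*-Tg PND 42 replicate 3. That array is counted as a pool throughout. The macrophage arrays were not used here.

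Before depositing them, the authors summarized the probe intensities to log2 values by RMA with quantile normalization in Partek 6.5 (per the labels), 1 value per transcript cluster and array. The deposited table has 35,556 rows, of which 21,789 name exactly 1 gene (19,938 genes, 999 of them with more than 1 probe set), 1,621 name several and 12,146 name none. Tests used the rows with 1 gene, because a row with several or no genes cannot be read as a gene. In the reference gene table 21,698 of these gene identifiers occur, and 0 symbols differ. No new normalization was applied. Array medians lay between 4.79 and 5.00 log2, correlations between arrays of a group between 0.963 and 0.996, and 45.7% to 50.0% of rows lay above 5 in an array. No array was left out.

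R 4.3.3 with limma 3.58.1 and statmod 1.5.0 fitted 1 mean for each of 8 groups to all 24 arrays (lmFit, eBayes, 16 residual degrees of freedom). Contrasts gave *Scnn1b*-Tg against WT at each age, each age interval in each genotype, and the difference of the intervals between genotypes. p values were adjusted by Benjamini-Hochberg within a contrast, and a probe set was called at an adjusted p of at most 0.05 and at least 2-fold. The developmental union counts probe sets called at any later age against PND 0 in either genotype. Principal components used the centred tested probe sets, and clustering used correlation over the developmental union.

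Gene lists were tested with limma camera on the brightest probe set of each gene, at a preset correlation of 0.01 and adjusted over 48 lists within a contrast. Some gene and list results are not reported here. Beside it ran camera with an estimated correlation and fry. The lists name markers of cell types, immune responses, matrix, cell division, non-coding RNA, receptors and metabolism. Of these, 1 list is the set of goblet and Th2 genes that the paper names from these samples, 1 is its cytokine production set, chosen there partly on these samples, and 2 are its M1 and M2 sets from the literature.

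Genes named in the text are up to 30 with the largest change among those called in a contrast and without overlap between the groups, up to 4 members of a list with the lowest p, *Scnn1b* and *Ttr*, and genes the paper names, whose values in the paper had been seen. For 3 against 3 arrays, chance gives no overlap in 10% of genes. *Trem2* and *Clec10a* at PND 42 and *Csf2* in WT were named after their values were seen. A gene's value is that of its probe set with the highest mean over the 24 arrays.

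Alternatives tried were fits without eBayes moderation, with the compared arrays alone, with an intensity trend and robust prior, with array weights and with the replicate number as a block. Others left out dim probe sets (mean not above 5 in any group), used all rows or 1 row per gene, repeated quantile normalization, subtracted array medians, used no or a 1.5-fold threshold, and left out each array. Shares of developmental genes were also taken with genes chosen on the mean of both genotypes or on *Scnn1b*-Tg arrays. The lists, these alternatives and the tests were set before the data were examined, apart from tests of dilution, of a slower course, of matched random lists and of leukocyte and epithelial shares, which were chosen afterwards.

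The fit was tested on simulated data: genes of the PND 10 comparison were given known changes. At a log2 change of 1, 59 of 67 genes (88.1%) had an adjusted p of at most 0.05 and 36 (53.7%) were called, at 1.5, 63 of 67 (94%), and at 2, 66 of 66 (100%). The calls included 1 unchanged gene. Of 20 unchanged lists camera called 0. The simulated genes varied independently, so this does not test list calls for genes that correlate. In the real data 70 of 139 list results lose their call with an estimated correlation.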

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

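The tests by dilution, slower course, matched random lists, leukocyte share and epithelial share were chosen after the results were seen.

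The change from PND 10 to PND 42 differed between genotypes in 49 probe sets, and that from PND 3 to PND 10 in 2, both picked because the interaction test passed. *Clca1* went -2.54 log2 lower in the earlier interval and 6.52 log2 higher in the later one, *Chil4* 6.23 log2 and *Slc26a4* 3.90 log2 higher in the later one. *Thbs2* followed the same turn, with -1.23 and 1.50 log2. Among 100 reassignments of genotype within ages the later count had 2 as large as its 49 (the real grouping included, highest other 49), which argues against chance. The earlier count of 2 was reached by 16 of 100 (highest other 187), so chance stays open for it, though not tested for *Clca1* alone. For the interval PND 0 to PND 3, 0 passed in limma (1034 at unadjusted p under 0.05). Any reassignment is at least as large as 0 (all 100 were, the highest other being 48), so the test cannot decide there.

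Both intervals share the 6 arrays of PND 10. Genes that rose in WT from PND 3 to PND 10 lay lower in *Scnn1b*-Tg in 95.8% when chosen on the mean of both genotypes, and fallers lay higher in 76.4%. Of the 166 probe sets of those risers 77 are of *Hmcn1*, and by gene the shares are 91.0% and 76.5%. Of 100 draws with array deviations shuffled over all ages, 0 were as large for the risers and 9 for the fallers. If noise is equal at all ages, the choice of genes on WT arrays does not account for the risers. At PND 3 the shares chosen on the mean were 70.2% and 65.0% (21 and 19 of 100 such draws were as large), and at PND 42 57.1% and 58.7% (25 and 30 of 100, whose medians were 48.1% and 48.0%). A candidate explanation, dilution of lung RNA by RNA of other cells, would lower alveolar and endothelial genes as well. Their median was -0.11 log2 (-0.18 to -0.05 over bootstrap draws of the genes, without the spread between pools), against -0.54 for the risers with 1 row per gene. Another, a slower course over the whole interval, may hold: over the genes that fell, *Scnn1b*-Tg pools of PND 10 reached 0.626 ± 0.143 of the WT course, where WT pools reached 0.954 ± 0.0462.

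*Igha*, *Klk10* and *Fndc1* were picked because the paper does not discuss them. *Igha*, the IgA heavy chain gene, was higher in *Scnn1b*-Tg at PND 42 by 1.30 log2 (limma, Benjamini-Hochberg adjusted p = 4.5e-06). *Klk10*, a kallikrein gene, was higher at PND 10 by 1.55 log2 (adjusted p = 0.00553), a call lost without WT replicate 2 or *Scnn1b*-Tg replicate 1 (highest adjusted p = 0.0733). *Fndc1*, a fibronectin domain gene, was lower at PND 10 by -1.17 log2 (adjusted p = 0.015), a call lost without WT replicates 1 or 2 or *Scnn1b*-Tg replicate 1 (highest adjusted p = 0.177).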

How the results depend on the processing

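With n = 3 pools per group, 1 array moves small counts far, lists lean on how genes correlate, and pools hide the spread between animals. WT replicate 2 of PND 3 lies close to the *Scnn1b*-Tg arrays of that age in several tests, and the cause was not tested. The 480 results of named genes that pass were repeated 3078 times without single arrays, where 2698 kept their call and 380 lost it. Under the other alternatives 4597 of 4798 kept it and 201 lost it. Results that do not pass gained a call 85 and 72 times, and 0 calls turned direction.

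Without a fold threshold the counts of *Scnn1b*-Tg against WT are 5, 10, 93 and 198 at PND 0, 3, 10 and 42, and with 1.5-fold 5, 10, 84 and 163. For the intervals ending at PND 3, 10 and 42 they are 10153, 1097 and 6627 in WT and 10772, 713 and 6491 in *Scnn1b*-Tg without a fold threshold, and 5425, 817, 3616, 5657, 573 and 3688 at 1.5-fold. The union between genotypes is 284 and 241, and the developmental union 18131 and 10630.

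With all rows the counts are 24 at PND 0 and 1 at PND 3 between genotypes, 3546 and 2056 in WT and 4514 and 2131 in *Scnn1b*-Tg for the first and last interval, 28 for the interaction from PND 10 to PND 42 and 8669 for the developmental union. With 1 row per gene the interval from PND 3 to PND 10 gives 173 in WT and 155 in *Scnn1b*-Tg.

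Without moderation the counts are 1 at PND 3 and 15 at PND 10, 1 and 15 for the interactions ending at PND 10 and 42, and 64 for the union between genotypes. With the compared arrays alone they are 0, 1 and 119 at PND 0, 3 and 10, 1 and 80 for the same interactions and 164 for the union. Array weights give 35 at PND 3, 8 and 17 for the interactions ending at PND 3 and 10, and 164 for the union.

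With the replicate block, 9 probe sets pass at PND 3 and 50 at PND 10, and no other count moved by over 1.5 times. Over 30 pairs of the same number the correlations ran from -0.255 to 0.299 (9 over 0.1), and in 14 of the 30 the best match was the same number, so the numbers do not pair the arrays throughout. All 3 numbers matched best between genotypes at PND 0 (0.299, 0.153 and 0.290) and in *Scnn1b*-Tg from PND 0 to PND 3 (0.124, 0.166 and 0.172), a hint from the data and not the design. They did so in WT from PND 10 to PND 42 too, at 0.103, 0.0955 and 0.0683. With the block 3, 2237 and 1211 probe sets pass in these.

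Array medians subtracted move the median of all genes from PND 0 to PND 3 from 0.06 to 0.16 log2 in WT and from 0.07 to 0.21 in *Scnn1b*-Tg, where 787 rose and 1276 fell against 493 and 1743. Quantile normalization again gives 494 rises and 680 falls in WT from PND 10 to PND 42 against 371 and 837, and 36 and 12 for the last interaction against 42 and 7. The correlation matrix gives the second principal component 20.9%.

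Genes chosen on *Scnn1b*-Tg arrays lie higher in WT in 57.4%, 79.8% and 40.7% of risers at PND 3, 10 and 42, and fallers in 33.9% at PND 10 and 56.5% at PND 42. Chosen on the mean of both genotypes, it is 95.8% of risers and 23.6% of fallers at PND 10 and 57.1% of risers at PND 42. All rows give 27.9% of PND 10 fallers. The directions of 40.7% and 56.5% are turned.

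With an estimated correlation the adjusted p of *Scnn1b*-Tg against WT is 0.321 for secreted antimicrobial genes and 0.124 for cytokine production genes at PND 42, and 0.34 for inflammatory cytokines and for M1 genes and 0.092 for ciliated cell genes at PND 10. It is 0.29 for neutrophil genes in WT from PND 3 to PND 10, 0.0955 for mitosis genes in *Scnn1b*-Tg and 0.241 for their interaction, and 0.681 for inflammatory cytokines in *Scnn1b*-Tg from PND 0 to PND 3. With fry these are 0.122 (antimicrobial), 0.294 (inflammatory and M1), 0.0531 (neutrophil) and 0.233 (mitosis interaction). Of 139 list results, which include some that do not pass, 70 lose their call with an estimated correlation.

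Leaving out single arrays, the counts between genotypes run from 2 (without WT PND 0 replicate 2) to 7 (*Scnn1b*-Tg PND 0 replicate 1), 1 (*Scnn1b*-Tg PND 3 replicate 1) to 77 (WT PND 3 replicate 2), 10 to 59 (*Scnn1b*-Tg PND 10 replicates 1 and 2) and 45 to 113 (*Scnn1b*-Tg PND 42 replicates 2 and 1), and the union from 66 (*Scnn1b*-Tg PND 42 replicate 2) to 186 (WT PND 3 replicate 2). *Scnn1b*-Tg from PND 3 to PND 10 runs from 154 to 252 (*Scnn1b*-Tg PND 10 replicates 2 and 1). The interactions run from 0 to 2 (*Scnn1b*-Tg PND 0 replicate 1), 1 to 21 (WT PND 3 replicates 1 and 2) and 20 (WT PND 10 replicate 1) to 90 (*Scnn1b*-Tg PND 42 replicate 1). The share of risers higher in WT runs from 97.8% to 100% at PND 10 and from 60.5% to 77.4% at PND 42. The antimicrobial list at PND 42 runs from 0.00109 to 0.095 (WT replicates 1 and 3).

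List directions turn when WT replicate 2 of PND 3 is left out for neutrophil genes (adjusted p = 0.0104, over single arrays 0.000455 to 0.761), cytokine production genes (0.000451, up to 0.959) and M1 genes (1.06e-06, up to 0.915) at PND 3, for mitosis genes in WT from PND 3 to PND 10 (7.9e-07, up to 0.712) and for the interaction of inflammatory cytokines from PND 0 to PND 3 (6.32e-07, up to 0.986). The same array leaves inflammatory cytokines at PND 3 at 8.31e-12, where the range reaches 0.976 and the direction turns without WT replicate 1. Neutrophil genes in that interaction turn without WT PND 0 replicate 1 (0.897) or WT PND 3 replicate 3 (0.922) and pass at 1.72e-06 without WT PND 3 replicate 2.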

Differences from the paper's values

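Of 237 fold changes of the paper that could be compared, 23 differ: they lie over 1.5-fold from the paper's value, or have the other sign, by more than the larger SD of the groups compared. Counts differ when over 1.5 times apart. Of 230 folds the paper marks as changed, 229 have its sign here and 208 pass. Apart from counts, values are fold changes, with negative numbers for falls.

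The paper counts 2 genes between genotypes at PND 3, and here 4 probe sets pass (not different without WT PND 3 replicate 1 or 3). The paper counts 16 at PND 10, where 33 pass here (not different without moderation, or without WT PND 10 replicate 1 or 2). The paper shows about 120 genes that rose in WT from PND 3 to PND 10 (Fig. 1c), against 229 probe sets of 129 genes here. Counted by gene the values do not differ (124 with 1 row per gene).

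In WT from PND 0 to PND 3 the paper gives -5.8 for *Wnk1* and -5.5 for *Cox20*, against -3.43 and 1.09 here, and in *Scnn1b*-Tg -9.0, -7.9 and, for *Fbxl7*, -5.9, against -3.56, -1.08 and -2.26. No alternative removes these. A further probe set of *Wnk1* gives -5.87 in WT and -9.34 in *Scnn1b*-Tg, and one of *Fbxl7* -6.07. *Cox20* has a further probe set here, which falls by -3.51 log2 in WT and -4.26 in *Scnn1b*-Tg. From PND 3 to PND 10 in *Scnn1b*-Tg the paper gives 3.6 for *Aard*, against 1.77 here (different under all 16 alternatives), and 3.4 for *Cdkn2c*, against 2.15 (not different without *Scnn1b*-Tg PND 3 replicate 3 or PND 10 replicate 1).

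From PND 10 to PND 42 the paper gives 11.6 for *Prelp* in both genotypes, against 4.30 in WT and 4.13 in *Scnn1b*-Tg, under no alternative the same. For *Prss35* in WT it gives -18.4 against -11.5 (not different without WT PND 10 replicate 3 or WT PND 42 replicate 3). In *Scnn1b*-Tg it gives 10.2 for *Cxcl14*, -18.0 for *Egfem1* and -8.8 for *Pbk*, against 6.44, -11.8 and -5.60. With quantile normalization again none of these 3 differs, with array weights *Cxcl14* and *Egfem1* do not, with medians subtracted *Egfem1* and *Pbk* do not, and without *Scnn1b*-Tg PND 10 replicate 1 none differs. Other arrays whose removal ends a difference are *Scnn1b*-Tg PND 42 replicate 3 (*Cxcl14*, *Egfem1*), PND 42 replicate 2 (*Egfem1*) and PND 10 replicate 2 (*Pbk*).

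Between genotypes the paper gives 14.8 and 14.0 for *Scnn1b* at PND 3 and 10, against 9.75 and 9.32 (not different at PND 3 with array weights or without WT replicate 2 or *Scnn1b*-Tg replicate 3, and at PND 10 with medians subtracted or without WT replicate 2 or 3 or *Scnn1b*-Tg replicate 1 or 2). For *Ttr* it gives 1.5, 1.4, 2.2 and 1.8 at the 4 ages, against 3.78, 3.71, 6.54 and 5.82, under no alternative the same. For *Aoc1* at PND 3 it gives 2.8 against 1.84 (not different with array weights or without WT replicate 2 or *Scnn1b*-Tg replicate 1). At PND 42 it gives 34.8 for *Mmp12*, 5.7 for *Cxcr1* and 4.8 for *Lilr4b* (*Gp49a* in the paper), against 20.2, 2.58 and 3.00, and only *Lilr4b* does not differ under some alternatives (array weights, or without WT PND 42 replicate 3 or *Scnn1b*-Tg PND 42 replicate 1 or 3).

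Genes the paper marks as changed that do not pass here, with alternatives that call them at the 2-fold threshold (the paper's own FDR is above 0.05 for *Slc26a4*, *Lilrb4a*, *Ccl9* and *Lilr4b* at PND 10 and *Gpnmb* at PND 3): *Aard* from PND 3 to PND 10 (without *Scnn1b*-Tg PND 3 replicate 3). At PND 10 *Cemip* (without WT replicate 3 or *Scnn1b*-Tg replicate 2), *Slc26a4* (without WT replicate 3), *Aoc1* (without *Scnn1b*-Tg replicate 3), *Clu* (medians subtracted, without WT replicate 1 or *Scnn1b*-Tg replicate 2), *Lilrb4a* (compared arrays alone, array weights) and *Ccl9* (compared arrays alone). At PND 42 *Scgb1c1* (quantile normalization again, without WT replicate 2 or 3), *Cd200r4* and *Syk* (quantile normalization again, array weights, without WT replicate 3 or *Scnn1b*-Tg replicate 1), *Rbp4* (array weights, without WT replicate 3 or *Scnn1b*-Tg replicate 1 or 3), *Dhcr7* (array weights, without *Scnn1b*-Tg replicate 1), *Acp5* (without *Scnn1b*-Tg replicate 1) and *Myo5a* (array weights, without *Scnn1b*-Tg replicate 3). No alternative at 2-fold calls *Cox20* in either genotype, *Aoc1* and *Gpnmb* at PND 3, *Lilr4b* at PND 10, or *Chst4*, *Lilra5* and *Fetub* at PND 42. Some of these genes pass in limma without a fold threshold or at 1.5-fold. They include *Aard* (1.77-fold, adjusted p = 0.00978), *Aoc1* at PND 3 (1.84-fold, adjusted p = 0.0425), and *Scgb1c1* and *Syk* at PND 42.

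Statements that differ: the paper finds the rise of goblet and Th2 genes from PND 3 to PND 10 always less in *Scnn1b*-Tg, while *Tff2* rose 9.18-fold there and 7.92-fold in WT. The paper finds the goblet and Th2 genes lower from PND 10 to PND 42 in WT, where *Muc5b* moved 1.48-fold upward without passing. *Chil3* moved 1.35-fold upward there, an exception the paper's own table also holds (1.4). It finds them further up in *Scnn1b*-Tg, where *Tff2* moved 1.20-fold without passing. The paper separates genotypes at PND 10 on principal component 4 and at PND 42 on component 5. The paper names correlation matrices for its components, while those here come from centred values without scaling. Component numbers of the paper and of these values therefore need not match. Here components 3, 5 and 6 separate them at PND 10 and component 4 does not. At PND 42 components 3 and 6 separate them, by gaps of 0.0942 and 0.281, and on component 5 their ranges overlap. At PND 0 component 1 separates them.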

Other observations

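From PND 10 to PND 42 cell division genes fell in both genotypes, in WT 46 of 67 with a median of -1.28 log2 (limma camera, Benjamini-Hochberg adjusted p = 1.57e-23) and in *Scnn1b*-Tg 53 with -1.51 log2 (adjusted p = 2.23e-30). With an estimated correlation the adjusted p was 0.269 and 0.112. In WT 9 of 12 mesothelial cell genes rose (median 1.40 log2, adjusted p = 4.51e-12, estimated correlation 0.0186), as did 18 of 36 xenobiotic metabolism genes (1.06 log2, adjusted p = 4.05e-20, estimated correlation 0.00346). Muscle genes fell in *Scnn1b*-Tg in 12 of 24, with a median of -0.96 log2 (adjusted p = 4.44e-06, estimated correlation 0.128). Glucocorticoid response genes lay lower in *Scnn1b*-Tg at PND 10 than at PND 3 in 17 of 18, 3 passing, with a median of -0.72 log2 (adjusted p = 2.86e-09, estimated correlation 0.175).

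Between genotypes several lists had small medians, and none of those in this paragraph passes with an estimated correlation. Interferon response genes lay lower in *Scnn1b*-Tg at PND 0 and 3, with medians of -0.15 and -0.12 log2 (limma camera, Benjamini-Hochberg adjusted p = 0.00717 and 0.0062, estimated correlation 0.668 and 0.737). Hypoxia response genes lay lower at PND 0 in 26 of 28 (-0.21 log2, adjusted p = 0.000442, estimated correlation 0.591) and higher at PND 10 (0.16 log2, adjusted p = 0.00268, estimated correlation 0.413). MHC class I genes lay lower at PND 0 in 17 of 19 (-0.16 log2, adjusted p = 0.000869, estimated correlation 0.591). Circadian clock genes lay higher at PND 3 in 17 of 19 (0.18 log2, adjusted p = 0.00524, estimated correlation 0.724), and alveolar type I cell genes in 15 of 18 (0.10 log2, adjusted p = 0.0359, estimated correlation 0.737). At PND 42 cholesterol synthesis genes lay higher in 17 of 21 (0.24 log2, adjusted p = 0.00102, estimated correlation 0.366), and acute phase genes in 22 of 27 (mean 0.53 log2, adjusted p = 8.01e-05, estimated correlation 0.28). The mean of the acute phase genes is not comparable with the medians. Its members *Saa3* (4.37 log2) and *Lcn2* (2.01 log2) raise it. Imprinted genes (-0.07 log2, adjusted p = 0.38), erythroid genes (-0.08 log2, adjusted p = 0.298) and eosinophil and mast cell genes (0.07 log2, adjusted p = 0.797) did not pass at PND 42.

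The tests on random lists, on leukocyte lists, on endothelial and fibroblast genes, on dilution and on a slower course were chosen after the results they concern were seen.

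Macrophage genes at PND 42 had a median of 0.91 log2 (95% interval 0.59 to 1.21). Intervals in this paragraph come from 10000 bootstrap draws of a list's genes. They leave out the spread between pools and treat the genes as independent. More leukocytes of every kind would raise the other leukocyte lists too, and the highest of their medians, that of dendritic cells, was 0.35 (0.26 to 0.57), with 0.12 (reaching 0.39) for B and plasma cells. The dendritic list shares *Itgax* with the macrophage list. A lower share of epithelial cells would raise endothelial and fibroblast genes, whose median was -0.009875 (-0.10 to 0.09). The endothelial and fibroblast median argues against a lower epithelial share as the whole cause. For more leukocytes of every kind the margin, 0.59 against 0.57, is too narrow to decide with intervals that leave out the pools. A larger number of macrophages or a higher level per macrophage may underlie the difference, and whole-lung arrays do not part them. The list is not specific, since 21 of its 30 genes stand in another list. Its brightest gene, *Lyz2*, also an alveolar type II cell gene, had a mean of 13.16 in WT and 13.45 in *Scnn1b*-Tg.

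Olfactory, vomeronasal and small nucleolar RNA genes from PND 0 to PND 3 were set against 10000 random lists matched on mean level. All 3 medians lay at percentile 100 in both genotypes, which argues against a shift of all probe sets of that brightness. For olfactory receptors most of the median is shared with random lists, 0.24 log2 against 0.17 to 0.19 in WT and 0.30 against 0.17 to 0.20 in *Scnn1b*-Tg. Vomeronasal receptors gave 0.29 against 0.15 to 0.21 in WT and 0.37 against 0.14 to 0.22 in *Scnn1b*-Tg. Small nucleolar RNA genes gave 0.89 against -0.21 to 0.15 in WT and 0.90 against -0.19 to 0.17 in *Scnn1b*-Tg.

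Counts were compared with those of other splits of the same arrays. The 3 against 3 comparisons have 10 splits, too few for a share under 0.05. Between genotypes the real counts and the highest of the other splits were 3 and 5 at PND 0 (2 splits as large), 4 and 50 at PND 3 (3 splits), 33 and 1 at PND 10 and 74 and 73 at PND 42 (1 split each). In WT they were 2124 and 6, 281 and 0, and 1208 and 0 for the 3 intervals, and in *Scnn1b*-Tg 2236 and 0, 237 and 0, and 1127 and 3 (1 split each). For the union between genotypes 1 of 100 reassignments, the real one, gave 98, with 97 the highest other. That share argues against chance, by a margin of a single probe set.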
